# IL-21R-STAT3 signalling initiates a differentiation program in uterine tissue-resident NK cells to support pregnancy

**DOI:** 10.1038/s41467-023-42990-0

**Published:** 2023-11-04

**Authors:** Mengwei Han, Luni Hu, Di Wu, Yime Zhang, Peng Li, Xingyu Zhao, Yanyu Zeng, Guanqun Ren, Zhiyuan Hou, Yanli Pang, Tongbiao Zhao, Chao Zhong

**Keywords:** NK cells, Cell death and immune response, Intrauterine growth, RNA sequencing

## Abstract

Tissue-resident Natural Killer (trNK) cells are crucial components of local immunity that activate rapidly upon infection. However, under steady state conditions, their responses are tightly controlled to prevent unwanted tissue damage. The mechanisms governing their differentiation and activation are not fully understood. Here, we characterise uterine trNK cells longitudinally during pregnancy by single cell RNA sequencing and find that the combined expression pattern of 4-1BB and CD55 defines their three distinct stages of differentiation in mice. Mechanistically, an IL-21R-STAT3 axis is essential for initiating the trNK cell differentiation. The fully differentiated trNK cells demonstrate enhanced functionality, which is necessary for remodelling spiral arteries in the decidua. We identify an apoptotic program that is specific to the terminal differentiation stage, which may preclude tissue damage by these highly activated trNK cells. In summary, uterine trNK cells become intensely active and effective during pregnancy, but tightly controlled via a differentiation program that also limits potential harm, suggesting an intricate mechanism for harnessing trNK cells in maintaining pregnancy.

## Abstract (web summary)

Uterine natural killer (NK) cells support tissue homeostasis in the uterus during pregnancy, but it is not fully known how they differentiate into potentially cytotoxic effector cells while avoiding tissue damage. Here authors show that Il21 receptor signalling via STAT3 activation governs their differentiation, while an apoptotic cell death program ensures that harm is limited.

## Introduction

Natural killer (NK) cells play critical roles in innate immunity primarily by secreting cytotoxic granules containing perforin and granzymes^1^. Recently, tissue-resident NK (trNK) cells, a distinct subset residing in peripheral tissues, have been discovered^2–6^. Rather than entering circulation, they remain within their tissues of residence. There, they are essential for maintaining tissue homeostasis^6,7^. In addition, type 1 innate lymphoid cells (ILC1s), a third population, also exhibit tissue residency but specialize in cytokine production compared to NK cells^8,9^. Conventional NK (cNK) cells, trNK cells, and ILC1s are all characterized by expression of NK1.1 and NKp46 on their cell surface. In addition, trNK cells also express certain markers, such as CD49a, but lack the mature cNK cell marker DX5^2,5,10^. In contrast, ILC1s, distinct from the two NK cell subsets, are distinguished by the absence of Eomes expression^8,11^.

Tissue-resident immune cells, including trNK cells, are the most critical components of local immunity^12^. Upon pathogen invasion, trNK cells rapidly activate to provide the first line of defense for their resident tissues^13^. Furthermore, trNK cells potently activate during specific physiological processes. For example, uterine trNK cells become profoundly activated during pregnancy, facilitating remodeling of spiral arteries in the decidua and supplying growth-promoting factors to the fetus^14,15^. TrNK cells demonstrate both tissue-resident and innate immune properties. They activate independently of antigen recognition, enabling an immediate response to inflammatory stimulation. However, to prevent unwanted overactivation and resultant tissue damage, trNK cell activation also requires tight restriction during physiological processes like pregnancy. The mechanisms regulating trNK cell activation under varying conditions remain elusive.

As abovementioned, a representative example of trNK cell activation under physiological conditions occurs in the uterus during pregnancy. During early decidualization, uterine trNK cells substantially activate and expand, becoming the predominant immune population at the maternal-fetal interface^3,16^. To ensure reproductive success, uterine trNK cell activation must be tightly regulated. Either dampening or enhancing uterine trNK cell activation elevates the risk of miscarriage^17^. Activated uterine trNK cells facilitate deep trophoblast invasion, enabling remodeling of spiral arteries by replacing the endothelial and smooth muscle linings of uterine arterioles^18–20^. Successful remodeling of uterine arteries guarantees adequate nutrient supply to the fetus^21^, whereas abnormal remodeling frequently results in fetal growth restriction or miscarriage^22–24^. For instance, deficiencies in uterine trNK cells of *Il15*^-/-^ and *Nfil3*^-/-^ mice, arising from developmental defects, have been shown to induce abnormal uterine artery remodeling and miscarriage^14,25,26^. Moreover, activated uterine trNK cells also produce growth-promoting factors such as pleiotrophin, osteoglycin, and osteopontin, which are indispensable for fetal growth^14^. Collectively, uterine trNK cell activation during pregnancy ensures reproductive success.

Intriguingly, uterine trNK cell and cNK cell activation differ markedly during pregnancy. While uterine trNK cells spring vigorously into action, cNK cells in the uterus remain quiescent^3,14^. Thus, uterine trNK cell activation likely relies upon distinct regulatory mechanisms during pregnancy. NK cell activation can be induced by various proinflammatory cytokines, including interleukin-2 (IL-2), IL-12, IL-15, IL-18, and IL-21. These cytokines activate Janus kinase (JAK)/signal transducer and activator of transcription (STAT) signaling pathways that potently activate NK cells^27–29^. The distinct tissue expression profiles of these proinflammatory cytokines suggest that they may preferentially fine-tune activation of uterine trNK cells^30,31^. Moreover, NK cell activation is also governed by NK activating and inhibitory receptors, as well as certain key transcriptional regulators^32–36^. Nonetheless, the mechanisms by which these factors regulate uterine trNK cell activation during pregnancy remain to be thoroughly elucidated.

In this study, we find that the IL-21 receptor (IL-21R) is selectively expressed by uterine trNK compared to cNK cells. Moreover, IL-21 signaling is activated during pregnancy, leading to a STAT3-dependent differentiation process that fine-tunes the effector function of uterine trNK. These findings provide insights into a previously unrecognized differentiation program of uterine trNK cells that plays a crucial role in supporting healthy pregnancy.

## Results

### Transcriptional profiling reveals a dynamic change of uterine trNK during decidualization

Among the three NK1.1^+^NKp46^+^ NK/ILC1 subpopulations in the uterus (Supplementary Fig. 1a, b), trNK represented the predominant subset that activated and expanded during pregnancy^14^. Consistent with previous reports, uterine trNK cells had substantially proliferated and exhibited elevated Ki-67 expression during decidualization (gestational days (gd) 6.5 to 11.5) (Fig. 1a–d)^3,37^. In contrast, though cNK cells and ILC1s exhibited a slight increase, they remained minor subpopulations among the CD45^+^ immune cells (Supplementary Fig. 1c, d). Proliferating uterine trNK cells played a critical role in trophoblast invasion and spiral artery remodeling during decidualization^21^. Afterwards, they rapidly declined and were nearly absent during the late gestational stage (gd15.5), presumably to avoid endangering the pregnancy (Fig. 1b, c). In line with a previous study^25^, proliferating uterine trNK cells also displayed enlarged cell sizes and increased cellular components, as indicated by their elevated forward and side scatter (FSC-A and SSC-A) parameters during flow cytometry examination (Supplementary Fig. 1e). These changes evidenced an immune cell activation^38^.

**Fig. 1:**
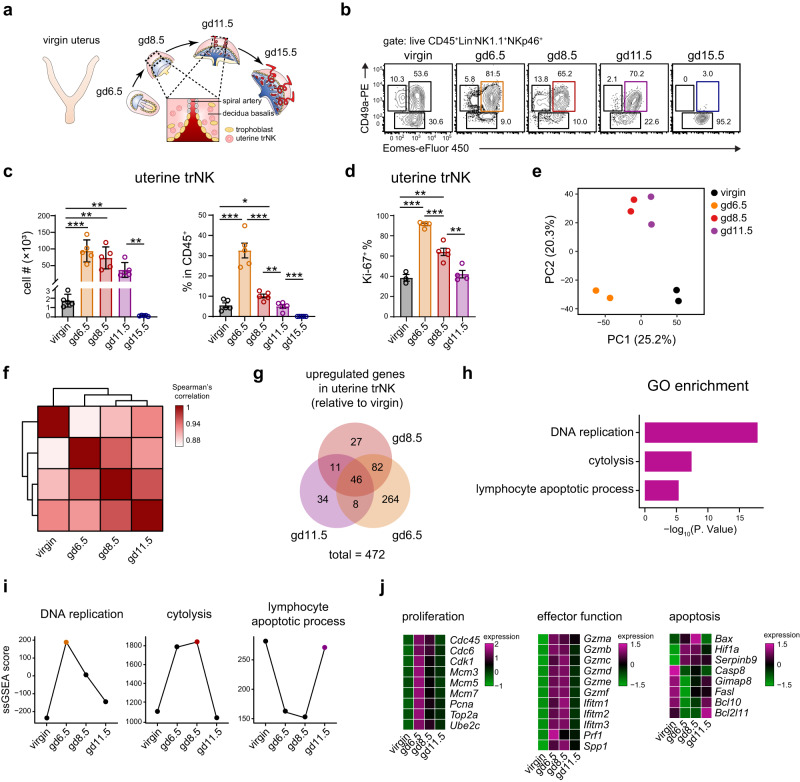
Profiling of transcriptomic changes in uterine trNK during decidualization. **a** Schematic diagram showing the change of uterus during pregnancy. The diagram in the bottom depicts the interaction between uterine trNK and trophoblasts which promotes spiral artery remodeling in decidua basalis. **b** Flow cytometry showing dynamic changes of uterine trNK (Eomes^+^CD49a^+^), cNK (Eomes^+^CD49a^-^), and ILC1 (Eomes^-^CD49a^+^) in virgin mice and during pregnancy (from gd6.5 to gd15.5). Overall NK/ILC1 cells are gated by live CD45^+^Lin (CD3/CD19/CD5/Gr-1)^-^NK1.1^+^NKp46^+^. **c** Cell number and percentage (in CD45^+^ immunocytes) of uterine trNK from virgin and pregnant (from gd6.5 to gd15.5) mice (*n* = 5 per group; ***P = 0.0002, **P = 0.0013, **P = 0.0074, **P = 0.0059; ***P = 0.0001, *P = 0.0155, ***P = 0.0003, **P = 0.0047, ***P = 0.0007). **d** Percentage of Ki67^+^ uterine trNK from virgin and pregnant (from gd6.5 to gd11.5) mice (*n* = 3, 5, 5, and 4 per group; ***P < 0.0001, **P = 0.0032, ***P = 0.0001, **P = 0.0041). **e** Principal component analysis (PCA) of uterine trNK from virgin mice and pregnant mice during decidualization (gd6.5, gd8.5, and gd11.5) (*n* = 2 per group). **f** Spearman’s correlation between uterine trNK from virgin mice and pregnant mice during decidualization (gd6.5, gd8.5, and gd11.5) (*n* = 2 per group). **g** Venn diagram showing total upregulated genes in uterine trNK during decidualization (related to Supplementary Fig. 1h). **h** Gene ontology (GO) analysis of the total upregulated genes in uterine trNK (**g**). **i** Single-sample GSEA (ssGSEA) scoring of uterine trNK at the indicated gestational days using the GO terms enriched in (**h**). **j** Heatmap graph showing relative expression changes of the representative genes in the enriched terms in uterine trNK at the indicated gestational days. Numbers indicate the percentages in each box. Data are shown as the mean ± SEM. *P*-values are calculated by two-sided unpaired *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001. Data are representative of at least three independent experiments (**b**–**d**) or two independent experiments (**e**–**j**). Source data are provided as a Source Data file.

While the activation and function of trNK cells could be accurately demonstrated through their effector gene expression, there had been a lack of comprehensive study on the dynamic transcriptional profiling of uterine trNK cells during decidualization. Therefore, to further elucidate their activation during decidualization, we conducted an RNA-Sequencing (RNA-Seq) analysis using sort-purified uterine trNK at different gestational days (Supplementary Fig. 1f). 

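Uterine trNK cells were sequenced as 2 libraries each from virgin, gd6.5 and gd8.5 mice. Libraries from gd11.5 were not analysed here. The methods give cDNA made with the SMART-Seq HT kit, which copies whole transcripts from small numbers of cells and amplifies them by PCR, then alignment to mm10 with HISAT2 and quantification by RSEM. The authors deposited, for each library, an unnormalized whole-number read count per gene with exon positions and gene lengths on GRCm38 (mm10). The totals were 22956216 and 18188514 counts in virgin replicates 1 and 2, 22785685 and 19391679 at gd6.5, and 16820631 and 16422380 at gd8.5. The file of virgin replicate 1 lists another set of genes than the other files, so the 54353 genes shared by all libraries were used, which hold at least 99.9% of the counts of each library. As in the methods, the genes with an RPKM above 10 in both libraries of any group were kept, which left 4504 genes. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test over all 6 libraries with Benjamini-Hochberg adjustment, and a gene was called changed at an adjusted p below 0.05 and a fold change above 2. The replicates of virgin mice lay further apart than those of pregnant mice, with 466 of the 4504 genes more than 2-fold apart between the virgin libraries, 86 at gd6.5 and 64 at gd8.5. On simulated counts of this design with 200 genes changed 4-fold, 96% of those were recovered for gd8.5 against virgin, and 6.34% of the calls were false. The simulation gave all groups the same spread per gene, drew each library independently and changed no weakly expressed gene. It lacks the wider gap between the virgin libraries, so 96% does not tell how many 4-fold changes could be recovered from these libraries. These PCR reads carry no molecular identifiers, so any limit set by a count of 0 covers counting error only.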

Post-sorting examination confirmed that the purity of the uterine trNK cells exceeded 95% (Supplementary Fig. 1g). 

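For the principal components, log2(RPKM + 1) was taken over the kept genes of the virgin, gd6.5 and gd8.5 libraries. PC1 explained 49.9% of the variance and PC2 27.4%. Virgin replicate 1 scored 42.6 on PC1 and virgin replicate 2 scored 8.4, while the 4 libraries from pregnant mice scored between -22.9 and -6.2. On PC2, virgin replicate 2 scored 15.2, between the gd8.5 libraries at 13.6 and 18.1, and the gd6.5 libraries scored -17.6 and -16.3. Spearman's correlation across genes, which are not independent replicates, was 0.961 between the replicates at gd6.5 and also at gd8.5, and 0.87 between the virgin replicates. Virgin replicate 2 reached 0.911 and 0.918 with the gd8.5 libraries, above its value with virgin replicate 1. Without the gene filter these were 0.875 and 0.863, against 0.87 with virgin replicate 1, and the gd8.5 replicates reached 0.871. The lowest value of any pair was 0.772, between virgin replicate 1 and gd6.5 replicate 1. Among the other settings, dropping the gene filter moved PC1 most, to 35.7% of the variance over 23601 genes, and without virgin replicate 2 its share was 60.8%.

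**Figure D1:**
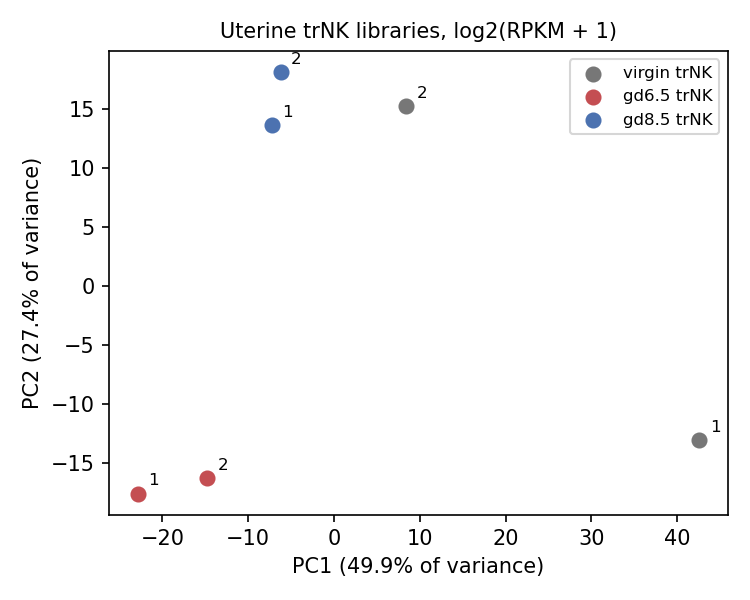
Scores of the 6 libraries of virgin, gd6.5 and gd8.5 trNK on PC1 (horizontal axis) and PC2 (vertical axis) of log2(RPKM + 1), with 1 point per library and both axes without units. Virgin replicate 1 lies apart at 42.6 on PC1, and virgin replicate 2 lies between it and the libraries from pregnant mice on PC1 and beside the gd8.5 libraries on PC2.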

Through principal component analysis (PCA) and Spearman’s correlation, it was evident that the uterine trNK at gestational days 6.5, 8.5, and 11.5 exhibited clear distinctions to those found in virgin mice (Fig. 1e, f). We then elucidated the comprehensive changes of uterine trNK cells during decidualization by integrating all their upregulated genes in comparison with virgin trNK cells, and subsequently applying these combined genes to GO analysis (Supplementary Fig. 1h, and Fig. 1g, h). 

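Between gd6.5 and virgin trNK, edgeR called 280 genes, 145 higher and 135 lower at gd6.5. With only the libraries of the groups compared in the fit, none was called by edgeR, where the unadjusted p gave 491 genes in the full fit, DESeq2 462 and limma 313, and without the gene filter 919 were called. Single libraries also moved this count, which was 0 without gd6.5 replicate 1 and likewise without gd6.5 replicate 2, 478 without virgin replicate 1 and 907 without virgin replicate 2. Between gd8.5 and virgin trNK, 17 genes were called. Dropping the gene filter gave 502, leaving out virgin replicate 2 gave 597 and leaving out virgin replicate 1 gave 79, while leaving out either gd8.5 library gave 0 by edgeR against 213 genes at the unadjusted p, 164 by DESeq2 and 25 by limma with all 6 libraries. The 1 gene called higher at gd8.5 was Tnfsf4, at 51.6 ± 3.12 RPKM (SD, n = 2) against 4.24 ± 0.972 in virgin trNK (log2 fold change 3.54, standard error 0.28, adjusted p = 0.0135 from edgeR). Of the 16 genes called lower, the largest falls were those of Nsmce4a (log2 fold change -4.42, standard error 0.54, adjusted p = 0.0444 from edgeR), Lcn4 (-3.82) and Lamp1 (-3.68), and Rac1 (-3.52) was also among them. Lamp1 and Rac1 encode proteins of most cell types.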

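A list of 47 DNA replication genes (the MCM helicase, origin recognition, DNA polymerases and related factors) was written before the data were examined, in place of the GO term. In trNK at gd6.5 against virgin, 34 of them were tested and 32 were higher, with a median log2 fold change of 0.80 against 0.00 over all genes. Camera with a preset correlation of 0.01 between genes gave an adjusted p of 1.12e-08 for the list, over the 9 list tests made in this and the subset experiment. The shift also held under fry (adjusted p = 0.0362) but not under camera with the correlation estimated from the 6 libraries (adjusted p = 0.435). Of the other list tests past the threshold, only cytolysis in trNK-T against trNK-V held under fry, and none held under the estimated correlation. Of the single genes, 10 were called higher adjusted over the list alone and 8 over all genes tested. Mcm2 rose by a log2 fold change of 1.63 (standard error 0.15, adjusted p = 0.0195 from edgeR) and Mcm3 by 1.47 (standard error 0.19, adjusted p = 0.0286 from edgeR).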

Consistent with the aforementioned results, the analysis revealed that the most enriched feature in the uterine trNK cells during decidualization was DNA replication, which is closely associated with cell proliferation. Moreover, we have identified two additional highly enriched features that are closely associated with the effectiveness of NK cells (cytolysis) and the process of apoptosis (lymphocyte apoptotic processes) (Fig. 1h). 

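The list for cytolysis, written before the data were examined, held 23 genes, of which 20 were tested. At gd6.5 against virgin, the edgeR fit had 9 of these 20 higher, with a median log2 fold change of -0.05 and a mean of 0.20. In the voom values that camera tests, 12 were higher, with a median of 0.22 and a mean of 1.66, while camera itself gave a downward direction (adjusted p = 0.95), so the signs differ between these measures. At gd8.5 against virgin, 9 were higher by edgeR, with a median of 0.00 and a mean of 0.48, and 12 by voom, with a median of 0.28 and a mean of 1.97 (camera, upward, adjusted p = 0.268). Without virgin replicate 2, this adjusted p was 0.029. The 1 gene of the list called at either day was Lamp1, which was lower, adjusted over the list alone and over all genes tested. The list for lymphocyte apoptosis held 27 genes, of which 12 passed the expression filter. At gd8.5, 7 of these 12 were higher than in virgin trNK by voom and 6 by edgeR, with a median log2 fold change of 0.15 by voom (camera, adjusted p = 0.177).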

Next, we assessed the extent of enrichment of these features in uterine trNK cells across the different gestational days. The highest level of DNA replication was observed at gd6.5, as evidenced by the expression of the related genes (Fig. 1i, j). 

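From gd6.5 to gd8.5, all but 2 of the 34 tested DNA replication genes were lower, with a median log2 fold change of -0.59 (camera, adjusted p = 3.6e-07). Under fry the adjusted p was 0.0697. For 7 genes the fall was called adjusted over the list alone. Over all genes tested, edgeR called 0 genes between gd8.5 and gd6.5 trNK, in the list or outside it, where the unadjusted p gave 261 genes, DESeq2 221, limma 3 and edgeR with only the libraries of these groups 252.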

Subsequently, there was a gradual decrease in DNA replication at gd8.5 and gd11.5. Additionally, in line with this trend, we observed an increase in the lymphocyte apoptotic feature at gd11.5 (Fig. 1i, j). Thus, the dynamic changes in these two features were correlated with the changes in the cell number of uterine trNK during the process of decidualization. The effectiveness of uterine trNK cells is crucial for ensuring a successful pregnancy. Interestingly, while the proliferation feature began to decrease at gd8.5, the effector feature reached its peak, as evidenced by the increased expression of *Prf1* and *Gzm*s (Fig. 1i, j). 

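Prf1 (ENSMUSG00000037202, chromosome 10, 61297833 to 61304680 on mm10) encodes perforin. Its level was 324 ± 269 RPKM (SD, n = 2) in virgin trNK, 782 ± 204 at gd6.5 and 382 ± 92.0 at gd8.5. The log2 fold change against virgin was 1.19 at gd6.5 (standard error 0.59, adjusted p = 0.213 from edgeR) and 0.17 at gd8.5 (standard error 0.58, adjusted p = 0.905 from edgeR). At gd6.5 both libraries lay above both virgin libraries, and at gd8.5 they lay between the virgin ones. From gd6.5 to gd8.5 Prf1 changed by -1.02 (standard error 0.59, adjusted p = 0.341 from edgeR). Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) stood at 173 RPKM in virgin replicate 1 and 8740 in virgin replicate 2, against 13000 and 10000 at gd6.5 and 10300 and 9810 at gd8.5. Gzmd, Gzme, Gzmf and Gzmg had 0 counts in virgin replicate 1, and 280, 303, 143 and 70.5 RPKM in virgin replicate 2. These 4 genes and Gzmc lie near each other and are close in sequence, so the counting could have split reads between them. Against virgin at gd8.5, the log2 fold changes were 1.10 for Gzmb, 0.80 for Gzmc, 3.12 for Gzmd, 2.77 for Gzme, 3.61 for Gzmf, 3.48 for Gzmg and -0.26 for Gzma, with standard errors between 1.08 and 2.12 and adjusted p from edgeR between 0.443 and 0.927. Without virgin replicate 2 all were called higher at gd8.5, Prf1 at 1.51, Gzmb at 5.85, Gzmc at 8.41 and Gzma at 2.83. For the cytolysis list as a whole, 14 of 20 genes were higher at gd8.5 than at gd6.5, with a median log2 fold change of 0.30 (camera, adjusted p = 0.199). With edgeR's filterByExpr in place of the RPKM filter, the adjusted p was 0.022. From the DNA replication feature, highest at gd6.5, and the effector feature, highest at gd8.5, the paper proposes that trNK cells proliferate early in decidualization and gain effectiveness in its middle stage.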

Consistently, the upregulation of *PRF1* and *GZM*s was also observed in activated human decidual NK (dNK) cells during pregnancy^39^. Additionally, *Ifitm*s and *Spp1*, which are associated with uterine trNK activation and function, were also found to be upregulated at gd8.5 (Fig. 1j). 

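Ifitm1, Ifitm2 and Ifitm3 are neighbouring genes of an interferon-induced family on chromosome 7. Ifitm1 was at 1.32 and 85.1 RPKM in the virgin replicates and 202 and 184 at gd8.5, a log2 fold change of 2.09 (standard error 1.38, adjusted p = 0.515 from edgeR). Ifitm2 was at 5.19 and 398 RPKM in virgin trNK and 1380 and 1060 at gd8.5, a log2 fold change of 2.52 (standard error 1.50, adjusted p = 0.478 from edgeR). For Ifitm3 the log2 fold change was 2.54 (standard error 1.24, adjusted p = 0.408 from edgeR), with 201 and 35.3 RPKM in the gd8.5 replicates and 2.96 and 35.9 in the virgin ones, so the groups overlapped. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), which encodes osteopontin, measured 3140 ± 3900 RPKM (SD, n = 2) in virgin trNK and 4590 ± 195 at gd8.5, a log2 fold change of 0.48 (standard error 1.04, adjusted p = 0.847 from edgeR). For Ifitm1 and Ifitm2 both gd8.5 libraries lay above both virgin libraries, and for Spp1 they lay between the virgin ones. With virgin replicate 2 left out, the 4 genes were called higher at gd8.5, Ifitm1 at 7.18, Ifitm2 at 7.86, Ifitm3 at 5.30 and Spp1 at 3.59.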

The enhanced effectiveness of uterine trNK cells during decidualization was believed to be essential for a successful pregnancy, as they played a crucial role in promoting spiral artery remodeling.

Together, these data suggest a dynamic change in uterine trNK cells during decidualization, characterized by extensive proliferation during the early stage, enhanced effectiveness during the intermediate stage, and the emergence of an apoptotic process during the late stage.

### Single-cell transcriptome uncovers a compositional change of trNK during decidualization

The enhancement of uterine trNK efficacy was crucial for ensuring a successful pregnancy. However, the specific regulatory mechanism still remained elusive. Therefore, we focused our examination on the alterations in gd8.5 uterine trNK cells. NK1.1^+^NKp46^+^ uterine NK/ILC1 cells were sort-purified from gd8.5 pregnant mice and virgin mice (Supplementary Fig. 2a). Subsequently, the cells labeled with different sample tags were mixed together and subjected to single-cell RNA sequencing (scRNA-Seq) analysis (Fig. 2a). 

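The cells of virgin and gd8.5 uteri were captured together on the BD Rhapsody platform, which labels each mRNA with a UMI so that PCR copies are counted once. The methods state that 5 virgin uteri and 2 gd8.5 uteri were pooled, and that reads were counted by the BD Rhapsody WTA pipeline on GRCm39. The authors deposited unnormalized UMI counts in a pair of files that list the same 15175 cells in the same order and share no gene, 6821 genes in one and 28416 in the other. They were joined into 1 matrix of 35237 genes and 83499186 UMIs, with a median of 3364 UMIs and 1548 genes per cell. The sample tag of each cell was not used here, so all cells are 1 sample of both conditions, no comparison of gd8.5 with virgin mice was made from them, and no test across samples was possible. Levels of a group of cells are its summed UMIs scaled to a common total (CPM). Intervals given for these cells are exact at the 95% level and cover counting error only. Cells with more than 200 and fewer than 2500 UMIs and a mitochondrial share below 10% were kept, as the methods read, and clustered on 20 principal components of 2000 variable genes after scaling to 10000 UMIs per cell and log transformation, with Leiden clustering at a resolution of 0.8. Scrublet marked 2 cells as doublets, and none was removed. The genes reported as results were left out of the clustering.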

Following quality control, we obtained a total of 8019 high-quality cells, with 4594 (58.0% of the total) identified as trNK cells (Supplementary Fig. 2b–d). 

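Of 15175 cells, 6326 lay within the UMI limits, and 4338 of these passed the mitochondrial limit, a median of 1610 UMIs per kept cell. The upper limit removed 8849 cells with 2500 UMIs or more. With the same limits set on the number of genes per cell, 8907 cells were kept, and without an upper limit 13084. Clusters were named from marker genes fixed before the data were examined, with thresholds for the naming set afterwards. By these, 1427 of the 4338 cells, 32.9% (exact binomial interval 31.5 to 34.3), were trNK-like, the name given to clusters with Itga1 and at least 3 of the 4 genes Ncr1, Klrb1c, Eomes and Itga1 above their level in B-like cells. The other classes were cNK-like with 843 cells, macrophage-like with 756, ILC1-like with 356, B-like with 231, T-like with 192, stromal with 109 and erythrocyte-like with 61, and 363 cells (8.37%) in 2 clusters stayed unnamed. The trNK-like share was 36.8% under the limits on genes and 44.5% without an upper limit, the setting that moved it most. In these settings 21.6% and 25.3% of the cells stayed unnamed, among them under the limits on genes a cluster of 1013 cells with Scin, Epas1 and Ctsg among its leading genes. The upper UMI limit did not fall evenly on the classes. Under the limits on genes, the median was 5590 UMIs in that cluster, 3250 in trNK-like and 1700 in cNK-like cells. The main setting therefore left out most cells of that cluster and most trNK-like cells named there, but a smaller part of the cNK-like cells.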

Further, the trNK cells could be classified into six subgroups (Fig. 2b). Three of them exhibited a notable proliferative characteristic, as evidenced by the presence of *Mki67* expression (Fig. 2c and Supplementary Fig. 2e). Nevertheless, when this characteristic was disregarded, these *Mki67*^+^ subgroups were found to bear a resemblance to the remaining *Mki67*^-^ subgroups (Fig. 2d). 

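Clustered on their own, the 1427 trNK-like cells fell into 7 clusters of 349, 278, 258, 234, 186, 70 and 52 cells. By stage markers fixed before the data were examined, 3 clusters with 813 cells (57.0%) were called virginal-like, 2 clusters with 304 cells (21.3%, exact binomial interval 19.2 to 23.5) terminal-like, and the remaining 310 cells were placed in neither group. Heat shock and immediate early genes such as Hspa1b and Fos led the largest virginal-like cluster, and interferon-induced genes such as Cxcl10 and Ifit1 led the cluster of 52 cells. At a resolution of 0.4 the terminal-like share was 29.2%, its largest shift in any setting, and with 3000 variable genes the virginal-like share was 25.4%. With the limits set on genes per cell, the median was 2450 UMIs in virginal-like and 4720 in terminal-like cells. The upper UMI limit therefore removed most cells named terminal-like there and a smaller part of the virginal-like. Stage shares and ratios under the limits on UMIs describe the remaining cells only. Under the limits on genes the terminal-like share was 15.2%, with the unnamed cluster of 1013 cells outside the stages.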

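Mki67 encodes a protein of dividing cells. One terminal-like cluster of 234 cells held 95 Mki67 UMIs, 276 CPM (exact Poisson interval 223 to 338). Its 10 leading genes include the mast cell genes Mcpt4, Cpa3, Cma1, Tpsb2 and Tpsab1, each with almost all of its UMIs in 1 cell, and, as the last of them, Cdk1 and Hmmr. In the other 6 clusters the level lay between 8.03 and 44.9 CPM, and the upper end of their intervals reached at most 77.5. A single trNK-like cluster therefore stood apart by Mki67 in this clustering, whereas with the limits set on genes per cell the highest level was 455 CPM, in 1 of 6 clusters. Under those limits a further cluster of 131 cells, led by Ube2c, Rrm2 and Pclaf, stayed unnamed and was not counted as trNK-like. The median was 4730 UMIs in the cluster with 455 CPM and 5580 in the unnamed one, both above the upper UMI limit. The main setting therefore left out most cells of both, and its Mki67 result covers only cells within the limits on UMIs.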

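Across the 4112 genes with at least 100 UMIs in the trNK-like clusters, Spearman's correlation of the mean profile between the cluster with the highest Mki67 level and each of the other 6 clusters lay between 0.588 and 0.758. Without the cell cycle genes, over 4094 genes, these correlations lay between 0.592 and 0.76. With the limits set on genes per cell, they lay between 0.864 and 0.909, and between 0.874 and 0.918 without the cell cycle genes. The correlations are across genes, which are not independent replicates.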

Consistently, the signature genes of the *Mki67*^-^ subgroups showed comparable expression levels in the corresponding *Mki67*^+^ subgroups (Fig. 2e). Hence, the six trNK subgroups were referred to as trNK#1, trNK#2, trNK#3, *Mki67*^+^ trNK#1, *Mki67*^+^ trNK#2, and *Mki67*^+^ trNK#3 (Fig. 2b).

**Fig. 2:**
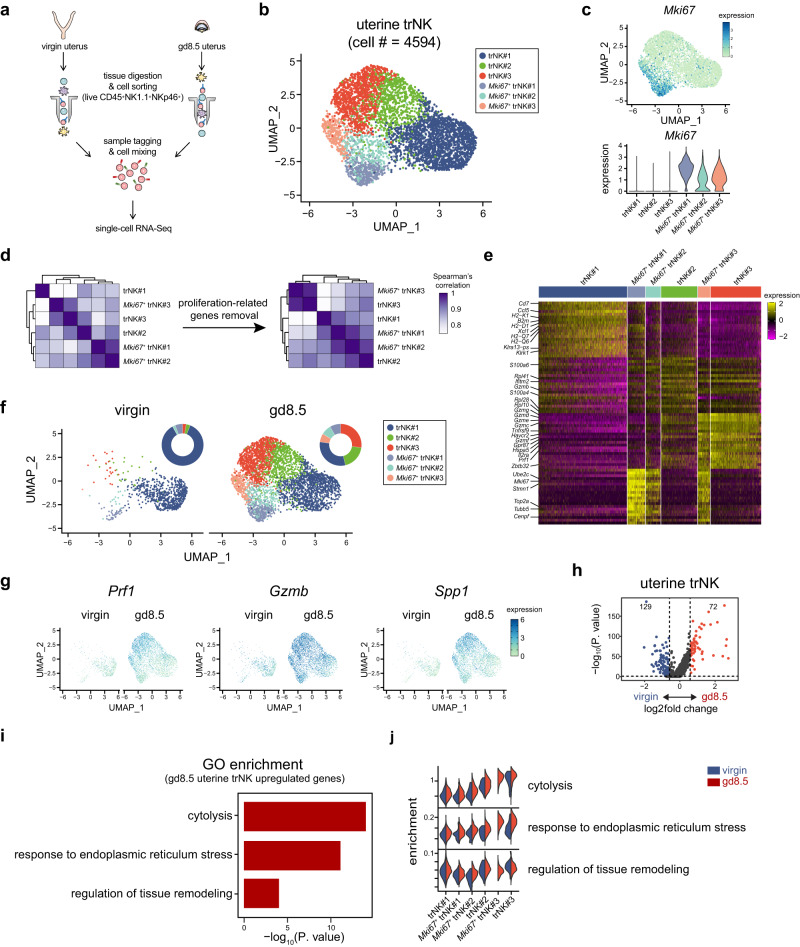
Single-cell transcriptome analysis reveals a compositional change of trNK at gd8.5. **a** Schematic diagram depicting the procedure of scRNA-Seq library preparation for uterine NK/ILC1. Pooled uteri from five virgin mice or two gd8.5 mice are used. NK/ILC1 cells are sort-purified by a gating strategy of live CD45^+^NK1.1^+^NKp46^+^, followed with labeling by different sample tags and mixed together for subsequent scRNA-Seq library preparation. **b** UMAP visualization of uterine trNK from virgin and gd8.5 mice. Colors indicate different uterine trNK subgroups. **c** UMAP of *Mki67* expression in uterine trNK (top), and violin plots of *Mki67* expression in each uterine trNK subgroup (bottom). **d** Spearman’s correlation between each uterine trNK subgroup. Whole transcriptomes (left) or transcriptomes with the exclusion of proliferation-related genes (right) are used for the analysis. **e** Heatmap of the expression of the top 20 specific genes in trNK#1, trNK#2, and trNK#3 subgroups and top 20 proliferation-related genes in the three *Mki67*^+^ trNK subgroups. **f** UMAP visualization of uterine trNK in virgin (left) and gd8.5 (right) mice. Colors indicate different uterine trNK subgroups, and ring pie charts show the proportion of each subgroup. **g** UMAP plot showing expression of *Prf1*, *Gzmb*, and *Spp1* in uterine trNK from virgin and gd8.5 mice. **h** Volcano plot showing differentially expressed genes between uterine trNK from virgin and gd8.5 mice. **i** GO enrichment of the upregulated genes in gd8.5 uterine trNK (**h**). **j** Split violin plots showing module score difference between virgin and gd8.5 uterine trNK in each subgroup. The enriched GO terms in (**i**) was utilized. Data are representative of two independent experiments (**b**–**j**).

Next, the uterine trNK from gd8.5 and virgin mice were distinguished based on their respective sample tags (Fig. 2a). Intriguingly, trNK#2, trNK#3, *Mki67*^+^ trNK#2 and *Mki67*^+^ trNK#3 demonstrated a significant prevalence at gd8.5, raising a possibility that they might correspond to the peak effectiveness of trNK at the particular time point (Fig. 2f). 

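Summed over cells, Prf1 had 498 CPM (exact Poisson interval 461 to 537) in virginal-like cells and 1560 (1450 to 1680) in terminal-like cells, a ratio of 3.13. Gzmb had 2430 CPM (2350 to 2520) and 7360 (7110 to 7610), a ratio of 3.02, and Spp1 407 (374 to 442) and 2380 (2240 to 2530), a ratio of 5.85. The cells assigned to neither stage lay at 485 for Prf1, 5240 for Gzmb and 566 for Spp1. In macrophage-like cells, which were assumed and not shown to lack these transcripts, the levels were 237, 1350 and 275 CPM, an upper guide to free RNA. All 3 genes were left out of the clustering and of the stage markers. With a single pooled sample, these ratios have no replicate check.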

In line with this, these subgroups, especially trNK#3 and *Mki67*^+^ trNK#3, showed elevated expression of *Prf1*, *Gzmb* and *Spp1* (Fig. 2g). Then, contribution of this compositional alteration to the trNK transcriptome change at gd8.5 was evaluated. Overall, a total of 72 genes exhibited increased expression at gd8.5 compared to virgin mice (Fig. 2h). They were enriched in biological processes related to ‘cytolysis’, ‘responses to endoplasmic reticulum stress’ and ‘regulation of tissue remodeling’ (Fig. 2i). Then, the enrichment of these features in each trNK subgroups was compared (Fig. 2j). The enrichment of ‘cytolysis’, which reflected the effectiveness of trNK cells, was found to be comparable before and after pregnancy. However, its enrichment showed a gradual increase in the trNK#2, *Mki67*^+^ trNK#2 subgroups and the trNK#3, *Mki67*^+^ trNK#3 subgroups, corroborating that the compositional change corresponded to the enhanced effectiveness of uterine trNK at gd8.5 (Fig. 2j and Supplementary Fig. 2f). The enrichment of the ‘response to endoplasmic reticulum stress’ was significantly increased in trNK#3 and *Mki67*^+^ trNK#3 of gd8.5 mice, but not in virgin mice, indicating that the feature was induced by pregnancy (Fig. 2j and Supplementary Fig. 2g). The enrichment of the ‘regulation of tissue remodeling’ was associated with the reported role of uterine trNK in spiral artery remodeling. This feature was primarily enriched in the three non-proliferative trNK subgroups, indicating that they might play a crucial role in facilitating the tissue remodeling process (Fig. 2j and Supplementary Fig. 2h). Thus, the transcriptomic change in gd8.5 trNK cells could be attributed to both the compositional alterations within different subgroups and the changes in gene expression occurring within each subgroup. In contrast, these changes were nearly negligible in gd8.5 cNK or ILC1 cells, suggesting the presence of a distinct regulatory mechanism specifically governing the alterations in trNK cells (Supplementary Fig. 2i, j).

Collectively, the scRNA-Seq analysis uncovers a previously unrecognized compositional change of uterine trNK cells at gd8.5, which is presumed to primarily contribute to the augmented effectiveness of trNK cells.

### 4-1BB and CD55 denote a differentiation program during trNK activation

The presence of newly identified trNK subgroups at gd8.5 suggested the likelihood of a trNK differentiation program. Indeed, based on RNA velocity analysis, we uncovered a differentiation trajectory of uterine trNK cells, originating from the trNK#1 subgroup, progressing through the trNK#2 subgroup and ultimately culminating in the trNK#3 subgroup (Fig. 3a). In addition, there was a parallel trajectory among the three *Mki67*^+^ subgroups, with each subgroup demonstrating a propensity to transition into its corresponding *Mki67*^-^ counterpart. Furthermore, a pseudotime analysis was conducted to examine the differentiation of uterine trNK cells, which revealed that the trNK#3 and *Mki67*^+^ trNK#3 subgroups, as well as the trNK#2 and *Mki67*^+^ trNK#2 subgroups, were in the same stages of differentiation (Fig. 3b, c). Whereas, the *Mki67*^+^ trNK#1 subgroup exhibited a more differentiated state compared to the trNK#1 subgroup (Fig. 3c). Nevertheless, due to their presence in virgin mice, they were collectively referred to as virginal trNK (Fig. 2f and Supplementary Fig. 3a). Whereas, the trNK#2 and *Mki67*^+^ trNK#2 subgroups were referred to as differentiating trNK, and the trNK#3 and *Mki67*^+^ trNK#3 subgroups were termed as terminal trNK, based on their differentiation stages (Supplementary Fig. 3a). Along the trNK differentiation trajectory, three gene expression dynamics were identified that corresponded to the differentiation stages (Fig. 3d). Recently, Roser Vento-Tormo et al. had also reported the existence of human decidual NK (dNK) subgroups, which they termed dNK1, dNK2 and dNK3 (Supplementary Fig. 3b)^39^. We found that these human dNK subgroups exhibited a significant similarity in transcriptome with the gd8.5 uterine trNK subgroups in mice (Supplementary Fig. 3c). Furthermore, the human dNK cells also undergo a differentiation progress, transitioning from the dNK3 subgroup to the dNK1 subgroup while passing through the intermediate dNK2 subgroup (Supplementary Fig. 3d, e). According to their report, the dNK1 subgroup, which had demonstrated the highest effectiveness, was supposed to play a critical role in the process of spiral artery remodeling through its interaction with the extravillous trophoblasts (EVTs). Consistently, the expression of NK cell effector molecules *PRF1, GZMB*, *GZMA* and *GNLY* was observed to increase along the trajectory (Supplementary Fig. 3g). The expression dynamics of genes related to trNK function in mice were also assessed along the differentiation trajectory. Similarly, the levels of effector molecules such as *Prf1*, *Gzma*, *Gzmb* and *Spp1* were found to gradually increase (Fig. 3e and Supplementary Fig. 3f). In contrast, as trNK differentiate, there was a decrease in the expression of *Ifng*, but the absolute expression of *Ifng* remained consistently low (Supplementary Fig. 3f). 

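In place of a pseudotime, the trNK-like cells were ordered by the first principal component of their own expression, and split into terciles of 476, 476 and 475 cells. The high end of the order was set toward the terminal-like clusters, so the direction of a marker of those clusters is not independent of it. Gzma rose from 599 CPM (exact Poisson interval 548 to 654) in the lowest to 1010 (941 to 1080) in the middle and 1860 (1760 to 1950) in the highest tercile. Prf1 lay at 374, 576 and 1190 CPM, Gzmb at 1900, 3460 and 6940, and Spp1 at 258, 514 and 1780. The median depth was 1820, 1650 and 1600 UMIs per cell in the lowest, middle and highest tercile. Gzma was highest in cNK-like cells, at 16600 CPM.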

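Ifng fell along the same order of cells, from 147 CPM (exact Poisson interval 122 to 176) in the lowest tercile through 75.6 (57.5 to 97.5) to 43.1 (29.7 to 60.6) in the highest, from 123, 59 and 33 UMIs. The level in macrophage-like cells was 33.7 CPM (23.9 to 46.0), and its interval overlaps that of the highest tercile, so Ifng there was not distinguishable from free RNA at this depth. In cNK-like cells Ifng stood at 314 CPM.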

And during the differentiation process, several transcription regulators, including *Eomes*, *Nfil3*, *Runx3*, *Id2* and *Prdm1*, were observed to be upregulated, whereas *Tbx21*, *Tcf7*, *Tox*, *Gata3*, and *Stat1* were downregulated (Fig. 3f and Supplementary Fig. 3h). 

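With the cell limits set on UMIs, none of the 5 regulators that the paper names as rising was higher in terminal-like than in virginal-like cells beyond counting error. The ratio was 0.618 for Eomes, whose intervals did not overlap, and 0.974 for Runx3 and 0.956 for Id2, whose intervals did. For Nfil3 it was 1.29 and for Prdm1 1.43, the latter from 45 and 22 UMIs, with overlapping intervals. Of the regulators named as falling, Tbx21 had a ratio of 0.332, beyond counting error, and Gata3 of 0.646 with overlapping intervals. Tcf7 and Tox served to name the stages and were therefore read along the order of cells only. From the lowest to the highest tercile, the ratio was 0.208 for Tcf7 and 0.233 for Tox. These ratios hold for the limits on UMIs, which left out most of the cells named terminal-like under the limits on genes per cell. Under the limits on genes per cell, Id2 and Prdm1 were higher in terminal-like cells with intervals apart, and Eomes was lower. By terciles under those limits Id2 was higher and Prdm1 was not. Sums of UMIs over stages of a single sample were compared here, without a trajectory model.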

Taken together, these data suggest that the observed differentiation program may have a general role in mammals to enhanced the effectiveness of uterine trNK cells, which play a crucial role in ensuring a successful pregnancy.

**Fig. 3:**
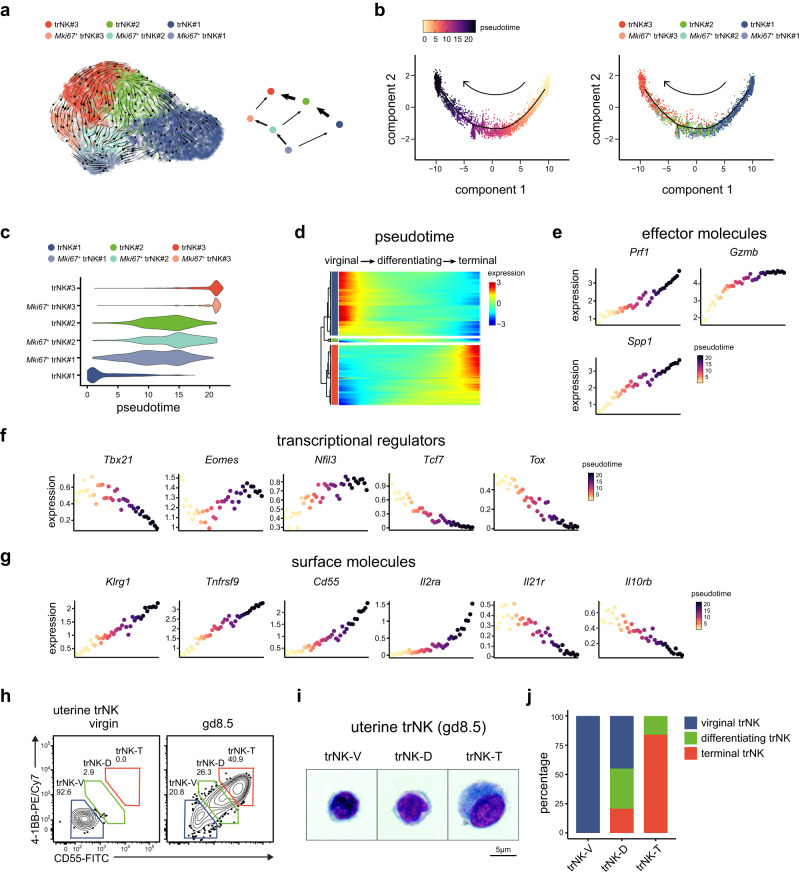
The differentiation of trNK is denoted by 4-1BB and CD55 expression. **a** RNA velocity of the differentiation trajectory of uterine trNK. **b** Pseudotime inference of uterine trNK differentiation in a two-dimensional state-space defined by Monocle2 (left), and ordering of each uterine trNK subgroup along the trajectory (right). **c** Distribution of each uterine trNK subgroup along the pseudotime trajectory. **d** Gene expression dynamics of uterine trNK along pseudotime trajectory. **e** Expression of the indicated effector genes in uterine trNK, respected to pseudotime coordinate. **f** Expression of the indicated transcription factors in uterine trNK, respected to pseudotime coordinate. **g** Expression of the indicated surface molecules in uterine trNK, respected to pseudotime coordinate. **h** Flow cytometry showing co-expression of 4-1BB and CD55 on uterine trNK in virgin and gd8.5 mice. **i** Giemsa-Wright staining showing the morphology of uterine trNK-V, trNK-D and trNK-T subgroups from gd8.5 dams. **j** Deconvolution of the transcriptomes (bulk RNA-Seq) of uterine trNK-V, trNK-D and trNK-T subgroups, using the gene signatures of virginal, differentiating, and terminal trNK subgroups (based on scRNA-Seq). Numbers indicate the percentages in each box. Data are shown as the mean ± SEM. Data are representative of two independent experiments (**a**–**j**) or at least three independent experiments (**h**–**i**). Source data are provided as a Source Data file.

The human dNK subgroups could be distinguished based on their differential expression of CD39, ITGB2, CD103 and KIR2DL1. To identify markers characterizing the uterine trNK subgroups in mice, the differential expression of surface molecules along the trNK differentiation trajectory was profiled. Usually, *Itgam* (encoding CD11b) and *Cd27* were used to indicate the maturation of NK cells^40,41^. Nevertheless, they were both downregulated along the trajectory, suggesting that this differentiation process was distinct from the maturation of NK cells (Supplementary Fig. 3i). 

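Itgam and Cd27 are read here along the order of trNK-like cells, whose high end was set toward the terminal-like clusters. Itgam had 102 CPM in the lowest tercile and 39.2 in the highest, a ratio of 0.385, and Cd27 had 86.3 and 18.3 CPM from 72 and 14 UMIs, a ratio of 0.212. The exact Poisson intervals of the ends did not overlap for either gene. As both genes served as stage markers, these falls are not independent of how the order was oriented.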

Whereas, *Klrg1*, a marker acquired by mature NK cells^41^, was upregulated during the differentiation (Fig. 3g). In addition, other surface molecules, including *Tnfrsf9*, *Cd55*, and *Il2ra*, were also upregulated, while *Il10rb* and *Il21r* were downregulated along the trNK differentiation trajectory (Fig. 3g). 

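Klrg1, which encodes an inhibitory lectin-like receptor, rose from 94.6 CPM in the lowest to 371 in the highest tercile of the ordered trNK-like cells, from 79 and 284 UMIs. It was likewise a stage marker.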

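Along this order, Tnfrsf9 rose from 272 to 1130 CPM and Cd55 from 97.0 to 301 between the lowest and the highest tercile, ratios of 4.14 and 3.10. Il2ra had 8, 20 and 90 UMIs in the lowest, middle and highest tercile, too few at the low end for a ratio. Il10rb fell from 164 to 53.6 CPM, a ratio of 0.326. The exact Poisson intervals of the ends did not overlap for these genes. All were stage markers, so their direction is partly set by the orientation of the order.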

The expression of *Tnfrsf9* (encoding 4-1BB) and *Cd55* on NK cells were not reported to be associated with their development or maturation. However, they were differentially expressed in the uterine trNK subgroups, and they cooperatively denoted the differentiation stages of trNK (Supplementary Fig. 3j, k). 

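To compare cells at 1 depth, each trNK-like cell was thinned to 1000 UMIs, which left out 144 shallower cells. Of the remaining 1283 cells, 36.6% (exact binomial interval 33.9 to 39.3) had a Tnfrsf9 UMI, 14.7% (12.8 to 16.7) a Cd55 UMI, and 7.01% (5.68 to 8.55) both, where the product of the single shares is 5.36%. Without thinning, the shares of the 1427 cells were 48.2%, 21.5% and 13.3%. In macrophage-like cells thinned the same way, 18.0% had a Tnfrsf9 UMI, 4.92% a Cd55 UMI and 0.508% both, and in B-like cells 13.3%, 28.4% and 1.83%. The median depths before thinning were 1700 UMIs in trNK-like, 1490 in macrophage-like and 1600 in B-like cells. By terciles of the ordered cells, both genes were detected together in 1.99% of the lowest, 4.17% of the middle and 15.8% of the highest tercile.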

The expression of 4-1BB and CD55 on uterine trNK was confirmed through flow cytometry (Fig. 3h). Consistently, 4-1BB and CD55 were expressed on uterine trNK cells at gd8.5, but not in virgin mice. Based on their expression levels, the trNK cells were also divided into three subgroups, trNK-V (4-1BB^-/low^CD55^-/low^), trNK-D (4-1BB^int^CD55^int^) and trNK-T (4-1BB^high^CD55^high^), corresponding to the three differentiation stages of trNK (Fig. 3h and Supplementary Fig. 3a). Morphologically, the trNK cells showed a gradual increase in cell size and cytoplasmic granularity as they progressed through the differentiation stages (Fig. 3i and Supplementary Fig. 3l). Furthermore, the correspondence of these three trNK subgroups to the three scRNA-Seq defined trNK differentiation stages was confirmed by subjecting their transcriptomes to deconvolution algorithms (Fig. 3j).

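The trNK-V, trNK-D and trNK-T cells of gd8.5 uteri, sorted by 4-1BB and CD55, were sequenced as 2 libraries each with the procedure used for the gestation libraries. Read counts per gene, again deposited without normalization, totalled 15431640 and 14042507 in trNK-V replicates 1 and 2, 20786471 and 19680835 in trNK-D, and 15069961 and 11862089 in trNK-T. With the RPKM filter, 4683 genes were tested in 1 fit over the 6 libraries. edgeR called 992 genes between trNK-T and trNK-V, 378 higher and 614 lower in trNK-T, 82 between trNK-T and trNK-D and 15 between trNK-D and trNK-V. Without the gene filter these counts were 2022, 587 and 471. Single libraries moved them too, to 363 without trNK-T replicate 2 and 519 without trNK-V replicate 2 for trNK-T against trNK-V, and for trNK-T against trNK-D to 25 and 18 without trNK-D replicates 1 and 2, 37 without trNK-T replicate 1 and 0 by edgeR without trNK-T replicate 2, where DESeq2 gave 326, limma 37 and the unadjusted p 430 with all libraries. For trNK-D against trNK-V, 1 gene was called without trNK-D replicate 2, 4 without trNK-V replicate 2, and 0 by edgeR without trNK-V replicate 1, where DESeq2 gave 187, limma 9 and the unadjusted p 265 with all libraries. In simulated counts with 200 genes changed 4-fold, 93.5% were recovered for trNK-T against trNK-V, with 6.97% false calls. The cytolysis list rose in trNK-T against trNK-V, with 13 of 20 genes higher and a median log2 fold change of 0.68 (camera, adjusted p = 0.0157), and 9 genes were called, 7 of them higher, both adjusted over the list alone and over all genes tested. Of 29 DNA replication genes, 27 were higher in trNK-T, with a median of 0.70 (camera, adjusted p = 0.000185), and 3 were called adjusted over the list alone and 4 over all genes tested.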

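The genes that define the sorted subsets followed the sort. Tnfrsf9 (ENSMUSG00000028965, chromosome 4, 150914562 to 150946102), which encodes 4-1BB, measured 169 ± 44.3 RPKM (SD, n = 2) in trNK-V, 486 ± 30.1 in trNK-D and 1260 ± 131 in trNK-T (log2 fold change of trNK-T against trNK-V 2.91, standard error 0.22, adjusted p = 0.0013 from edgeR). Cd55 (ENSMUSG00000026399, chromosome 1, 130439027 to 130462744) measured 12.9 ± 9.14, 62.8 ± 13.9 and 196 ± 24.4 RPKM in the same subsets (3.93, standard error 0.53, adjusted p = 0.00458 from edgeR). Outside the sort, Spp1 rose to 11700 ± 1800 RPKM in trNK-T from 1040 ± 199 in trNK-V (3.48, standard error 0.21, adjusted p = 0.00061 from edgeR), Gzmb by a log2 fold change of 2.70 and Prf1 by 1.90, both called, while Gzma, at 1.33 (standard error 0.64, adjusted p = 0.143 from edgeR), was not. Klrg1 was called higher in trNK-T (1.92), and Il21r (-2.31), Ifng (-1.76), Tox (-3.20), Tcf7 (-4.72) and Cd27 (-4.08) lower. With 1 library left out, the call of Ifng held only without trNK-V replicate 1, and those of Il21r and Tcf7 were lost without trNK-V replicate 2. Against trNK-V, Spp1 (2.26), Gzmc (2.89) and Gzme (2.60) were also called higher in trNK-D, calls that held only when trNK-D replicate 1 was the library left out. Among the largest changes, Cox6a2 had 0 counts in both trNK-T libraries and was at least 215-fold lower than in trNK-V, while Ctsg and Anxa3, with 0 counts in both trNK-V libraries, were at least 354-fold and 284-fold higher in trNK-T, taking a group at 0 as 3 counts per library. For the deconvolution, non-negative least squares on 150 genes that mark the stages of trNK-like single cells gave each subset a share of virginal-like, other and terminal-like profiles. The mean share of the virginal-like profile was 64.4% in trNK-V, 0.00236% in trNK-D and 2.97% in trNK-T, and that of the terminal-like profile 0% in trNK-V, 2.58% in trNK-D and 39.8% in trNK-T. With 20 marker genes per stage, trNK-V was 100% virginal-like in both libraries and trNK-T 100% terminal-like. With the cell limits set on genes, the terminal-like share of trNK-T was 0%, or 62.6% and 99.8% in its libraries with 20 marker genes per stage. Under those limits a cluster of 1013 cells with Scin, Epas1 and Ctsg among its leading genes stayed unnamed and outside the stages. These genes were called higher in trNK-T than in trNK-D. The terminal-like profile may therefore lack such cells, and the 0% cannot be read against a match of trNK-T with that stage. The fitted profiles correlated with the libraries across genes at 0.28 to 0.67, and at 0.86 to 0.98 with 20 marker genes per stage under the limits on UMIs. From its own shares, the paper concludes that the subsets correspond to the differentiation stages.

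**Figure D2:**
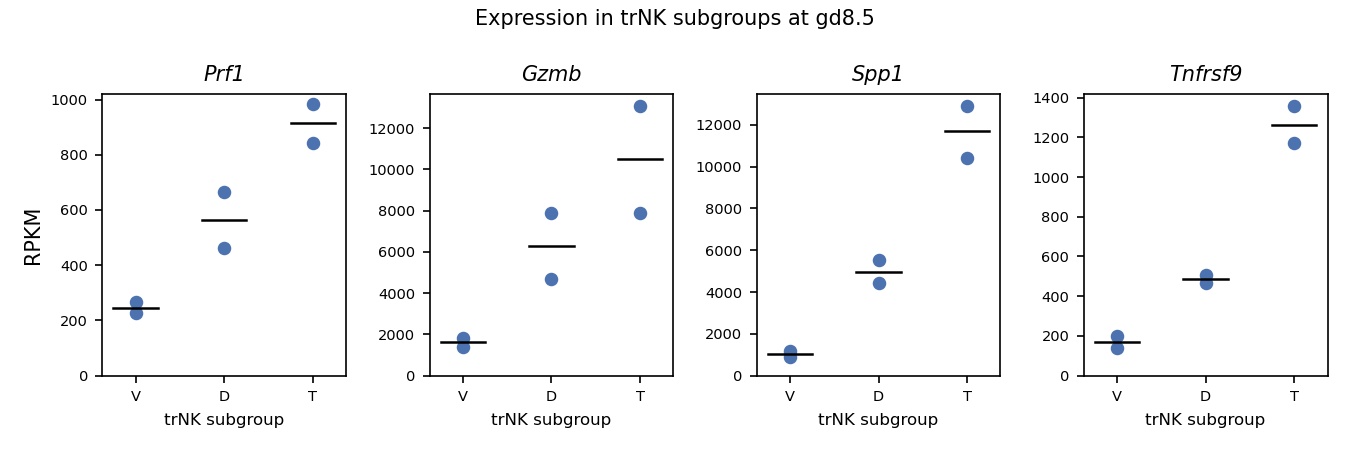
RPKM (vertical axes) of Prf1, Gzmb, Spp1 and Tnfrsf9 in trNK-V, trNK-D and trNK-T (horizontal axes), with 1 point per library and a line at the mean of the 2 libraries. Each mean is lowest in trNK-V and highest in trNK-T.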

The expansion of uterine trNK during pregnancy is still a subject of debate, particularly regarding whether it is due to local proliferation or cell migration. After an intravenous anti-CD45 antibody injection at gd8.5, we found that none of the uterine trNK cells were labeled, consistent with the idea that they were tissue resident and proliferated locally (Supplementary Fig. 3m). Furthermore, we examined the impact of cell migration inhibition on uterine trNK cells. Through daily treatment with FTY720, we observed a significant reduction in T cells within the uterus at gd8.5, indicating the effectiveness of the migration inhibition (Supplementary Fig. 3n). Nevertheless, the number of NK/ILC1, as well as the differentiation of trNK, remained unaffected (Supplementary Fig. 3n, o).

Collectively, these data suggest that there is a differentiation of the uterine-localized trNK cells during pregnancy, which substantially enhances their effectiveness.

### The initiation of trNK differentiation is promoted by an IL-21R-STAT3 axis

Although the regulation of uterine trNK function during pregnancy had been previously reported^26^, the newly discovered differentiation program suggested the existence of a distinct regulatory mechanism. Based on a tracing of the 4-1BB and CD55 expression on uterine trNK cells during gestation, we observed that the trNK differentiation commenced at gd6.5 (Fig. 4a). We further identified 400 upregulated genes in trNK cells at gd6.5 compared to virgin mice (Supplementary Fig. 1h). 

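The genes with the largest rises called at gd6.5 included Plk1, a mitotic kinase, at 58.0 ± 23.5 RPKM (SD, n = 2) against 8.43 ± 3.57 in virgin trNK (log2 fold change 2.70, standard error 0.46, adjusted p = 0.0311 from edgeR), Tubb6 (2.61, standard error 0.33) and Ddx54 (2.24, standard error 0.34). The largest falls were those of Ms4a4c (log2 fold change -5.61, standard error 0.81, adjusted p = 0.0289 from edgeR), Csf2 (-4.69) and Lcn4 (-4.24). Among the genes named in the paper, Il12rb1 was called higher at gd6.5, and Ccl5, Ifng, Icos and Ncr1 were called lower. These calls were lost without either gd6.5 library, that of Icos also without virgin replicate 1, and that of Ncr1 without either virgin library. The number called higher was 226 by DESeq2, 210 by limma on log2(RPKM + 1) and 300 by limma at the unadjusted p. By edgeR it was 243 at the unadjusted p and 524 without the gene filter. It was 0 by edgeR with filterByExpr, with the replicate number as a block, and with only the libraries of the groups compared in the fit.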

Notably, 327 of them showed low expression in gd6.5 cNK, indicating their potential involvement in the trNK differentiation (Supplementary Fig. 4a). To unravel the mechanism underlying the upregulation of these genes, we performed an assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) analysis, which enabled the identification of chromatin regions that were accessible and potentially involved in gene regulation. Subsequently, potential transcriptional regulators for the 327 genes in gd6.5 trNK and cNK cells were predicted, based on the presence of binding motifs associated with these transcriptional regulators within the relevant accessible chromatin regions (Fig. 4b). The specific regulators for trNK differentiation were filtered based on the assumption that they should preferentially function in trNK cells and exhibit substantial expression levels (Fig. 4b, c). Finally, we identified two transcription factors E2F5 and STAT3 (Fig. 4c). E2F5 was commonly associated with cell cycle arrest and functioned as a transcriptional repressor. Therefore, we pursued further investigation on STAT3, a critical transcriptional regulator also known for its involvement in Th17 differentiation. The regulatory role of STAT3 was activated by upstream cytokines, including IL-6, IL-21, IL-23 and IL-27^27,42^. 

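In the ordered trNK-like cells, Il21r (ENSMUSG00000030745, chromosome 7, 125603429 to 125633570 on mm10) had 108 CPM (exact Poisson interval 86.7 to 133) in the lowest tercile, 99.9 in the middle and 45.7 (31.9 to 63.6) in the highest, from 90, 78 and 35 UMIs. Il21r was a stage marker, and the high end of the order was set toward the terminal-like clusters. Macrophage-like cells had 88.9 CPM and B-like cells, which express this receptor, 138.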

In line with this, *Il21r* exhibited particularly high expression in the trNK#1 subgroup, while also being substantially expressed in the *Mki67*^+^ trNK#1, trNK#2 and *Mki67*^+^ trNK#2 subgroups (Fig. 4d). In contrast, its expression in the trNK#3 and *Mki67*^+^ trNK#3 subgroups, as well as cNK cells, was significantly lower. This differential expression of IL-21R among the trNK subgroups characterized by 4-1BB and CD55, as well as in cNK cells, was also confirmed by flow cytometry (Fig. 4e, and Supplementary Fig. 4b). In addition, we observed that *Il21* exhibited the highest expression in the uterus at gd6.5 (Fig. 4f). 

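In cNK-like cells Il21r had 37.3 CPM (exact Poisson interval 27.8 to 49.0), from 51 UMIs in 843 cells. This interval lies below those of the lowest and middle terciles of trNK-like cells and overlaps that of the highest tercile. ILC1-like cells stood at 164 CPM (133 to 199), and their leading genes include Tcrg-C1, Tcrg-C2, Tcrg-C4 and Cd163l1, so this class was not separated from gamma delta T cells.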

Macrophages displayed significant *Il21* expression, while T cells exhibited mild *Il21* expression but had a pronounced expansion at gd6.5, suggesting that these cells might serve as the primary sources of IL-21 (Supplementary Fig. 4c). Moreover, stimulation of IL-21 resulted in the phosphorylation of STAT3 in trNK cells from both gd6.5 and virgin mice (Fig. 4g). Together, these findings suggested the potential involvement of the IL-21R-STAT3 axis in the initiation of uterine trNK differentiation.

**Fig. 4:**
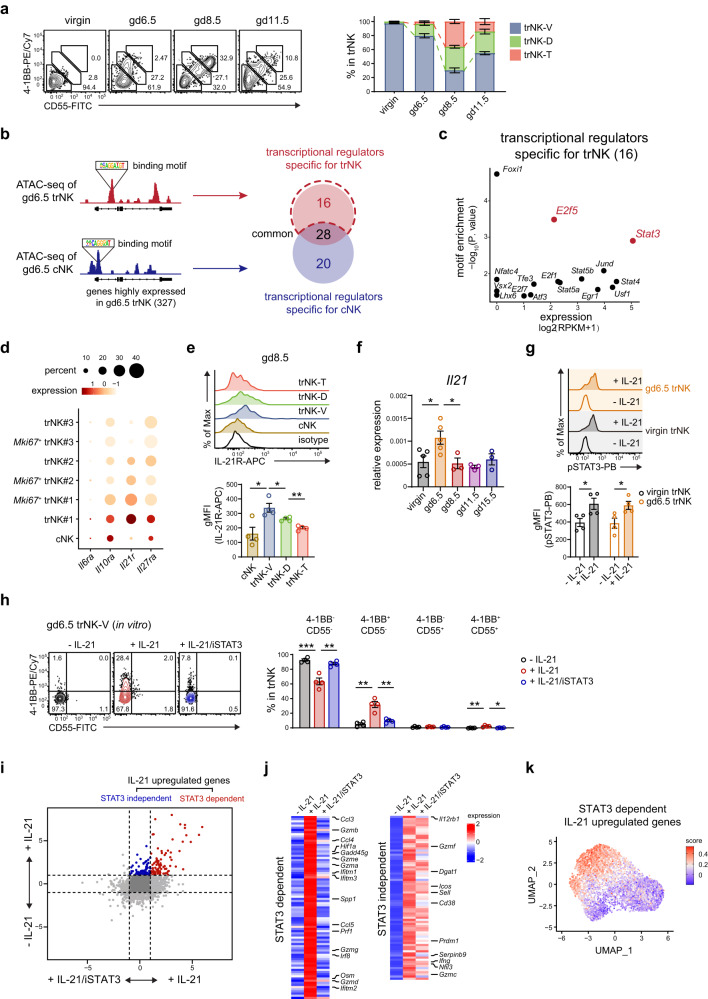
IL-21R-STAT3 axis promotes initial differentiation of trNK. **a** Flow cytometry and the corresponding statistics showing compositional change of uterine NK in virgin mice and pregnant mice at the indicated gestational days (*n* = 3, 4, 4, and 3 per group). **b** Schematics of prediction for potential transcription regulators (related to Supplementary Fig. 4a). **c** Scatter plots showing the motif enrichment and expression of potential trNK-specific transcription regulators. **d** Dot plot showing the expression of cytokine receptors associated with STAT3 activation. **e** Flow cytometric histogram showing IL-21R expression on uterine trNK-V, trNK-D, trNK-T subgroups and cNK from gd8.5 mice (*n* = 4 per group; *P = 0.0152, *P = 0.0483, **P = 0.0011). **f** Quantitative PCR assessing *Il21* expression in uteri at the indicated gestational days (*n* = 5, 5, 3, 3, and 3 per group; *P = 0.0258, *P = 0.0377). **g** Flow cytometric and statistical analysis of STAT3 phosphorylation in uterine trNK. Uterine trNK are sorted from virgin and gd6.5 mice, and stimulated in presence or absence of recombinant IL-21 for 30 min (*n* = 4 per group; *P = 0.0348, *P = 0.0316). (**h**-**k**) Uterine trNK-V subgroup is sorted from gd6.5 mice, and cultured in presence or absence of IL-21 and STAT3 inhibitor (iSTAT3) for 72 h. **h** Flow cytometric and statistical analysis showing the percentage of 4-1BB^-^CD55^-^, 4-1BB^+^CD55^-^, 4-1BB^-^CD55^+^ and 4-1BB^+^CD55^+^ trNK subgroups (*n* = 4 per group; ***P = 0.0010, **P = 0.0019, **P = 0.0011, **P = 0.0021, **P = 0.0078, *P = 0.0122). **i** Dot plot depicting the gene expression changes of in vitro cultured uterine trNK (**h**). **j** Heatmap showing expression change of the STAT3-dependent and -independent genes (**i**) **k** Scoring of the STAT3-dependent IL-21-upregulated genes in gd8.5 uterine trNK. Numbers indicate the percentages in each box. Data are shown as the mean ± SEM. *P*-values are calculated by two-sided unpaired *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001. Data are representative of two independent experiments (**b**–**d**, **i**–**k**) or at least three independent experiments (**a**, **e**–**h**). Source data are provided as a Source Data file.

Next, we further verified this possibility. Firstly, whether IL-21 could directly act on trNK cells to initiate the differentiation program was assessed. Thus, the trNK-V subgroup from gd6.5 mice were sort-purified and subsequently cultured in vitro in the absence or presence of recombinant murine IL-21. And, a STAT3 inhibitor (iSTAT3) was utilized to further elucidate the potential involvement of STAT3 in this process. After 72 h, we observed that IL-21 stimulation resulted in an increase in the cell size and cytoplasmic granularity of trNK cells, as demonstrated by flow cytometry (Supplementary Fig. 4d). However, these changes were reversed upon iSTAT3 treatment. Additionally, staining for 4-1BB and CD55 demonstrated that IL-21 stimulation promoted the upregulation of 4-1BB, but not CD55, suggesting that CD55 upregulation might be regulated by a separate pathway (Fig. 4h). Notably, iSTAT3 treatment effectively inhibited the upregulation of 4-1BB, providing further support for the involvement of the STAT3 pathway in this process (Fig. 4h). To comprehensively explore the changes in trNK cells following IL-21 stimulation, we performed an RNA-Seq analysis on these in vitro cultured trNK (Fig. 4i). 

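trNK-V cells of gd6.5 mice cultured for 72 h without IL-21, with 20 ng/mL IL-21, or with IL-21 and the STAT3 inhibitor Stattic (iSTAT3) were sequenced as 2 libraries each. Stattic blocks the SH2 domain through which STAT3 forms dimers. The paper gives its concentration as 1 mM and the sample labels as 1 µM. The deposited read counts summed to 18704191 and 18224000 without IL-21, 12189886 and 13484192 with IL-21, and 29537298 and 19161030 with the inhibitor. Of 4158 genes past the RPKM filter, the unadjusted p gave 298 changed with IL-21, 168 higher and 130 lower. DESeq2 gave 162 (103 higher and 59 lower) and limma 57 (38 and 19). By limma at the unadjusted p more were lower, 215 against 126 higher. At the adjusted p, edgeR called 12 higher and none lower. The count fell to 0 with edgeR's filterByExpr as the gene filter, to 2 without the first library cultured without IL-21, and to 6 without the first library with IL-21, and was 19 without the second. With the inhibitor against IL-21 alone, the direction of most calls depended on the fit. More were lower without the gene filter (189 higher and 272 lower), by limma (55 and 61) and by limma at the unadjusted p (270 and 405). More were higher in the other fits with no library left out, such as DESeq2 (249 and 196) and the unadjusted p (345 and 320). With edgeR at the adjusted p, 123 genes were called, 75 higher and 48 lower. This count was 30 or fewer with any 1 of the 4 libraries left out, and 1 without replicate 1 of the inhibitor. In simulated counts with 200 genes changed 4-fold, 70% were recovered for the inhibitor comparison, and 6.04% of the calls were false.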

Then, the IL-21 upregulated genes were categorized into those dependent on STAT3 and those independent of STAT3 (Fig. 4j). 

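A gene raised by IL-21 was taken as dependent on STAT3 when its level fell more than 2-fold with the inhibitor. Of the 12 genes called higher with IL-21, 7 met this, which is 58.3% (exact binomial interval 27.7 to 84.8), and 4 of those were also called lower. No library held the inhibitor without IL-21, so effects of the compound apart from STAT3 enter this share as well. The dependent genes were Ctla4, Ly6a, Prf1, Spp1, Gadd45g, Bcl3 and Gpr18, and the others Ifng, Hmox1, Gzmb, Pltp and Serpine2. With the inhibitor, Ctla4 (log2 fold change -1.12), Ly6a (-1.37) and Bcl3 (-1.64) were not called lower. Ctla4 and Ly6a had risen by 11.94 and 7.33 with IL-21, so on the log2 scale most of their rise remained. Gzmb, at 3.70 and -0.98, lost a larger part of its rise and yet fell short of the 2-fold rule. Because the libraries with IL-21 enter both comparisons, inhibitor libraries with no effect were simulated 100 times against them, which gave a mean share of 0.917% and at most 8.33%. The share was 41.7% of 103 genes by DESeq2 and 50.9% of 106 without the gene filter, and with 1 library left out it lay between 37.5% (without replicate 2 of the culture without IL-21) and 100% (without replicate 1 of it). The largest rise was that of Ctla4 (log2 fold change 11.94, standard error 0.92, adjusted p = 0.0062 from edgeR), which had 1 and 0 counts without IL-21 and 1491 and 1560 with it, so that its fitted value depends on the prior count.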

Multiple effector molecules, including *Prf1*, *Gzma*, *Gzmb* and *Spp1*, were found to be upregulated by IL-21 through the activation of STAT3 (Fig. 4j). Furthermore, during trNK cell differentiation, there was an observed increase in the expression of these IL-21 upregulated genes that were dependent on STAT3 (Fig. 4k). Collectively, our results demonstrated that the IL-21R-STAT3 axis played a critical role in promoting the differentiation of uterine trNK cells during decidualization.

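With IL-21, Prf1 rose from 51.9 ± 8.42 to 781 ± 365 RPKM (SD, n = 2; log2 fold change 4.08, standard error 0.44, adjusted p = 0.0138 from edgeR), and with the inhibitor it was 179 ± 54.8 (-2.01 against IL-21, standard error 0.40, adjusted p = 0.0453 from edgeR). Spp1 rose from 1800 ± 705 to 25800 ± 8050 RPKM (4.05, standard error 0.52, adjusted p = 0.0324 from edgeR) and measured 4110 ± 1690 with the inhibitor (-2.56, standard error 0.48, adjusted p = 0.0413 from edgeR). Gzmb rose by a log2 fold change of 3.70 (standard error 0.35, adjusted p = 0.0136 from edgeR) and changed by -0.98 with the inhibitor (standard error 0.32, adjusted p = 0.155 from edgeR), short of 2-fold. Gzma rose by 2.63 (standard error 0.60, adjusted p = 0.124 from edgeR) and changed by -1.74 with the inhibitor (standard error 0.58, adjusted p = 0.161 from edgeR), so neither change was called. Without replicate 1 of the culture without IL-21, the rises of Prf1, Spp1 and Gzmb with IL-21 were no longer called. Those of Prf1 and Spp1 were also lost with another library left out, that of Spp1 in all but 1 of the 4 fits. In these fits the log2 fold change lay between 3.54 and 4.44 for Prf1, 3.59 and 4.61 for Spp1, and 3.51 and 4.01 for Gzmb. The call of Prf1 with the inhibitor was lost when any of the 4 libraries of that comparison was left out, and that of Spp1 held only without replicate 2 with IL-21. Of the 17 genes that Fig. 4j marks as dependent on STAT3, all rose more than 2-fold with IL-21, 4 of them as calls, and 15 fell more than 2-fold with the inhibitor. Of the 11 marked as independent, all rose more than 2-fold, 1 as a call, and 0 fell more than 2-fold. Tnfrsf9 rose by 1.11 with IL-21 (standard error 0.37, adjusted p = 0.344 from edgeR) and Cd55 by 0.28. With the inhibitor the change of Tnfrsf9 was not called, and over 10 alternative settings it lay between -1.88 and -1.76, called in 4 of them. From these genes, their rise along the differentiation and its flow cytometry of cultured cells together, the paper concludes that the IL-21R-STAT3 axis promotes trNK differentiation.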

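The 7 genes taken as dependent on STAT3, of which 4 were called lower with the inhibitor, were scored in the trNK-like single cells. Each cell was thinned to 1000 UMIs, and the score was the mean log expression of these genes minus that of genes of similar level. The mean score was -0.14 ± 0.32 (SD over 744 cells) in virginal-like, -0.09 ± 0.35 (299 cells) in the remaining and 0.34 ± 0.44 (240 cells) in terminal-like cells, a difference of 0.48 between the ends. Without thinning the means were -0.11, -0.04 and 0.40. By limma at the unadjusted p, 58 genes were dependent, and with the 54 of them scored in the single cells the difference was 0.24. Prf1, Spp1 and Gadd45g are part of the list, and cells of 1 pooled sample are not replicates, so no test was made.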

In addition, IL-21 had also been reported to direct an prompt NK cell activation response. To ensure the NK cell reactivity, chromatin regions of their effector genes were usually already accessible, eliminating the need for alteration during activation. Conversely, the differentiation of immune cells often demanded a substantial amount of time to complete chromatin accessibility changes. For instance, the in vitro differentiation process of CD4^+^ T helper (Th) cells typically spanned ~72 h. As a result, the transcriptome and chromatin accessibility of differentiated Th cells underwent notable changes in comparison to naïve T cells. The similar transcriptome changes were also observed in uterine trNK cells during decidualization (Supplementary Fig. 1h). We further characterized the impact of prolonged IL-21 stimulation on in vitro cultured uterine trNK cells. The trNK-V subgroup sort-purified from gd6.5 mice was cultured in the absence or presence of recombinant murine IL-21. Subsequently, RNA-Seq analysis was conducted at 0, 6, 24 and 72-h time points (Supplementary Fig. 4e). 

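trNK-V cells of gd6.5 mice were sequenced after 0, 6, 24 and 72 h of culture with or without 20 ng/mL IL-21, as 2 libraries per time point and condition, 16 in all. The paper states 10 ng/mL IL-15 in the medium, and the sample labels give 10 ng/mL in one field and 15 ng/mL in another. The deposited read counts per library summed to between 28541369 and 66468883. At 72 h they were 28574991 and 41644246 without IL-21 and 36582590 and 28541369 with it. With the RPKM filter over the 8 groups, 3503 genes were tested in 1 edgeR fit of all 16 libraries. In simulated counts of this design with 200 genes changed 4-fold, 48.5% were recovered for the 72 h comparison, and 4.9% of the calls were false. In that simulation, with the same spread per gene in all groups, about as many genes of that size were missed as found.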

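At 0 h, edgeR called 0 genes between cultures with and without IL-21, where the unadjusted p gave 47 genes, DESeq2 0 and limma 0. It called 69 genes at 6 h, 21 of them higher with IL-21, 58 at 24 h, 12 of them higher, and 283 at 72 h, 230 of them higher. At 72 h the count was 0 in a fit of the 72 h libraries alone, 1518 without the gene filter, 1029 without replicate 1 of the culture without IL-21, and 558 without replicate 2 of the culture with it. With 1 library left out it was 19 or fewer at 6 h and 5 or fewer at 24 h, with 0 at 6 h without replicate 1 of the culture with IL-21. The effect at 72 h itself differed from that at 24 h for 148 genes by the interaction term of the edgeR fit. This count rose when a 72 h library was left out, most of all without replicate 1 of the culture without IL-21 (655 genes with a higher effect and 147 with a lower one), and fell when a 24 h library was left out, to 64 without replicate 1 of the culture with IL-21. For the 230 genes higher at 72 h, the median log2 fold change was -0.10 at 0 h, 0.16 at 6 h, 0.27 at 24 h and 3.21 at 72 h. Of these genes, 56 had 0 counts in both 72 h libraries without IL-21, and with those set to 3 counts per library the 72 h median was 3.14. Gzme was among them, at least 957-fold higher with IL-21. Gzmb was called at 6 h (log2 fold change 1.85, standard error 0.36, adjusted p = 0.0235 from edgeR), at 24 h (1.94, standard error 0.36, adjusted p = 0.021 from edgeR) and at 72 h (adjusted p = 0.00721 from edgeR), Gzma at 72 h alone (1.77, standard error 0.48, adjusted p = 0.0405 from edgeR), and Prf1 at 6 h (2.36, standard error 0.44, adjusted p = 0.0204 from edgeR) and 24 h (2.11, standard error 0.44, adjusted p = 0.0349 from edgeR) but not at 72 h (0.77, standard error 0.42, adjusted p = 0.29 from edgeR). The calls of Gzmb at 24 h and of Prf1 at 6 h and 24 h were lost when any 1 library of the comparison was left out, and that of Gzmb at 72 h held each time. From the size of the change after prolonged stimulation, the paper takes the cells to be differentiating, and with chromatin accessibility at 72 h, not analysed here, it concludes that IL-21 directly promotes this.

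**Figure D3:**
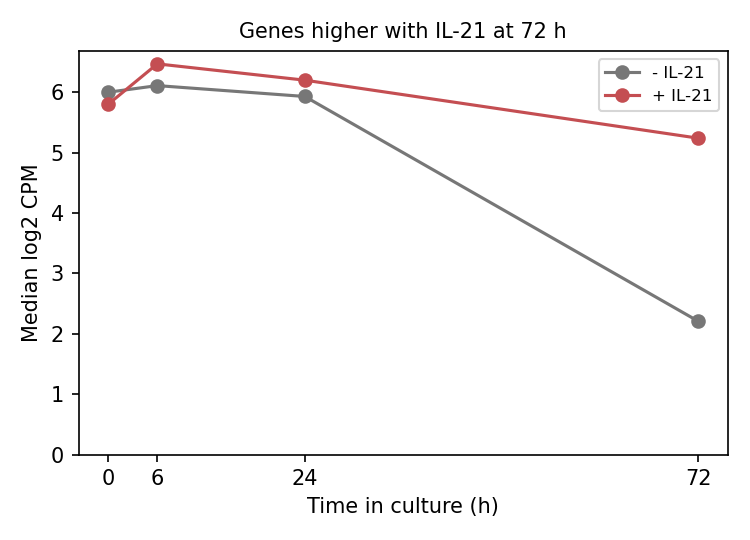
Median log2 CPM (vertical axis) of the 230 genes called higher with IL-21 at 72 h, by hours of culture (horizontal axis), without and with IL-21. Without IL-21 the median lies at 5.93 at 24 h and 2.21 at 72 h, and with IL-21 at 6.20 and 5.24.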

By comparing the trNK transcriptomes in the absence and presence of IL-21 at different time points, we found that prolonged IL-21 stimulation induced a substantial transcriptome change, corroborating that the trNK cells were undergoing differentiation (Supplementary Fig. 4f). At 72 h, we also conducted an assessment of the chromatin accessibility of trNK cells using ATAC-Seq (Supplementary Fig. 4g). Consistently, the prolonged stimulation of IL-21 induced substantial changes in chromatin accessibility in trNK cells (Supplementary Fig. 4h). In particular, we examined the changes at the *Spp1*, *Tnfrsf9* and *Klrg1* loci, and observed an increase in the accessibility of their open chromatin regions (OCRs) (Supplementary Fig. 4i). Altogether, these results further confirm that prolonged IL-21 stimulation directly promotes the differentiation of trNK cells.

### *Il21r* deficiency substantially affects the trNK differentiation during decidualization

We further demonstrated the essential role of IL-21 signaling in the in vivo differentiation of trNK cells. We observed substantial expression of IL-21R on NK/ILC1 cells, as well as mild expression on T and B cells within the uterus (Supplementary Fig. 5a). NK/ILC1 were well-known as the predominant immune population at the maternal-fetal interface, and the expansion of trNK cells during decidualization was vital for spiral artery remodeling. According to our hypothesis that the IL-21R-STAT3 axis promoted uterine trNK differentiation, this process would be impaired in *Il21r*^-/-^ mice. Indeed, while the number of uterine trNK cells was unaffected in virgin mice (Supplementary Fig. 5b), a significant reduction was observed in gd8.5 *Il21r*^-/-^ dams (Supplementary Fig. 5c). In contrast, the numbers of cNK, ILC1, as well as T cells, B cells, DC and macrophages remained unaltered both before and after pregnancy (Supplementary Fig. 5b-d). Further, the differentiation of uterine trNK cells at gd8.5 was examined based on the expression of 4-1BB and CD55 (Fig. 5a). As anticipated, changes in the distribution of the three trNK subgroups were observed, with a notable reduction in the trNK-D and trNK-T subgroups (Fig. 5b, c). Hence, the deficiency of *Il21r* disrupted the differentiation of trNK cells during decidualization. To further elucidate the impairment of uterine trNK cell differentiation in *Il21r*^-/-^ dams, a scRNA-Seq analysis was conducted on gd8.5 trNK cells isolated from both WT and *Il21r*^-/-^ dams (Fig. 5d). Consistently, we observed a clear deficiency of trNK cells at both the initial and terminal differentiation stages in *Il21r*^-/-^ dams. Particularly, the changes in distribution of the six scRNA-Seq defined trNK subgroups (trNK#1, trNK#2, trNK#3, *Mki67*^+^ trNK#1, *Mki67*^+^ trNK#2, and *Mki67*^+^ trNK#3) in the *Il21r*^-/-^ dams were examined (Fig. 5e). The most notable reductions were found in the trNK#2 and trNK#3 subgroups, corroborating that the deficiency of *Il21r* affected both the initial and terminal stages of uterine trNK cell differentiation (Fig. 5f).

**Fig. 5:**
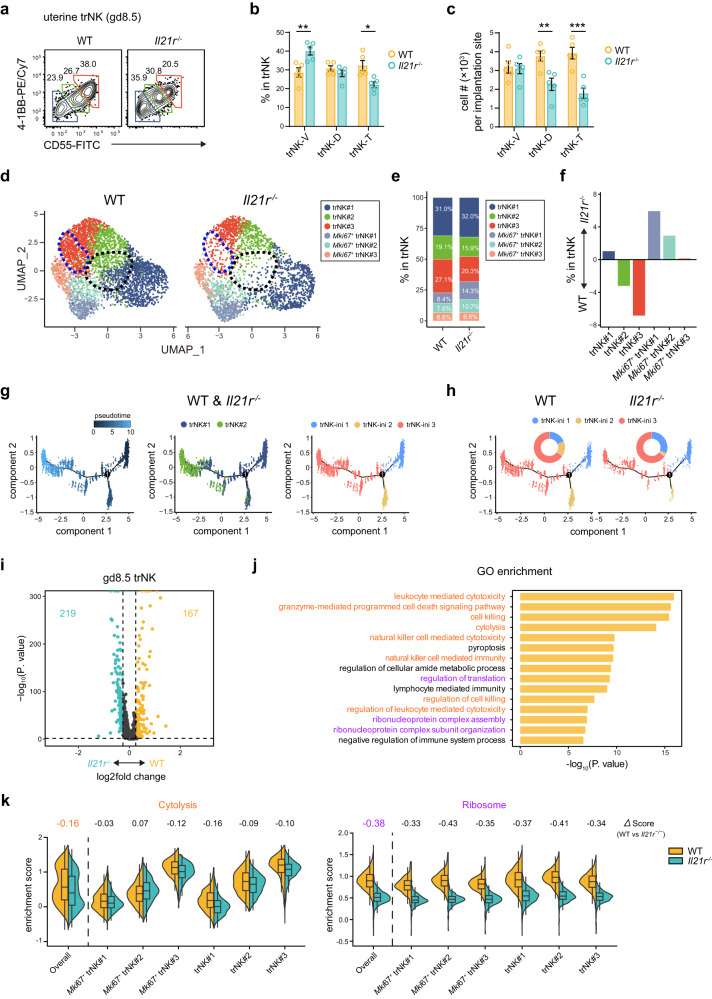
*Il21r* deficiency diminishes trNK differentiation during decidualization. **a** Flow cytometry showing uterine trNK differentiation in gd8.5 WT and *Il21r*^-/-^ dams. **b** Percentages of uterine trNK subgroups in gd8.5 WT and *Il21r*^-/-^ dams (*n* = 5 per group; **P = 0.0083, *P = 0.0111). **c** Cell number of each uterine trNK subgroup in gd8.5 WT and *Il21r*^-/-^ dams at one implantation site (*n* = 5 per group; **P = 0.0076, ***P = 0.0009). **d** UMAP of uterine trNK from gd8.5 WT and *Il21r*^-/-^ dams. Colors indicate different uterine trNK subgroups, ring pie charts show distribution of each subgroup, and dashed-line circles indicate uterine trNK deficits in *Il21r*^-/-^ mice. **e** Percentage of each uterine trNK cluster in gd8.5 WT and *Il21r*^-/-^ dams. **f** Proportion change of each uterine trNK subgroup between gd8.5 WT and *Il21r*^-/-^ dams. **g** Pseudotime analysis of trNK#1 and trNK#2 (left) and ordering of the two subgroups along the trajectory (middle). Accordingly, these cells are divided into three refined subgroups. **h** Distribution of the refined trNK subgroups (**f**) in WT and *Il21r*^-/-^ dams. Ring pie charts show the proportion of each subgroup. **i** Volcano plots depicting differentially expressed genes (log_2_ fold change > 0.25 and *P*-value < 0.05) between uterine trNK from gd8.5 WT and *Il21r*^-/-^ dams. **j** GO enrichment of the upregulated genes in uterine trNK of WT versus *Il21r*^-/-^ dams. **k** Split violin plots showing module scores of cytotoxicity-associated and ribosome-associated features in total trNK cells and each individual uterine trNK cluster from WT and *Il21r*^-/-^ dams (*n* = 3816, 2733, 321, 392, 296, 292, 252, 185, 1181, 874, 730, 435, 1036, and 555 per group). Each box represents the interquartile range (IQR), horizontal line inside represents the median, and extend whiskers indicate 1.5 times of the IQR. Numbers indicate the percentages in each box. Data are shown as the mean ± SEM. *P*-values are calculated by two-sided unpaired *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001. Data are representative of at least three independent experiments (**a**–**c**) or two independent experiments (**d**–**i**). Source data are provided as a Source Data file.

We just showed that IL-21 stimulation directly promoted the initial differentiation of trNK in vitro. Thus, the deficiency of the trNK#2 subgroup in *Il21r*^-/-^ uterine trNK cells at gd8.5 was firstly explored. To interpret their impairment during the initial differentiation process, we conducted a detailed analysis of the pseudotime trajectory from trNK#1 to trNK#2 (Fig. 5g). Based on the distribution of cells along the trajectory, we further classified the trNK cells into three distinct stages, trNK-ini 1, trNK-ini 2 and trNK-ini 3. A significant impairment of trNK-ini 2 was observed in *Il21r*^-/-^ gd8.5 dams, corroborating that the absence of IL-21 signal adversely affected the differentiation of uterine trNK cells (Fig. 5g, h). Next, an overall transcriptome comparison between WT and *Il21r*^-/-^ gd8.5 uterine trNK cells was performed (Fig. 5i and Supplementary Data). GO analysis revealed that the IL-21 signal primarily promoted cytotoxicity-associated and ribosome-associated features in gd8.5 uterine trNK cells (Fig. 5j). Further, the differences in gene expression between each cluster of uterine trNK cells in gd8.5 WT and *Il21r*^-/-^ dams were compared (Supplementary Fig. 5e and Supplementary Data). While each trNK cluster exhibit a moderate decrease in cytotoxicity-associated features in *Il21r*^-/-^ mice, the overall transcriptome comparison revealed a substantially larger reduction, indicating that the overall change might also be partly attributed to altered cell composition, stemming from the differentiation defect of *Il21r*^-/-^ uterine trNK cells (Fig. 5d,k). On the other hand, we observed a consistent reduction in ribosome-associated features across all subgroups of uterine trNK cells in *Il21r*^-/-^ dams, suggesting that they were direct downstream targets of the IL-21 signal (Fig. k, and Supplementary Fig. 5f, g). Together, our results confirm the requirement of the IL-21 signal in initiating the differentiation of uterine trNK cells during decidualization.

### *Il21r* deficiency leads to increased incidence of miscarriage and impaired spiral artery remodeling

Uterine trNK played a crucial role in facilitating the process of spiral artery remodeling during decidualization^43^. We found that the NK cells presented in the decidua were primarily the differentiated trNK subset, distinguished by their expression of CD55 (Supplementary Fig. 6a). In contrast, the majority of NK cells in the myometrium lacked CD55 expression. It raised a possibility that the differentiated trNK cells might be specifically essential for the process of spiral artery remodeling. Thus, we wondered whether the impaired differentiation of trNK cells in *Il21r*^-/-^ dams could hinder the successful progression of gestation. Indeed, newborns from *Il21r*^-/-^ dams exhibited a notable decrease in numbers. To verify whether it was attributed to the maternal *Il21r* deficiency, a comparison was conducted among three mating groups: WT female mated with WT male, WT female mated with *Il21r*^-/-^ male, and *Il21r*^-/-^ female mated with WT male (Fig. 6a). The result showed a significant reduction in the number of neonates from the third mating group, demonstrating that the maternal *Il21r* deficiency had indeed led to pregnancy complications (Fig. 6b). Further, the change in fetuses number was examined. At gd6.5, the fetus numbers were relatively similar among the three mating groups, ruling out the possibility of implantation failure (Supplementary Fig. 6b, c). However, at gd11.5, there was a noticeable increase in fetal resorption in the *Il21r*^-/-^ dams of the third group (Fig. 6c, d). Subsequently, at gd15.5, when fetal resorption was more apparent, the increment in the *Il21r*^-/-^ dams was further validated (Supplementary Fig. 6d, e). Additionally, we observed reduced body weight in neonates from the third mating group, indicating fetal growth restriction (Fig. 6e).

**Fig. 6:**
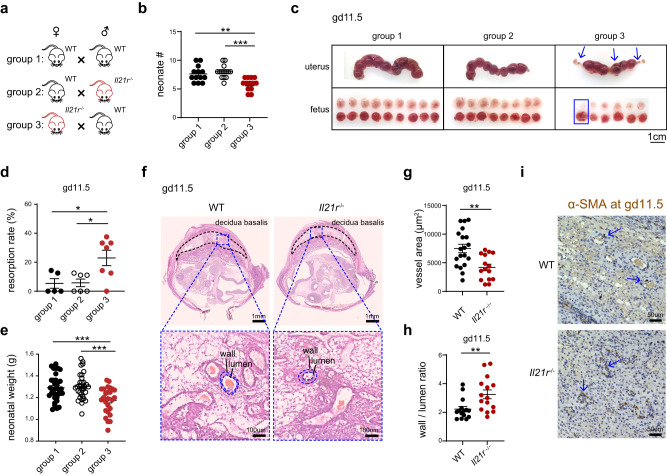
*Il21r* deficiency leads to increased incidence of miscarriage and defective spiral artery remodeling. **a** Mating strategy for experiments in (**b**–**e**) and (Supplementary Fig. 6a-e). **b** Numbers of neonates from groups 1, 2, and 3 (*n* = 13, 14, and 13 per group; **P = 0.0013, ***P < 0.0001). **c** Implanted embryos in uteri of gd11.5 dams from groups 1, 2, and 3. Blue arrow and rectangle indicate resorbed fetus. **d** Resorption rate in gd11.5 dams from groups 1, 2, and 3 (*n* = 5, 6, and 7 per group; *P = 0.0293, *P = 0.0188), calculated by (the number of resorptions) / (the number of resorptions and normal implantations). **e** Body weight of neonates from groups 1, 2, and 3 on the day of birth (*n* = 35, 33, and 26 per group; ***P = 0.0004, ***P = 0.0001). **f** Hematoxylin and Eosin (H & E) staining showing the whole implantation site from gd11.5 WT (left) and *Il21r*^-/-^ (right) dams (top). Remodeling of spiral arteries in decidua basalis are assessed by their wall and lumen area (bottom). **g** Quantification of vessel wall areas of spiral arteries from gd11.5 WT and *Il21r*^-/-^ dams (*n* = 19 and 15 per group; **P = 0.0018). Each data point represents the mean of five measurements in an implantation site. **h** Quantification of the ratio between vessel wall area and the corresponding lumen area in spiral arteries of gd11.5 WT and *Il21r*^-/-^ dams (*n* = 15 per group; **P = 0.0075). Each data point represents the mean of five measurements in an implantation site. **i** Immunohistochemical analysis of smooth muscle actin (SMA, brown) in gd11.5 WT and *Il21r*^-/-^ dams. Blue arrows indicate the increased thickness of spiral artery vessel walls in *Il21r*^-/-^ dams. Scale bar, 50 μm. Data are shown as the mean ± SEM. *P*-values are calculated by two-sided unpaired *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001. Data are representative of at least three independent experiments (**b**–**i**). Source data are provided as a Source Data file.

Defective remodeling of spiral arteries had been frequently associated with pregnancy complications, including fetal growth restriction and miscarriage^44–47^. Given the potential involvement of differentiated uterine trNK cells in spiral artery remodeling, we hypothesized that the abnormal differentiation of trNK cells in *Il21r*^-/-^ dams could contribute to defective pregnancies. Thus, we conducted a comparison of spiral artery remodeling between WT and *Il21r*^-/-^ dams at gd11.5, a stage by which the remodeling process was anticipated to be completed^15^. The H&E staining showed almost identical anatomical structures of placentas in both mice (Fig. 6f). However, there was a significant reduction in vessel size in decidua basalis of *Il21r*^-/-^ dams (Fig. 6f, g). In WT dams, the thickness of the vessel wall, indicated by the ratio between vessel and lumen areas, was noticeably decreased at gd11.5, demonstrating normal spiral artery remodeling involving muscular wall disruption and endothelium replacement^21^. In contrast, the vessel walls in *Il21r*^-/-^ dams remained thick, suggesting a defect in spiral artery remodeling (Fig. 6h). This defect was further confirmed by smooth muscle actin staining (Fig. 6i). Additionally, the defective spiral artery remodeling was already observed when uterine trNK differentiation reached its peak at gd8.5 (Supplementary Fig. 6f–h). Together, these findings suggest that spiral artery remodeling, facilitated by uterine trNK cells, is aberrant in *Il21r*^-/-^ dams.

### Caspase 3 inhibition restores spiral artery remodeling in *Il21*^-/-^ dams

As abovementioned, the terminal differentiation stage of uterine trNK was also affected in *Il21r*^-/-^ dams (Fig. 5a-e). However, it was unlikely due to defects in proliferation or activation, as indicated by Ki-67 staining and forward and side scatters on flow cytometry (Supplementary Fig. 7a, b). We observed an enriched apoptotic feature in uterine trNK during the late stage of decidualization (Fig. 1i). In line with it, the terminally differentiated trNK also exhibited increased apoptosis, as evidenced by the upregulation of pro-apoptotic molecules *Casp3* and *Bid*, as well as the downregulation of the anti-apoptotic molecule *Bcl2* (Supplementary Fig. 7c)^48^. Further, caspase 3 activity also increased along with uterine trNK differentiation (Supplementary Fig. 7d). These findings suggested that an enhanced apoptotic process occurred during the differentiation of uterine trNK, which might be necessary to prevent overactivation and subsequent pregnancy failure.

Next, the expression of apoptotic molecules in the uterine trNK of *Il21r*^-/-^ dams was examined (Fig. 7a and Supplementary Table 1). The *Casp3* levels were significantly reduced in the terminal trNK subgroup. Nonetheless, there was an increase in caspase 3 activity, particularly in the trNK-D subgroup of *Il21r*^-/-^ dams (Fig. 7b). Considering the removal of dead cells during scRNA-Seq and flow cytometry analyses, these results suggested that the apoptotic process in differentiated *Il21r*^-/-^ trNK was intensified, resulting in the survival of only terminally differentiated *Il21r*^-/-^ trNK with lower *Casp3* levels. In line with it, the caspase 3 inhibitor was found to be effective in partially restoring the deficit in cell number of the terminally differentiated uterine trNK in *Il21r*^-/-^ dams (Fig. 7c, d). Further, scRNA-Seq indicated that the caspase 3 inhibition primarily addressed the defect in *Il21r*^-/-^ uterine trNK at the terminal differentiation stage (Fig. 7e). In contrast, the decrease in uterine trNK at the early differentiation stage was not rescued, corroborating that it was primarily a differentiation defect (Fig. 7e). Therefore, the IL-21R signal also plays a role in extending the survival of differentiated uterine trNK at the terminal stage.

**Fig. 7:**
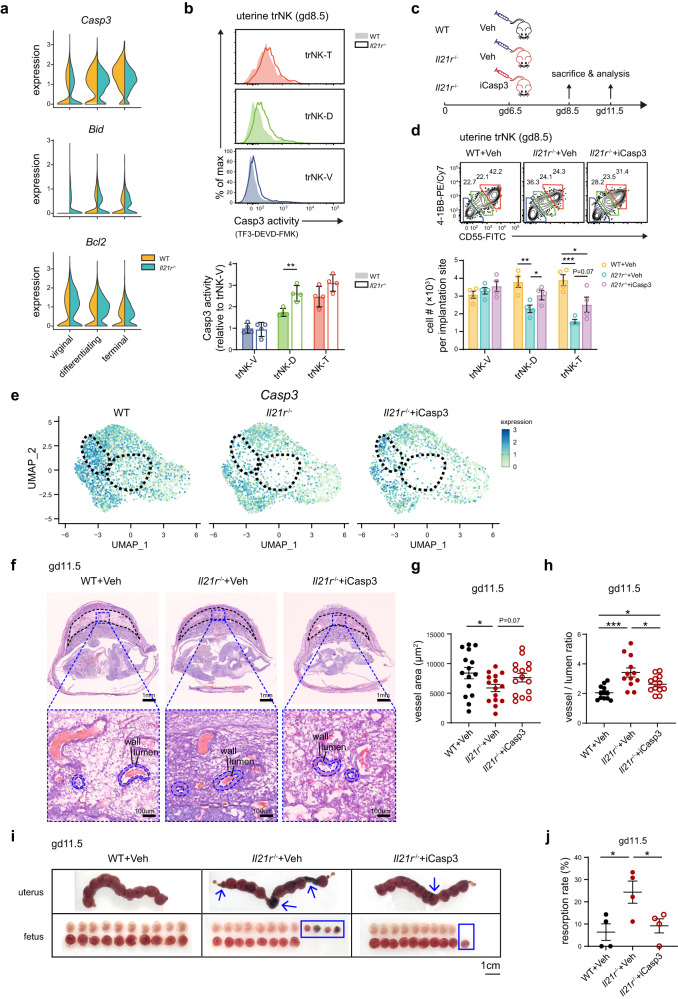
Caspase 3 inhibition recovers spiral artery remodeling in *Il21r*^-/-^ dams. **a** Split violin plots showing expression of pro- (*Casp3* and *Bid*) and anti-apoptotic (*Bcl2*) genes in WT and *Il21r*^-/-^ uterine trNK subgroups (5d). **b** Flow cytometric and statistical analysis of caspase 3 activities in WT and *Il21r*^-/-^ uterine trNK subgroups (5a) (*n* = 4 per group; **P = 0.0049). **c**–**j** Caspase 3 inhibition. **c** Schematics of caspase 3 inhibitor (iCasp3) or vehicle (Veh) administration. **d** Flow cytometric and statistical analysis of each gd8.5 uterine trNK subgroup (*n* = 4 per group; **P = 0.0063, *P = 0.0260, ***P = 0.0004, *P = 0.0379). **e** UMAP of *Casp3* expression in gd8.5 uterine trNK. Each sample represents a pool of five (WT) or two (*Il21r*^-/-^, *Il21r*^-/-^+iCasp3) uteri. **f** H&E staining showing implantation sites in gd11.5 dams with the indicated genotypes and treatments. Dashed black lines indicate decidua basalis. Spiral artery remodeling is assessed by the ratio between vessel wall and lumen area. **g** Vessel wall areas of spiral arteries in gd11.5 dams with the indicated genotypes and treatments. **h** Quantification of spiral artery remodeling in gd11.5 dams with the indicated genotypes and treatments. **g**, **h** Each data point represents mean of five measurements in an implantation site (**g**, *n* = 15 per group; *P = 0.0355; **h**, *n* = 12 per group; ***P = 0.0004, *P = 0.0134, *P = 0.0323). **i** Embryos in uteri of gd11.5 dams with the indicated genotypes and treatments. Blue arrows and rectangles indicate resorbed fetus. **j** Resorption rates in gd11.5 dams with the indicated genotypes and treatments (*n* = 4 per group), calculated by (number of resorptions) /(number of resorptions + successful implantations) (*n* = 4 per group; *P = 0.0280, *P = 0.0432). Numbers indicate the percentages in each box. Data are shown as the mean ± SEM. *P*-values are calculated by two-sided unpaired *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001. Data are representative of two independent experiments (**a**, **e**) or at least three independent experiments (b, d, and f-j). Source data are provided as a Source Data file.

As abovementioned, the uterine trNK differentiation was crucial in spiral artery remodeling. We further wondered whether restoring the terminally differentiated uterine trNK could improve the defect in spiral artery remodeling observed in *Il21r*^-/-^ dams. Remarkably, inhibition of caspase 3 activity led to the restoration of spiral artery remodeling at gd11.5 in *Il21r*^-/-^ dams, as evidenced by a decrease in the ratio between vessel and lumen area (Fig. 7f-h). In line with it, there was also a reduction in fetal resorption in *Il21r*^-/-^ mice (Fig. 7i, j). Thus, by impeding the apoptosis process in terminally differentiated uterine trNK through caspase 3 inhibition, we successfully rescued the impaired spiral artery remodeling in *Il21r*^-/-^ dams.

## Discussion

The discovery of the trNK population has greatly expanded our understanding of local immunity in peripheral tissues. As innate lymphocytes, they display rapid responsiveness to inflammatory stimuli originating from their specialized tissues. However, given their tissue-residency, it is also crucial to carefully regulate their activation under normal physiological conditions to prevent unintended tissue damage. The mechanisms that govern the regulation of these distinct activation modes are still largely unknown. In our study of the uterine trNK activation during gestation, we have revealed a previously undisclosed differentiation program that greatly enhances their effectiveness. Additionally, we have identified an apoptotic process that acts as a safeguard, preventing excessive activation of terminally differentiated trNK cells. Thus, these findings provide insights into the field of local immunity. It would also be fascinating to further explore whether similar differentiation programs exist in other tissue-resident innate immune cells to ensure their efficient yet safe activation.

The effector role of uterine trNK is crucial for successful gestation^15,43^. During the process, uterus undergoes significant environmental changes, resulting in notable alterations in the proliferation and distribution of uterine trNK cells^3^. In our study, we specifically examined the transcriptome profiles of uterine trNK cells at different gestational days during decidualization. Our findings demonstrate that the proliferative activity of uterine trNK cells is highest in the early stage, but gradually decreased, coinciding with the occurrence of apoptosis. Together, these changes provide insight into the fluctuations in the number of uterine trNK throughout decidualization. In addition, we have also identified a dynamic expression of genes related to NK cell effector function. Interestingly, despite the reduced proliferative activity after gd6.5, the effector activity continues to increase until gd8.5. Our results indicate that this increment is primarily attributed to the differentiation of uterine trNK cells at gd8.5.

To elucidate the activation features of uterine trNK cells, a single-cell transcriptome analysis is conducted on uterine trNK from virgin mice and mice at gd8.5. We observe a clear differentiation pattern among trNK cells in gd8.5 dams. Based on their transcriptome profiles, uterine trNK can be categorized into three subgroups, virginal trNK, differentiating trNK and terminal trNK, representing different stages of differentiation. Notably, the terminal trNK exhibit significant changes in gene expression when compared to virginal trNK, including an upregulation of NK effector genes such as *Prf1* and *Gzm*s. On the other hand, the differentiating trNK display a transitional state, expressing genes that are specific to either virginal trNK or terminal trNK, albeit to a milder extent. Uterine trNK cells in each stage of differentiation consist of two subgroups, a proliferative subgroup and a non-proliferative subgroup. Considering the decreased proliferation of uterine trNK cells after gd6.5, we speculate that the differentiation process in the non-proliferative fraction is of greater importance in facilitating the overall enhancement of effector function in trNK cells at gd8.5, though further evidence is still required. During the adaptive immunity response, the differentiation processes occur more frequently, particularly in CD4^+^ T helper cells (Th)^49^. However, it is still uncommon during the activation of innate immune cells. As a result of the differentiation program of uterine trNK, their effector function is significantly enhanced to facilitate the remodeling of spiral arteries during decidualization. Another similarity between the differentiations of trNK and CD4^+^ Th cells is that they both undergo an apoptotic process at the terminal stage. This process in the terminally differentiated trNK may be necessary in order to prevent tissue damage caused by their overactivation. It partially explains the decrease in uterine trNK at gd15.5. Overall, these processes of differentiation and apoptosis ensure a robust yet safe activation of uterine trNK cells during decidualization.

In a recent study conducted by Roser Vento-Tormo et al., cell type profiling in the human maternal-fetal interface revealed the classification of decidual NK (dNK) cells into three subsets, dNK1, dNK2, and dNK3. These subsets demonstrated a gradual increase in the levels of *PRF1*, *GZMA*, *GZMB* and *GNLY* as they progressed from dNK3 to dNK1^39^. Thus, the findings from our study in mice correspond with these observations in humans, suggesting the presence of similar trNK differentiation programs in both species. Additionally, the study in humans revealed that the highly effective dNK1 cells were believed to interact with EVTs to facilitate spiral artery remodeling. Similarly, our study highlights the significance of uterine trNK cell differentiation towards the terminal stage for remodeling spiral arteries.

In our study, we have also identified two markers, 4-1BB and CD55, that indicate the differentiation program of uterine trNK cells (Fig. 3h–j). 4-1BB is a well-known activation-induced T cell costimulatory molecule^50^. Its signal plays a role in promoting cell survival, proliferation, cytokine production, and preventing activation-induced cell death^50^. On the other hand, CD55 serves as a decay accelerating factor for complement, protecting cells from complement-mediated cytotoxicity^51^. The expression of these markers reliably represents the uterine trNK differentiation process. However, further exploration is needed to determine whether they can indicate trNK differentiation in other tissues. In addition to 4-1BB and CD55, we have also examined other markers, such as *Cd11b*, *Cd27*, and *Klrg1*^40,41^. Although the expression of *Klrg1* does increase along with trNK differentiation, the expression of *Cd11b* and *Cd27* remains negligible in differentiated trNK, indicating that the differentiation process of trNK cells is distinct from the maturation process observed in cNK cells and thus is probably specific to trNK cells. We have also examined the expression of 4-1BB and CD55 at different gestational days. Consistent with changes observed in the transcriptome, we found that the percentage of differentiated trNK cells in the uterus reaches highest level around gd8.5 (Fig. 4a), suggesting that the differentiation process is limited to a short period. Similarly, the upregulation of *Il21* in the uterus is only significant around gd6.5 (Fig. 4f). These results imply that while the differentiation program significantly enhances the effector of trNK cells, it must be tightly restrained during decidualization.

We found that the IL-21R-STAT3 axis is particularly critical in initiating the differentiation program of trNK during decidualization (Fig. 4h and Fig. 5d). IL-21 has been reported to stimulate cNK activation^52,53^. Its receptor is highly expressed in uterine trNK cells, suggesting the importance of IL-21 signaling in trNK cells. In vitro stimulation experiments reveal that IL-21 is sufficient to induce phosphorylation of STAT3 in trNK cells. In contrast, though IL-15 is capable of activating most NK cell populations, and uterine trNK are found to be absent in *Il15*^-/-^ mice^26^, IL-15 stimulation alone does not induce trNK cell differentiation in vitro. However, when supplemented with IL-21 stimulation, the differentiation process becomes evident. In addition, we find that deficiency in *Il21r* disrupts the initial differentiation of uterine trNK, leading to impaired spiral artery remodeling, fetal growth restriction and fetal resorption. Thus, the IL-21 signal plays a particularly important role in the differentiation of trNK during decidualization. Interestingly, the expression of IL-21R is reduced in differentiated trNK, which may also serve as a mechanism to prevent overactivation. It remains unclear whether the differentiation of trNK cells occurs during an anti-infectious response, but the expression of IL-21 in the tissue environment or the activation of STAT3 is likely an important prerequisite.

We have also observed a decrease in ribosome-associated features in *Il21r*^-/-^ uterine trNK cells, indicating that these features are regulated by the IL-21R-STAT3 axis (Fig. 5i, j). It has been shown that ribosome activity is closely linked to the activation and effector function of immune cells^54^. Thus, it is possible that ribosome-activity is associated with the cytokine secretory activity that characterizes differentiated trNK cells. In line with it, we have also noticed an increase in ER stress-associated features during the differentiation of trNK cells at gd8.5 (Fig. 2i), corroborating a substantial increase in protein synthesis in differentiated trNK cells^55^. Therefore, enhanced ribosome activity likely plays a crucial role in speeding up protein synthesis during trNK cell differentiation, serving as an essential checkpoint in this process. In addition, these findings imply that since our study primarily focuses on gene expression at the mRNA level, it would be worthwhile to conduct a proteomic analysis in the future.

During the differentiation of trNK cells, we have also observed an increase in caspase 3 activity, probably leading to apoptosis of terminally differentiated trNK cells (Fig. 7b, e). This apoptotic process is likely served to prevent the overactivation of uterine trNK. Thus, we tried an inhibition of caspase 3 activity in *Il21r*^-/-^ dams to restore the deficit of terminally differentiated uterine trNK cells. Administering a single dose of caspase 3 inhibitor at gd6.5 to *Il21r*^-/-^ dams results in a partial rescue of the deficit in terminally differentiated trNK cells. In line with it, we have also observed restored spiral artery remodeling and a reduction in fetal resorption (Fig. 7f-j). However, the defect in trNK differentiation at the early stage still remains, suggesting that it is primarily caused by a differentiation defect rather than the caspase 3-mediated apoptotic process. Consistently, the caspase 3 activity in these differentiating trNK cells is not as high as in terminally differentiated trNK cells. From a clinical perspective, it may be worthwhile to further explore whether anti-apoptotic treatment at an appropriate time during gestation could potentially rescue dNK defects and improve reproductive health.

## Methods

### Mice

The animal study protocols used were approved by the Ethics Committee of Peking University Health Science Center. C57BL/6 mice (8–12 weeks old) were purchased from Department of Laboratory Animal Science, Peking University Health Science Center (Beijing100191, China). *Il21r*^-/-^ mice were purchased from the Jackson Laboratory (stock no. 019115). In all matings, female mice were bred with fertility-proven male mice, and the timing of conception was determined by detection of a copulation plug as gd0.5. All animals were bred and maintained in a specific-pathogen-free facility with a 12 h light/12 h dark cycle, an ambient temperature of 20–24 °C, and humidity of 30–70%. All the experimental or control animals were co-housed.

### Tissue digestion and cell preparation

For uterine digestion, the tissues were harvested from virgin or pregnant mice. Then, they were opened longitudinally, cut into small pieces (~5 mm^2^), and incubated for 40 min at 37 °C in RPMI 1640 containing 1 mg/mL collagenase type IV (Sigma-Aldrich), 0.1 mg/mL DNase I (Roche), and 5% FBS. The digested tissues were strained through 40 μm filters, and washed with PBS containing 2% FBS, followed by antibody staining.

### Cell staining, flow cytometry and cell sorting

Digested uterine cells were resuspended in PBS with 2% FBS. Before surface staining, anti-CD16/32 antibody was used to block the Fc receptors. Afterwards, the cells were incubated with antibodies to surface molecules for 30 min at 4 °C, and then washed and resuspended in PBS with 2% FBS. For transcription factor staining, the cells were fixed and permeabilized with Foxp3/Transcription Factor Staining Buffer Set (eBioscience). Then, the cells were stained with antibodies to transcription factors for at least 4 h at 4 °C.

All the antibodies used in this study were listed (Supplementary Table 2). Antibodies specific to mouse CD45.2 (104), CD19 (eBio1D3), CD11b (M1/70), CD11c (N418), CD5 (53-7.3), Gr-1 (RB6-8C5), NKp46 (29A1.4), NK1.1 (PK136), 4-1BB (17B5), EOMES (Dan11mag), Ki-67 (SolA15) were purchased from eBioscience; antibodies specific to mouse CD3 (145-2C11), F4/80 (QA17A29), I-A/I-E (M5/114.15.2), CD49a (HMα1), IL-21R (4A9), CXCR6 (SA051D1), CD16/32 (93) were purchased from BioLegend; antibodies specific to mouse phospho-STAT3 (Tyr705) (4/P-STAT3) were purchased from BD Biosciences; antibody specific to mouse CD55 (076) was purchased from Sino Biological.

Flow cytometric analysis was performed on LSRFortessa (BD Biosciences). Data were analyzed with FlowJo software (BD Biosciences).

Cell sorting was performed on Aria III cytometers (BD Biosciences) at high purity. Uterine trNK cells were sorted by the gating strategy of live CD45^+^ Lin^-^NK1.1^+^NKp46^+^CD49a^+^CXCR6^-^.

### Bulk RNA-sequencing

Uterine trNK from virgin and pregnant C57BL/6 female mice (8–12 weeks old) during decidualization (gd6.5, gd8.5, and gd11.5) were purified by cell sorting and applied to library preparation. In brief, cells were directly sorted to the lysis buffer of SMART-Seq HT Kit (Takara). Reverse transcription and PCR amplification were carried out according to the manufacturer’s instruction. RNA-Seq libraries were prepared using NEB Next Ultra DNA Prep Kit (New England Biolabs). Sample quantity and quality were assessed by Agilent 2100 Bioanalyzer system, and the sequencing was performed on Illumina NovaSeq platform with paired-end 150 base pair reads.

The RNA-seq reads were aligned to the mm10 assembly of mouse genome using HISAT2, and quantified by RSEM. Confirmatively expressed genes (RPKM > 10 in both repeats of any group) were used for the subsequent analysis. Principal component analysis (PCA) and Spearman’s correlation were used for similarity analysis of different trNK groups. Limma pipeline was performed for differential gene expression analysis. GO enrichment analysis was performed through over-representation test using clusterProfiler package. To assess the features of DNA replication, cytolysis, and lymphocyte apoptotic process in trNK, we used a non-parametric and unsupervised software algorithm, Single-sample GSEA (ssGSEA), in GSVA package.

### Single-cell RNA-sequencing

Live CD45^+^NK1.1^+^NKp46^+^ cells in digested uterus from virgin or gd8.5 C57BL/6 female mice (8–12 weeks old) were purified by cell sorting, and labeled by different Sample Tags of BD^TM^ Mouse Immune Single-Cell Multiplexing Kit (BD Biosciences). After washed three times, the samples were mixed. Single-cell capture and cDNA synthesis were conducted using BD Rhapsody^TM^ Single-Cell Analysis System (BD Biosciences), according to the manufacturer’s instruction. The single-cell library was sequenced on Illumina platform.

The single-cell sequencing data were aligned and quantified using the BD Rhapsody WTA Local bioinformatics pipeline (version 1.9.1, BD) against the mouse GRCm39 reference genome. Qualities of the cells were then assessed based on two metrics: (1) The UMI counts per cell should be >200 and <2500; (2) The proportion of mitochondrial genes should be <10%. The UMI counts per cell were normalized by NormalizeData in Seurat package.

For dimension reduction and classification, outliers on a ‘mean variability plot’ were identified by FindVariableFeatures function in Seurat as high variable features. Then, the top 20 high variable feature components were used to calculate PCA matrix with RunPCA function in Seurat. Next, this PCA matrix was applied to build Shared Nearest-neighbor graph using FindNeighbours function. Such Nearest-neighbor graph was used to find cluster by Louvain algorithm with FindClusters function. To identify cluster-specific marker genes, differential expression testing was performed using the FindMarkers function in R package Seurat. Clusters were annotated based on the expression of known marker genes. For dimension reduction, UMAPs were calculated with previous derived PCA matrix using RunUMAP function. For the single-cell analyses in Figs. 5d and 7e, UMAP of trNK in Fig. 2d was utilized as the reference, using FindTransferAnchors and MapQuery functions in Seurat package. Cell trajectory were analyzed by Monocle2 and RNA velocity. For Monocle2, the normalized data from indicated clusters was directly passed to pseudotime inference; for RNA velocity, the velocity vectors were calculated in stochastic model with high variable features derived from pervious step. The activity of gene sets in single cells was calculated using AddModuleScore function in R package Seurat. ScRNA-seq data from human maternal interface was analyzed as the workflow mentioned above.

### ATAC-Sequencing

10,000 sort-purified cells from gd6.5 C57BL/6 dams (8–12 weeks old) were collected and pelleted by centrifugation at 600 g for 10 min. The pellets were resuspended in 50 μL lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40) and kept on ice for 3 min, followed by centrifugating at 600 g for 10 min to collect nuclei. Then, the nuclei pellet was resuspended in transposition reaction buffer. DNA fragmentation and library preparation were performed using TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme) according to the manufacturer’s instruction. Quantity and quality of the libraries were assessed on Agilent 2100 Bioanalyzer system. Library sequencing was performed at paired-end 150 bp on Illumina NovaSeq platform.

ATAC-Seq quality trimming and primer removal were performed with Trimmomatic, using the following parameters: LEADING:15, TRAILING:15, SLIDINGWINDOW:4:15, MINLEN:36. Trimmed reads were aligned to mm10 assembly of mouse genome using Bowtie2. Then, the aligned reads were sorted using samtools, and duplicates were removed using PICARD. Peak-calling for ATAC-Seq was performed with MACS on bam files, with a q-value threshold of 0.01. Consensus peaks from all NK samples were merged to create a raw peak universe. Peak annotation and motif analysis were performed with HOMER. ATAC-Seq tracks were visualized using Integrative Genomics Viewer.

### Cell culture

Uterine trNK from virgin or gd6.5 C57BL/6 female mice (8–12 weeks old) purified by cell sorting were cultured in RPMI 1640 supplied with 10% FBS, 1 mM sodium pyruvate, 10 mM HEPES, 1× penicillin-streptomycin, and 10 ng/mL recombinant murine IL-15 (PeproTech). And, 20 ng/mL recombinant murine IL-21 (BioLegend) and 1 mΜ Stattic (Sigma-Aldrich) were added into the medium as indicated. The cells were cultured for 3 days, followed by flow cytometric analysis or cell sorting.

### STAT3 phosphorylation

Sort-purified uterine trNK from virgin or gd6.5 C57BL/6 female mice (8–12 weeks old) were stimulated by recombinant murine IL-21 (BioLegend) in RPMI 1640 containing 10% fetal bovine serum for 30 min at 37 °C. Then, the cells were fixed by 4% paraformaldehyde for 10 min, and permeabilized with 90% ice-cold methanol for 30 min. After washed twice in PBS, the cells were stained with phospho-STAT3 (Y705) antibody conjugated by Pacific Blue (BD Bioscience) for 4 h at 4 °C. STAT3 phosphorylation was examined by flow cytometry.

### Caspase3 activity detection

Freshly digested uterine cells from gd8.5 C57BL/6 dams (8–12 weeks old) were resuspended in RPMI 1640 containing 10% FBS. To access the activity of caspase 3, TF3-DEVD-FMK (1:250, AAT Bioquest) was added and the cells were cultured for 1 h at 37 °C. Then, the cells were washed with PBS and stained for surface molecules, followed by flow cytometric analysis.

### Caspase3 inhibition and FTY720 treatment in vivo

Caspase3 inhibitor Z-DEVD-FMK (Enzo Life Sciences) and FTY720 were dissolved by 0.9% sterile saline solution. For caspase 3 inhibition, gd6.5 C57BL/6 dams (8–12 weeks old) were intravenously injected with 100 ug Z-DEVD-FMK or vehicle (0.9% sterile saline). For FTY720 treatment, dams were treated daily by 1 mg/kg FTY720 through intraperitoneal injection, from gd4.5 to gd7.5. Mice were sacrificed with a CO_2_ chamber at the indicated time and the uterine tissues were harvested for flow cytometric or histological analysis.

### Intravascular antibody staining

Gd8.5 C57BL/6 dams (8–12 weeks old) were injected with 2 ug FITC conjugated anti-CD45.2 antibody (BioLegend) intravenously. After 3 min, the mice were sacrificed with a CO_2_ chamber to collect uteri for further analysis. Peripheral blood was also collected as a positive control.

### Real-time quantitative PCR

Total RNAs were extracted from uterine tissues by TRIzol reagent (Invitrogen). Reverse transcription and PCR amplification were performed using GoScript™ Reverse Transcription System (Promega), according to the manufacturer’s instruction. The resultant cDNAs were then applied to real-time quantitative PCR with a GoTaq® qPCR and RT-qPCR Systems kit (Promega). Expression of *Hprt* was utilized as an internal control. The following primers are used for the RT-PCR. *Il21*, forward 5’-GCCTCCTGATTAGACTTCGTCAC-3’, reverse 5’-CAGGCAAAAGCTGCATGCTCAC-3’; *Hprt*, forward 5’-CCTAAGATGAGCGCAAGTTGAA-3’, reverse 5’-CCACAGGACTAGAACACCTGCTAA-3’.

### Histology and immunohistochemistry

Embryo implantation sites were isolated from gd8.5 or gd11.5 C57BL/6 dams (8–12 weeks old), and fixed by 4% paraformaldehyde for 24 h. For H&E staining and immunofluorescent analysis, the samples were dehydrated in 20% sucrose, followed by 30% sucrose. Dehydrated samples were embedded in OCT, with subsequent snap frozen. The samples were sectioned (at 10 μm thickness for gd8.5 and 20 μm thickness for gd11.5 embryo implantation sites) and mounted on glass slides. The tissue sections were stained with hematoxylin and eosin. Slide scanning was performed on Nanozoomer digital slide scanner (Hamamatsu). Results were analyzed using NDP.view2 software (Hamamatsu). For immunofluorescent analysis, the sections were incubated in blocking buffer (5% normal donkey serum, 1% BSA, 0.3% Triton X-100 in PBS) for 1 h at room temperature, and then stained with anti-NKp46 (1:25, R&D) and PE conjugated anti-CD55 (1:50, SinoBiological) antibodies in blocking buffer overnight at 4 °C. After washed 3 times in PBS, the tissue sections were stained with Alexa Fluor 488^TM^ conjugated donkey anti-goat secondary antibody (1:1000, Abcam) in blocking buffer for 1 h at room temperature, and counterstained with DAPI for 5 min. The samples were finally mounted and imaged by Nikon N-STORM 4.0 confocal microscope. For immunohistochemical analysis, the fixed samples were dehydrated and embedded in paraffin. 4 μm sections from gd11.5 mice were prepared, and then stained with anti-α-SMA (1:100, BOSTER) overnight at 4 °C. HRP conjugated goat anti-rabbit secondary antibody (1:1000, Abcam) was added, and DAB substrate solution was applied to reveal the smooth muscle actin staining, followed by counterstaining with Hematoxylin. The samples were mounted and imaged by Keyence BZ-X800 microscope.

### Statistical and reproducibility

Differences between two groups were determined by two-sided unpaired Student’s *t*-test using Prism 7 software (GraphPad). *P* < 0.05 was considered as statistically significant. All data were presented as mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001. No statistical method was used to predetermine sample size and no data were excluded from the analyses. The mice were randomly divided into different experimental groups or divided by their genotyping and gestational days. Experimental analyses of mice samples were obtained by automated method (flow cytometry, qRT-PCR, et al.) and the investigators were blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNA-seq, bulk RNA-seq and ATAC-seq data generated in this study are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/gds) under the accession number GSE195982. Human scRNA-seq data generated by Vento-Tormo et al. were under accession number E-MTAB-6701. All other data are available in the main text or the Supplementary Information. Source data are provided with this paper.

# Supplementary material for: IL-21R-STAT3 signalling initiates a differentiation program in uterine tissue-resident NK cells to support pregnancy
**Source:** Nat Commun. 2023 Nov 4;14:7109. doi: 10.1038/s41467-023-42990-0
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary information for

## **IL-21R-STAT3 signalling initiates a differentiation program in uterine tissue-resident NK cells to support pregnancy**

Mengwei Han,<sup>1†</sup> Luni Hu,<sup>1†</sup> Di Wu,<sup>1†</sup>, Yime Zhang,<sup>1</sup> Peng Li,<sup>1</sup> Xingyu Zhao,<sup>1</sup> Yanyu Zeng,<sup>1</sup> Guanqun Ren,<sup>1</sup>  
Zhiyuan Hou,<sup>1</sup> Yanli Pang,<sup>2</sup> Tongbiao Zhao,<sup>3</sup> Chao Zhong<sup>1,4,5\*</sup>

<sup>†</sup>These authors contributed equally to this work.

**Supplementary Fig. 1 (related to Fig. 1)**

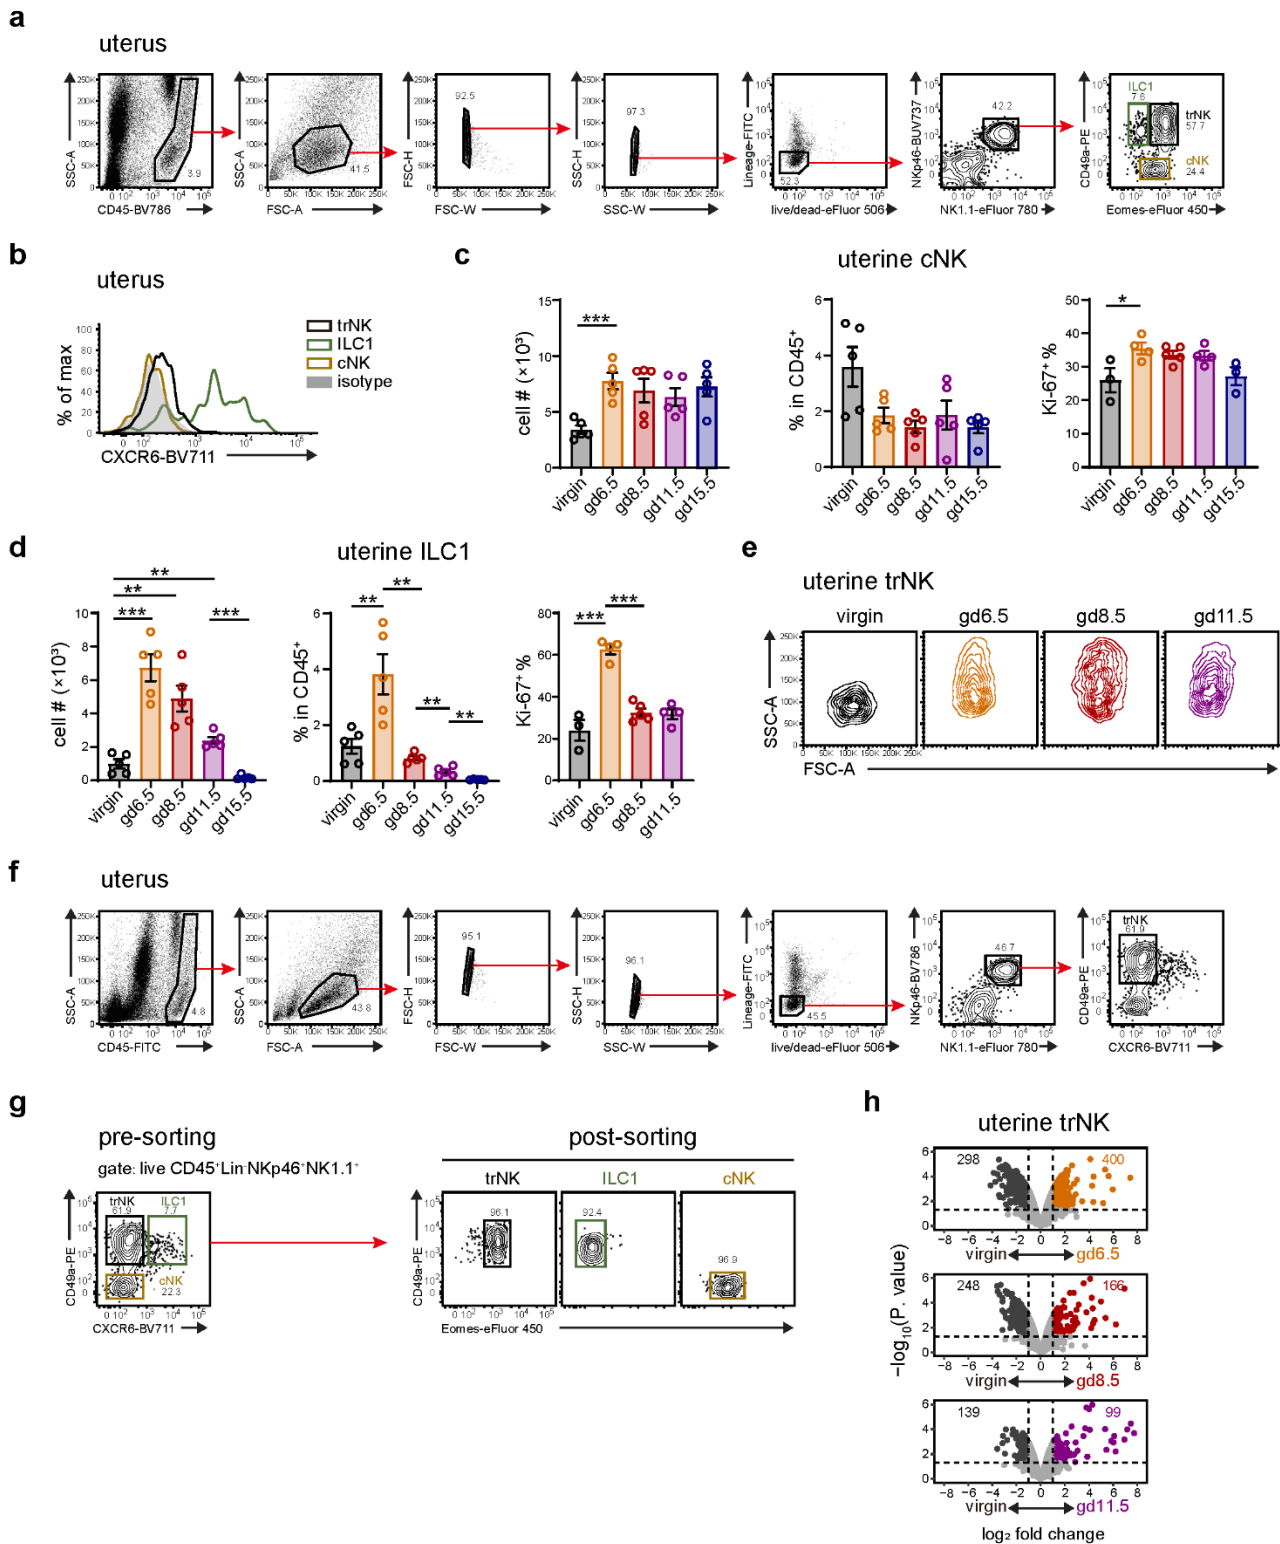

**Supplementary Fig. 1. Dynamic changes of uterine trNK, cNK, and ILC1 during decidualization (related to Fig. 1).** **a** Gating strategy for uterine trNK (Eomes<sup>+</sup>CD49a<sup>+</sup>), cNK (Eomes<sup>+</sup>CD49a<sup>-</sup>), and ILC1 (Eomes<sup>-</sup>CD49a<sup>+</sup>) in live CD45<sup>+</sup>Lin (CD3/CD19/CD5/Gr-1)<sup>-</sup> NK1.1<sup>+</sup>NKp46<sup>+</sup> cells. **b** Flow cytometry showing CXCR6 expression on uterine trNK, cNK, and

Supplementary Fig. 2 (related to Fig. 2)

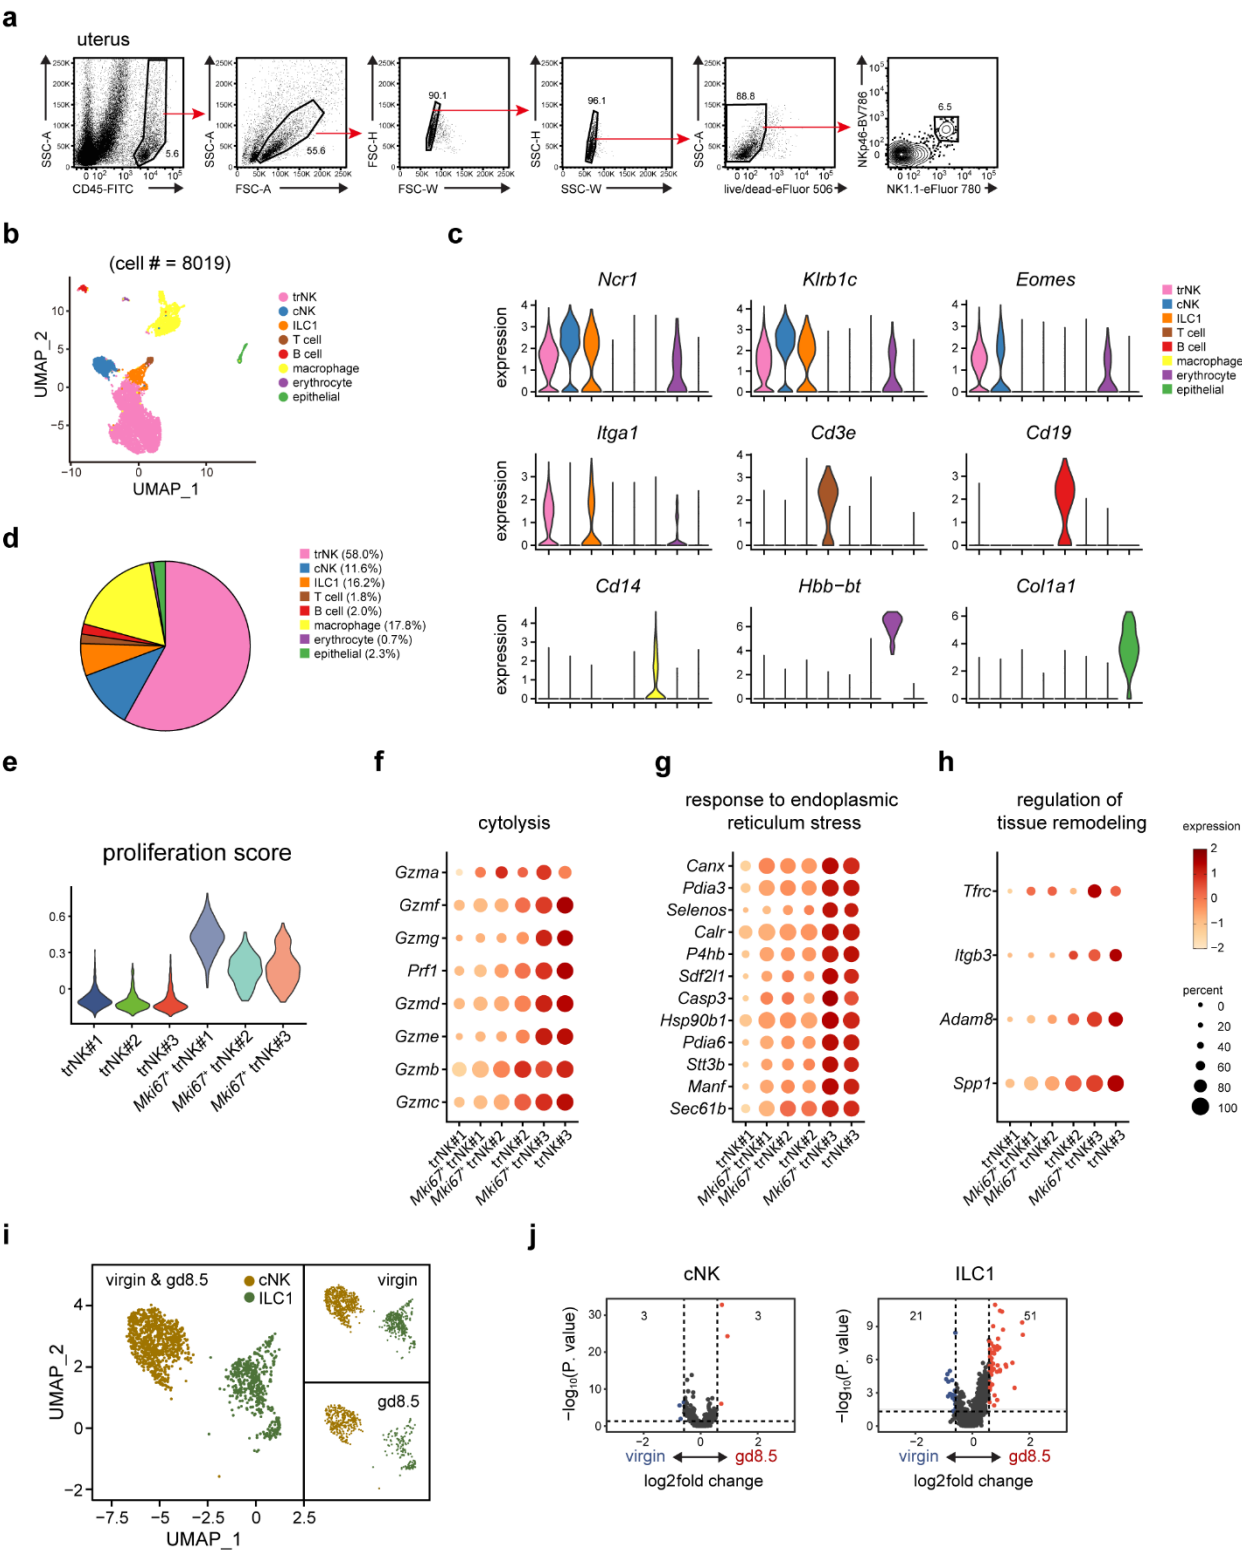

**Supplementary Fig. 2. Single-cell transcriptome analysis reveals the changes of uterine trNK, cNK, and ILC1 at gd8.5 (related to Fig. 2).** **a** Gating strategy for NK/ILC1 populations in the uterus. Live CD45<sup>+</sup>NK1.1<sup>+</sup>NKp46<sup>+</sup> NK/ILC1 cells are sorted for single-cell RNA-sequencing. **b** UMAP visualization of CD45<sup>+</sup>NK1.1<sup>+</sup>NKp46<sup>+</sup> cells sorted from uteri of virgin mice

and gd8.5 mice. Colors indicate cell types. **c** Violin plots of selected marker genes for different cell types. **d** Pie chart showing the proportion of each cell type in the uterine sorted cells (b). **e** Single-sample GSEA (ssGSEA) scoring of the proliferation feature in each uterine trNK subgroup. **f** Dot plot of gene ontology for the term of cytolysis in each uterine trNK subgroup. **g** Dot plot of gene ontology for the term of response to endoplasmic reticulum stress in each uterine trNK subgroup. **h** Dot plot of gene ontology for the term of regulation of tissue remodeling in each trNK subgroup. **i** UMAP visualization of uterine cNK and ILC1 in virgin mice and gd8.5 mice. **j** Volcano plots showing differentially expressed genes in uterine cNK and ILC1 from virgin mice and gd8.5 mice. Data are representative of at least three independent experiments (a) or two independent experiments (b-j).

Supplementary Fig. 3 (related to Fig. 3)

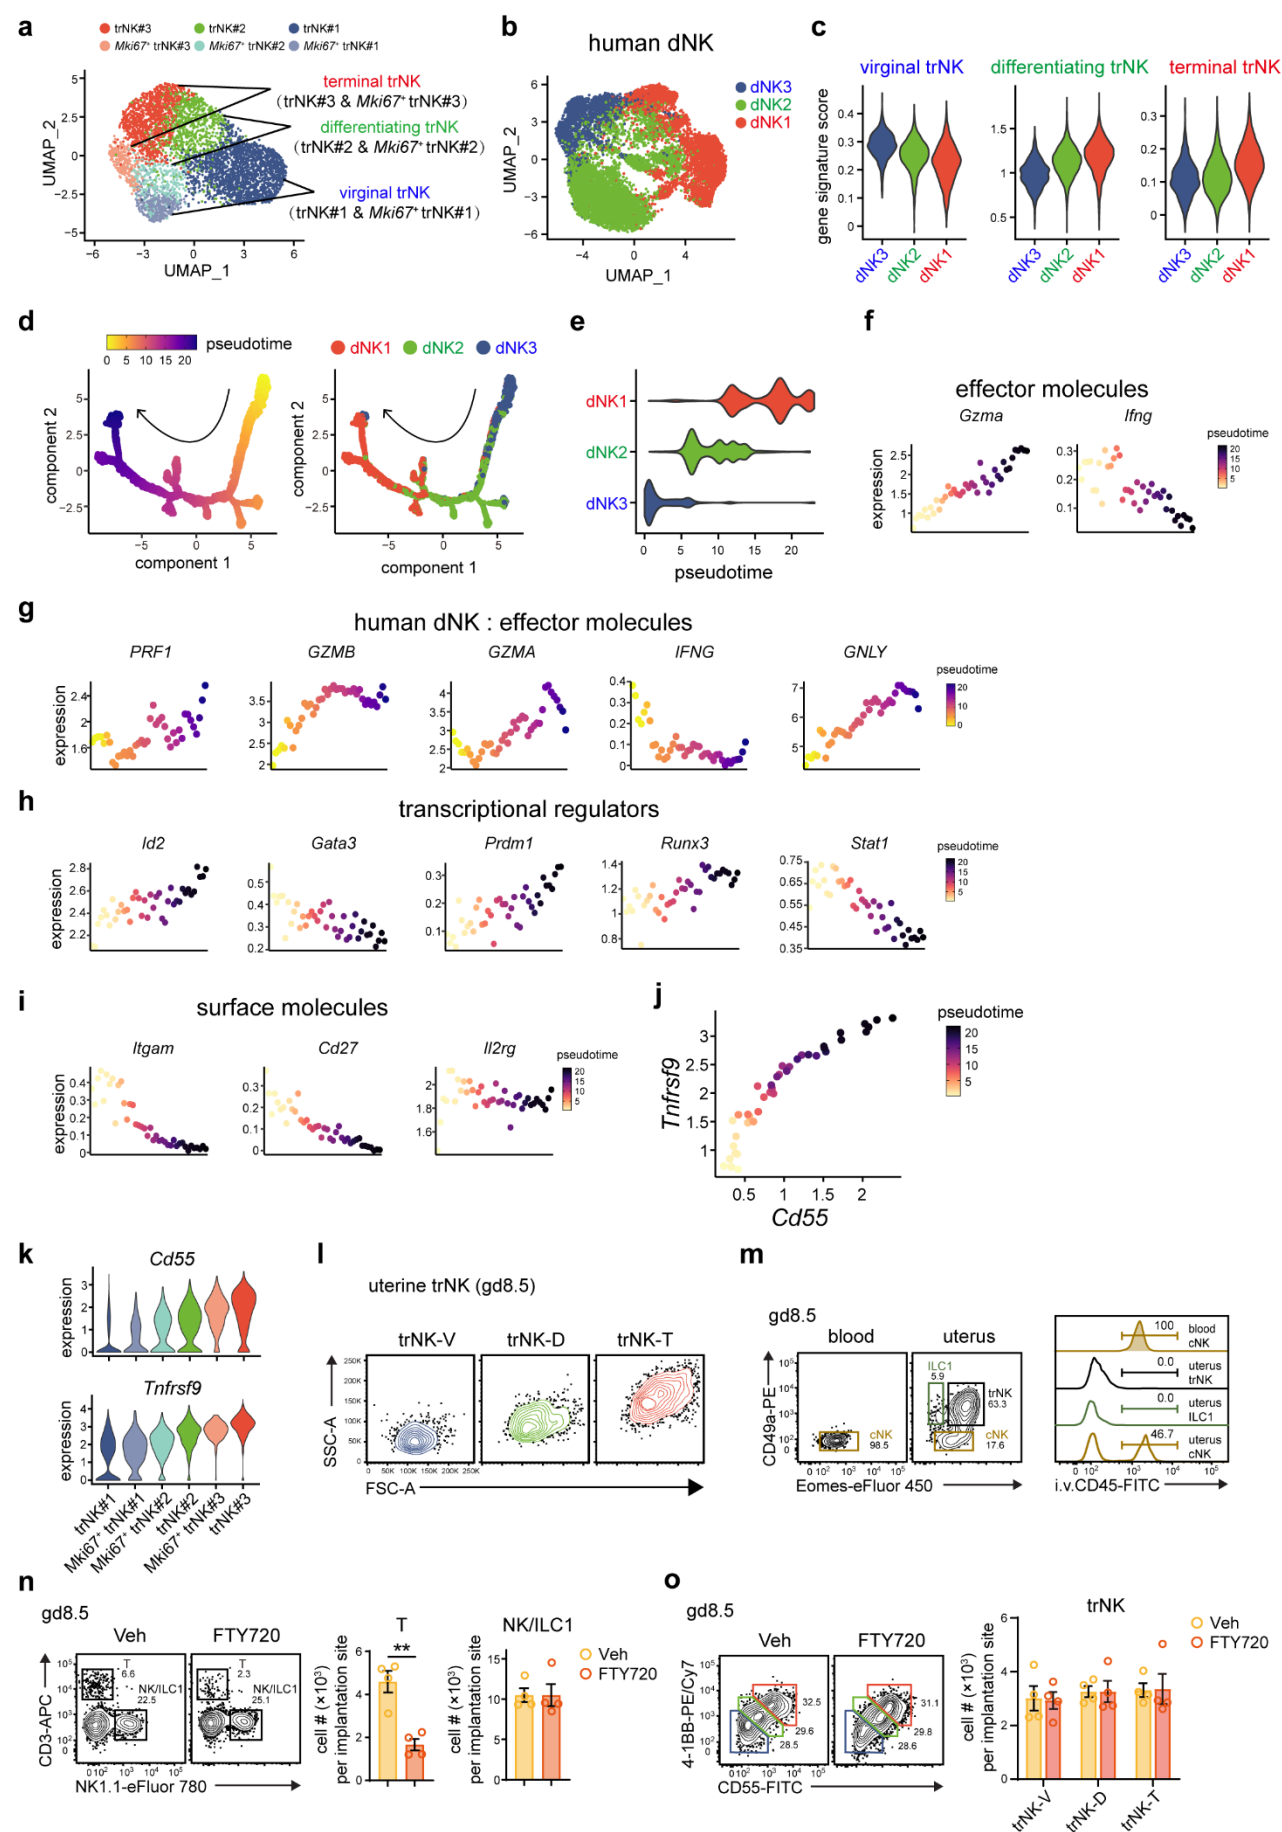

**Supplementary Fig. 3. 4-1BB and CD55 denote the differentiation trajectory of uterine trNK (related to Fig. 3).** **a** Nomenclature of uterine trNK subgroups at different differentiation stages. **(b-e, g)** Re-analysis of public scRNA-seq data of human decidual NK (dNK) (#E-MTAB-6701). **b** UMAP of human dNK subgroups. **c** Scoring of each human dNK subgroup by the gene signatures of murine uterine trNK subgroups. **d** Pseudotime of human dNK subgroups (left), and their distribution along the trajectory (right). **e** Separated distribution human dNK subgroups along the pseudotime trajectory. **f** Dynamic expression of the indicated effector genes in gd8.5 murine uterine trNK, respected to the pseudotime coordinates. **g** Dynamic expression of the indicated effector genes in human dNK, respected to the pseudotime coordinates. **h** Dynamic expression of the indicated transcription regulators in gd8.5 murine uterine trNK, respected to the pseudotime coordinates. **i** Dynamic expression of the indicated surface molecules in gd8.5 murine uterine trNK, respected to the pseudotime coordinates. **j** Correlation of the expression of *Tnfrsf9* and *Cd55* in gd8.5 murine uterine trNK, respected to the pseudotime coordinates. **k** Violin plots showing expression of *Tnfrsf9* and *Cd55* in each gd8.5 uterine trNK subgroup. **l** Flow cytometry showing forward and side scatters of gd8.5 uterine trNK subgroups. **m** Flow cytometry showing cNK from blood, and cNK, trNK and ILC1 from gd8.5 uterus. Intravascular staining by intravenously injection of FITC conjugated anti-CD45 antibody has lasted for 3 minutes, followed by mice sacrifice. **n** Flow cytometric and statistical analysis of uterine T cells (CD3<sup>+</sup>NK1.1<sup>-</sup>) and NK/ILC1 (CD3<sup>+</sup>NK1.1<sup>+</sup>) in gd8.5 mice with FTY720 or vehicle (saline) administrated 4 days before (n = 4 per group; \*\*P = 0.0021). **o** Flow cytometric and statistical analysis of uterine trNK subgroups in gd8.5 mice with FTY720 or vehicle administrated 4 days before (n = 4 per group). Numbers indicate the percentages in each box. Data are shown as the mean ± SEM. P. values are calculated by two-sided unpaired *t*-test, \*\*P < 0.01. Data are representative of two independent experiments (a, f and h-k) or at least three independent experiments (l-o). Source data are provided as a Source Data file.

Supplementary Fig. 4 (related to Fig. 4)

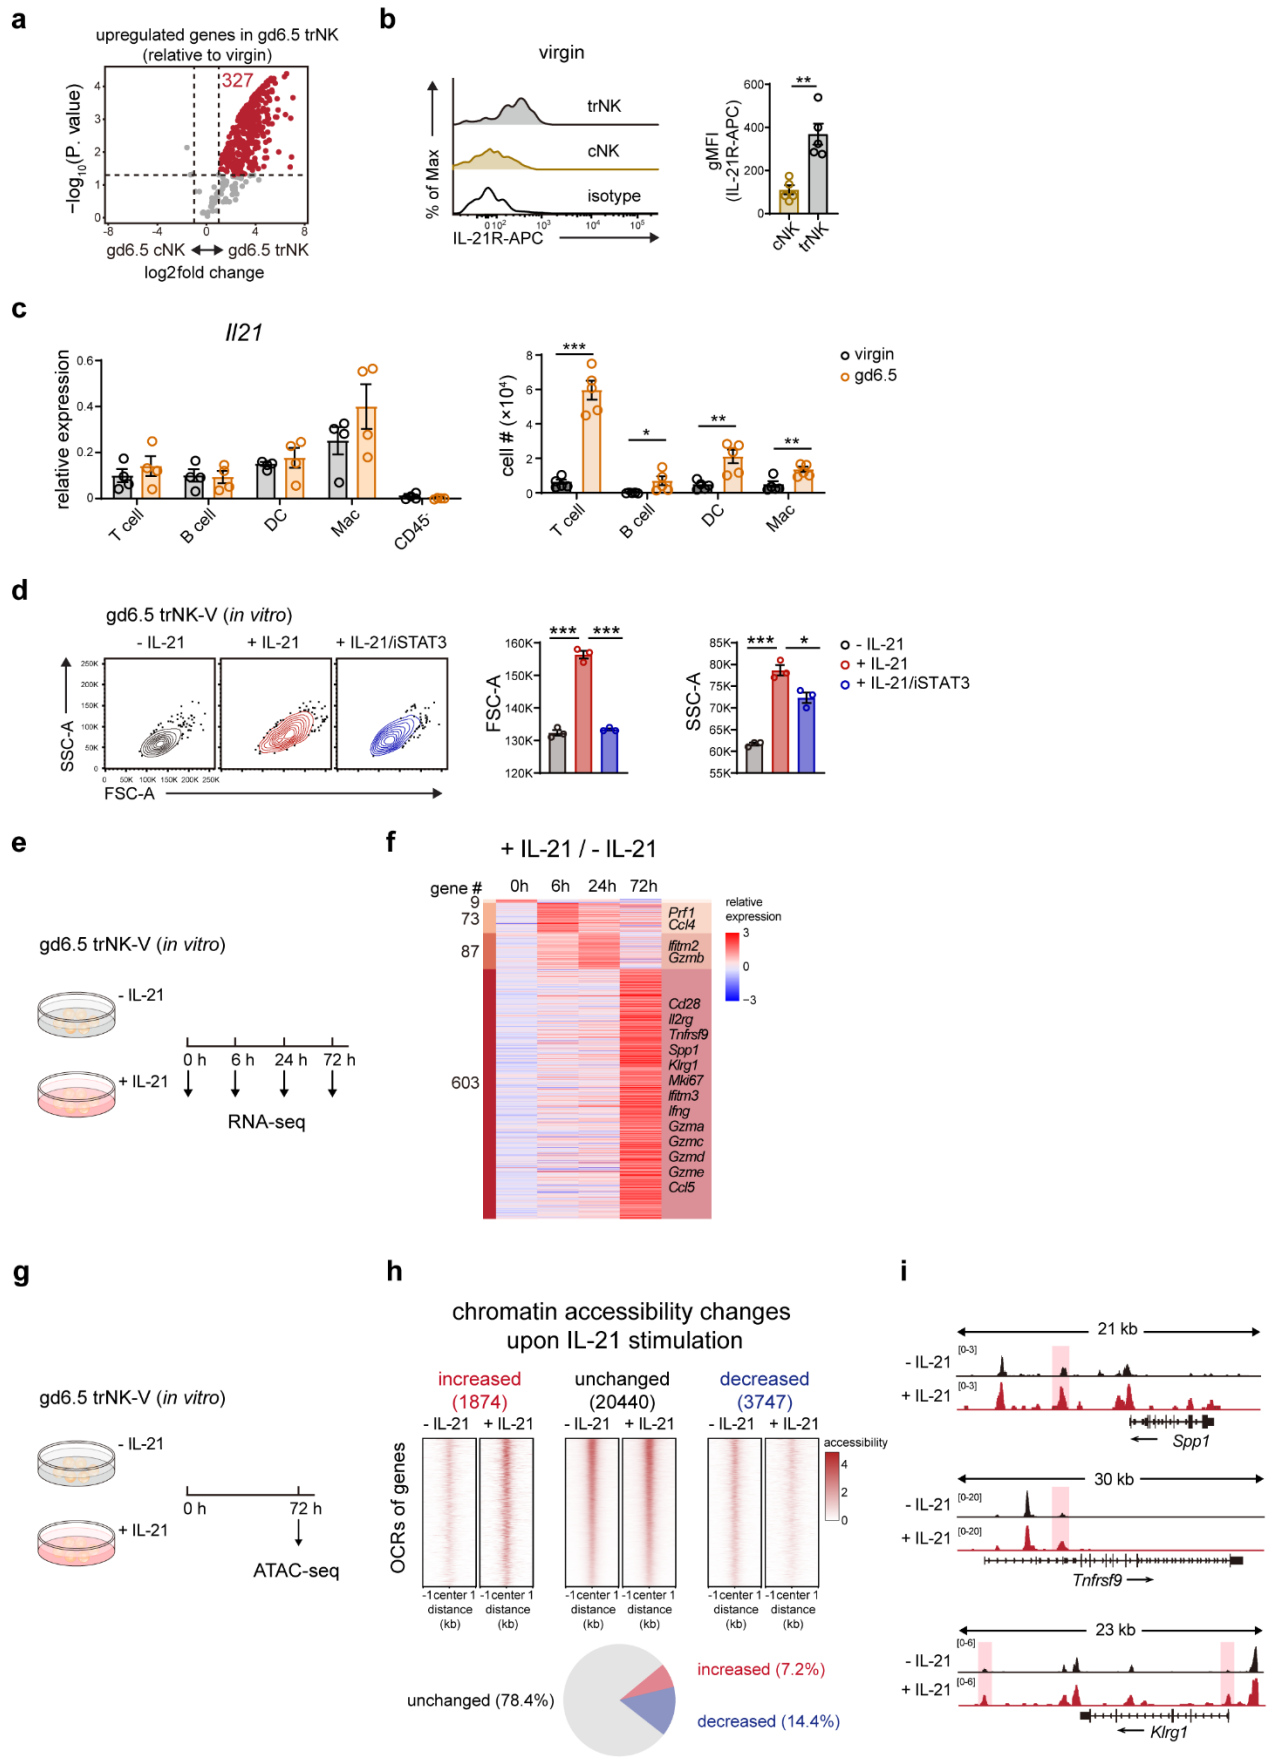

**Supplementary Fig. 4. IL-21R-STAT3 axis initiates uterine trNK differentiation (related to Fig. 4).** **a** Volcano plots depicting differentially expressed genes (fold change > 2, P value < 0.05) between gd6.5 uterine trNK and cNK. The genes are from the upregulated genes in uterine trNK of gd6.5 dams compared to virgin mice (related to Supplementary Fig. 1h). **b** Flow cytometric and statistical analysis of IL-21R expression on uterine trNK and cNK from virgin mice (n = 5 per group; \*\*P = 0.0013). **c** Expression of *Il21* (relative to *Hprt*) (n = 4 per group) and cell number (n = 5 per group; \*\*\*P < 0.0001, \*P = 0.0396, \*\*P = 0.0043, \*\*P = 0.0062) of the indicated cell types in uteri of virgin and gd6.5 mice. **d** Flow cytometry and statistical analysis showing the forward and side scatters of gd6.5 trNK-V subgroup stimulated in the indicated conditions for 72 hours (n = 3 per group; \*\*\*P < 0.0001, \*\*\*P < 0.0001; \*\*\*P = 0.0002, \*P = 0.0204). iSTAT3, STAT3 inhibitor. **e** Schematic diagram showing sorted-purified gd6.5 trNK-V subgroup cultured and harvested for RNA-seq under the indicated conditions. **f** Heatmap showing the relative gene expression differences between IL-21 treated and untreated trNK at the indicated time-points. **g** Schematic diagram showing sorted-purified gd6.5 trNK-V subgroup cultured in presence or absence of recombinant IL-21, followed by ATAC-seq analysis at 72h. **h** Heatmaps of ATAC-seq analysis depicting the open chromatin regions (OCRs) in gd6.5 trNK-V subgroup with or without IL-21 stimulation for 72 hours. OCRs demonstrating increased, unchanged or decreased chromatin accessibility upon IL-21 stimulation are grouped and their proportions are calculated. **i** Representative ATAC-seq tracks at the *Spp1*, *Tnfrsf9* and *Klrg1* gene loci, with the peak differences highlighted in pink. Numbers indicate the percentages in each box. Data are shown as the mean  $\pm$  SEM. P. values are calculated by two-sided unpaired *t*-test, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001. Data are representative of two independent experiments (a, e-i) or at least three independent experiments (b-d). Source data are provided as a Source Data file.

**Supplementary Fig. 5 (related to Fig. 5)**

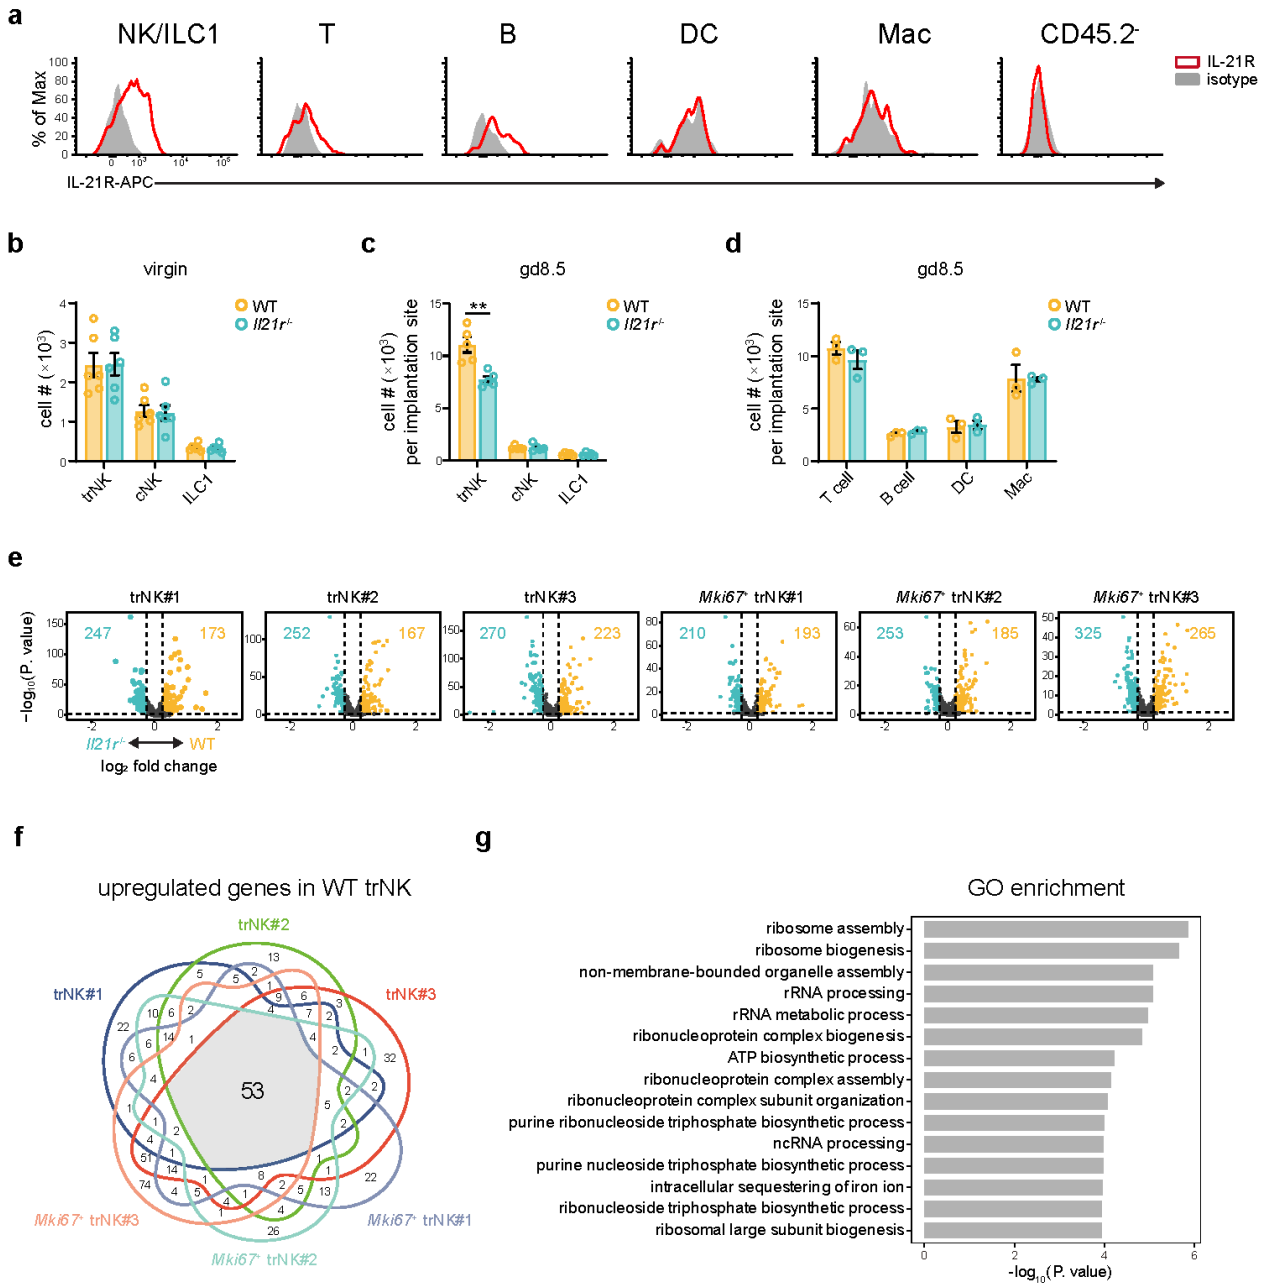

**Supplementary Fig. 5. Uterine trNK differentiation is affected by *IL21r* deficiency**

**(related to Fig. 5).** **a** Flow cytometry showing IL-21R expression on different cell types in the uterus, including CD45<sup>-</sup> cells, NK/ILC1, T cells, B cells, dendritic cells (DC) and macrophages (Mac). **b** Cell number comparisons of uterine trNK, cNK, and ILC1 in wild-type (WT) and *IL21r*<sup>-/-</sup> mice before pregnancy (n = 6 per group). **c** Cell number comparisons of uterine trNK, cNK, and ILC1 in WT and *IL21r*<sup>-/-</sup> mice at gd8.5 (n = 5 per group; \*\*P = 0.0031). **d** Cell number comparisons of the indicated immunocytes in uteri of WT and *IL21r*<sup>-/-</sup> mice at gd8.5 (n = 3 per group). **e** Volcano plots depicting differentially expressed genes (log<sub>2</sub> fold change > 0.25 and P. value < 0.05) in each uterine trNK subgroup between WT and *IL21r*<sup>-/-</sup> mice at gd8.5. **f** Venn diagram showing concordantly upregulated genes in uterine trNK of WT versus *IL21r*<sup>-/-</sup> mice. **g** GO enrichment of the concordantly upregulated genes in uterine trNK of WT versus *IL21r*<sup>-/-</sup>

mice. Numbers indicate the percentages in each box. Data are shown as the mean  $\pm$  SEM. P. values are calculated by two-sided unpaired *t*-test, \*\*P < 0.01. Data are representative of at least three independent experiments (a-d) or two independent experiments (e-g). Source data are provided as a Source Data file.

## Supplementary Fig. 6 (related to Fig. 6)

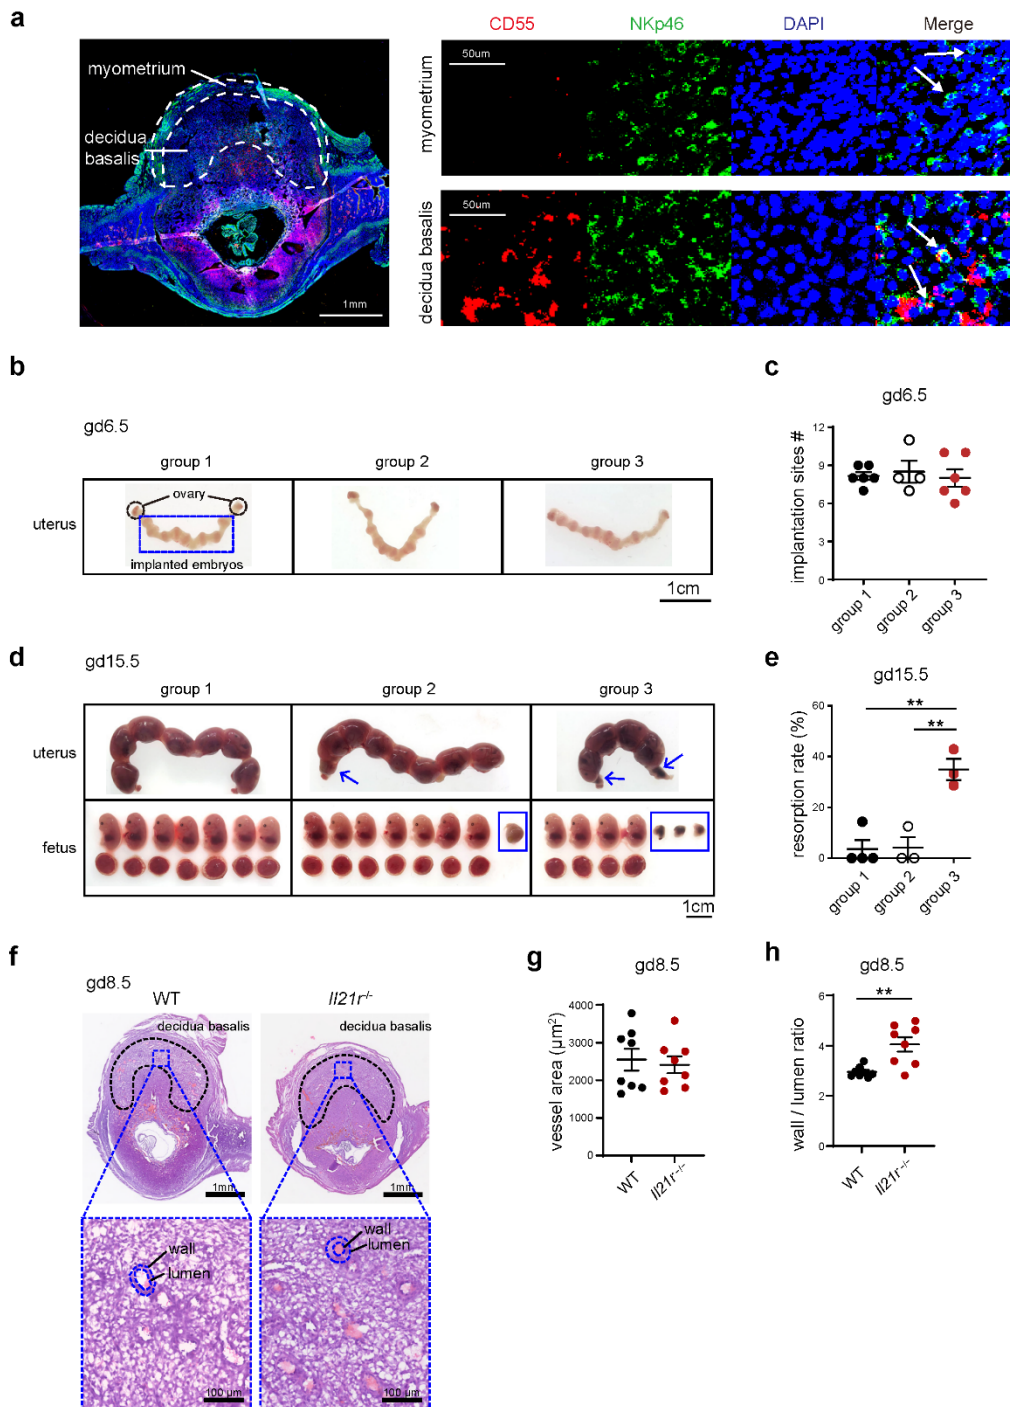

**Supplementary Fig. 6. *Il21r* deficiency causes increased incidence of miscarriage and defective spiral artery remodeling (related to Fig. 6).** **a** Confocal microscopy showing positioning of differentiated uterine trNK in decidua basalis. The image in left represents a whole implantation site of gd8.5 mice. Positioning of the CD55 expressing or non-expressing NKp46<sup>+</sup> NK cells (white arrows) in myometrium and decidua basalis is further analyzed in right at high magnification. **b** Embryo Implantation in gd6.5 dams of groups 1, 2 and 3 (related to Fig. 6a). Ovaries (dashed black lines) locate at two ends of the uterus, and implantation sites

(dashed blue lines) distribute between them. **c** Number of implantation sites in gd6.5 dams of groups 1, 2 and 3 (n = 6, 4, and 6 per group). **d** Implanted embryos in uteri of gd15.5 mice from groups 1, 2, and 3. Resorbed fetuses (Blue arrows and blue rectangles) are distinguished in groups 2 and 3. Scale bar = 1 cm. **e** Resorption rate in gd15.5 dams of groups 1, 2, and 3 (n = 4, 3, and 3 per group; \*\*P = 0.0023, \*\*P = 0.0065), calculated by (the number of resorptions) / (the number of resorptions and successful implantations). **f** H&E staining showing whole implantation sites in WT and *Il21r<sup>-/-</sup>* dams at gd8.5. Spiral artery remodeling (dashed blue circles) in decidual basalis (dashed black lines) is assessed by the wall and lumen areas. **g** Vessel wall areas of spiral arteries in gd8.5 dams (n = 8 per group). Each data point represents mean of five measurements in an implantation site. **h** Ratios between wall area and the corresponding lumen area of spiral artery vessels in gd8.5 dams (n = 8 per group; \*\*P = 0.0023). Each data point represents mean of five measurements in an implantation site. Data are shown as the mean  $\pm$  SEM. P. values are calculated by two-sided unpaired *t*-test, \*\*P < 0.01. Data are representative of at least three independent experiments (a-h). Source data are provided as a Source Data file.

## Supplementary Fig. 7 (related to Fig. 7)

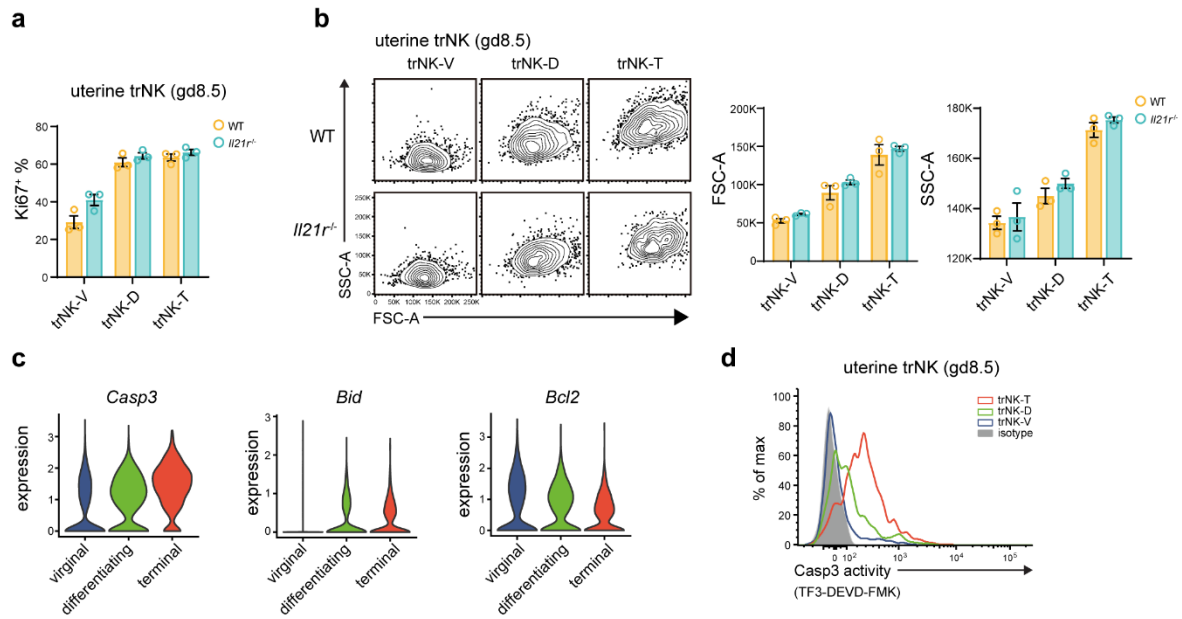

**Supplementary Table 1. Statistics of apoptosis-related genes at different trNK differentiation stages (related to Fig 7a).** Results are generated by the FindMarkers function from Seurat package using Wilcoxon Rank Sum test. The table contains columns for average gene expression in WT (WT\_mean\_expr) and KO (*Il21r<sup>-/-</sup>*\_mean\_expr), Wilcox test p value (wilcox\_p\_val), and average log2 fold change (avg\_log2FC).

| Gene  | Stage                | WT_mean_expr | <i>Il21r<sup>-/-</sup></i> _mean_expr | wilcox_p_val | avg_log2FC   |
|-------|----------------------|--------------|---------------------------------------|--------------|--------------|
| Casp3 | virginal trNK        | 0.737191353  | 0.678478603                           | 0.152292509  | 0.214503281  |
|       | differentiating trNK | 1.037249731  | 1.001407495                           | 0.107440051  | 0.159147747  |
|       | terminal trNK        | 1.430406438  | 1.150014511                           | 3.74877E-24  | 0.49389674   |
|       |                      |              |                                       |              |              |
| Bid   | virginal trNK        | 0.24594467   | 0.295542069                           | 8.96151E-07  | -0.024399409 |
|       | differentiating trNK | 0.330172059  | 0.386557983                           | 9.42488E-05  | -0.028959901 |
|       | terminal trNK        | 0.341635174  | 0.378226118                           | 0.002527661  | -0.019977544 |
|       |                      |              |                                       |              |              |
| Bcl2  | virginal trNK        | 0.869587185  | 1.035424412                           | 6.017E-08    | -0.145785579 |
|       | differentiating trNK | 0.79679648   | 0.89184358                            | 0.002619439  | -0.036964254 |
|       | terminal trNK        | 0.570675784  | 0.612825928                           | 0.034258056  | -0.016676566 |

**Supplementary Table 2. Antibodies used in this study**

| Antibody                                 | Dilution | Catalogue number |
|------------------------------------------|----------|------------------|
| anti-mouse NK1.1 APC-eFluor™ 780         | 1:300    | 47-5941-82       |
| anti-mouse CD137 (4-1BB) PE/Cyanine7     | 1:400    | 25-1371-82       |
| anti-mouse EOMES eFluor™ 450             | 1:400    | 48-4875-82       |
| anti-mouse Ki-67 Alexa Fluor™ 700        | 1:400    | 56-5698-82       |
| anti-mouse CD11b eFluor™ 450             | 1:400    | 48-0112-82       |
| anti-mouse CD16/32                       | 1:100    | 101319           |
| anti-mouse CD3e FITC                     | 1:1000   | 100306           |
| anti-mouse CD19 FITC                     | 1:1000   | 115506           |
| anti-mouse CD5 FITC                      | 1:1000   | 100606           |
| anti-mouse Ly-6G/Ly-6C FITC              | 1:1000   | 108406           |
| anti-mouse CD11c FITC                    | 1:1000   | 117323           |
| anti-mouse CD45.2 Brilliant Violet 785™  | 1:400    | 109839           |
| anti-mouse CD45.2 FITC                   | 1:400    | 109806           |
| anti-mouse CD49a PE                      | 1:400    | 142604           |
| anti-mouse IL-21R APC                    | 1:300    | 131910           |
| anti-mouse CXCR6 Brilliant Violet 711™   | 1:400    | 151111           |
| anti-mouse I-A/I-E Brilliant Violet 650™ | 1:400    | 107641           |
| anti-mouse F4/80 PE/Cyanine7             | 1:400    | 157308           |
| anti-mouse CD3e PE/Cyanine7              | 1:400    | 100320           |
| anti-mouse NKp46 Biotin                  | 1:300    | 137616           |
| anti-mouse CD19 Biotin                   | 1:400    | 115504           |
| Brilliant Violet 785™ Streptavidin       | 1:400    | 405249           |
| anti-mouse p-STAT3(pY705) Pacific Blue™  | 1:100    | 560312           |
| BUV737 Streptavidin                      | 1:400    | 564293           |
| anti-mouse CD55 FITC                     | 1:100    | 50468-R076-F     |
| Fixable Viability Dye eFluor™ 506        | 1:1000   | 65-0866-14       |
| anti-mouse CD55 PE                       | 1:50     | 50468-R076-P     |
| anti-mouse NKp46                         | 1:25     | AF2225-SP        |
| Donkey anti-goat IgG H&L-Alexa Fluor 488 | 1:1000   | ab150129         |
| anti-mouse $\alpha$ -SMA                 | 1:100    | BM0002           |
| Goat anti-rabbit IgG H&L-HRP             | 1:1000   | ab6721           |

# Supplementary material for: IL-21R-STAT3 signalling initiates a differentiation program in uterine tissue-resident NK cells to support pregnancy
**Source:** Nat Commun. 2023 Nov 4;14:7109. doi: 10.1038/s41467-023-42990-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data

Description: **Differential gene expression analysis of overall trNK cells and each individual trNK clusters between WT and *Il21r*<sup>-/-</sup> mice.** Results are generated by the FindMarkers function from Seurat package using Wilcoxon Rank Sum test. The table contains columns for p value (p\_val), average log2 fold change (avg\_log2FC), expression percentage in WT (pct.1) and *Il21r*<sup>-/-</sup> (pct.2), and gene classification (class). Each table represents the indicated comparison. Related to Fig. 5h and S5e.

# Supplementary material for: IL-21R-STAT3 signalling initiates a differentiation program in uterine tissue-resident NK cells to support pregnancy
**Source:** Nat Commun. 2023 Nov 4;14:7109. doi: 10.1038/s41467-023-42990-0
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The RNA-seq and ATAC-seq data: Illumina NovaSeq platform<br>The Flow cytometric data: LSRFortessa and FACSAria™ III (BD Biosciences)<br>Immunofluorescent images: Nikon N-STORM 4.0 confocal microscope<br>Histopathological Images: Nanozoomer digital slide scanner (Hamamatsu)                                                           |
| Data analysis   | Statistical analysis: Graphpad Prism version 9.0.2<br>Flow cytometric analysis: Flowjo software 10.5.3<br>RNA-seq analysis: limma v3.46.0, clusterProfiler v3.18.0, GSVA v1.38.0, Seurat v4.0.0, R software v4.0.3<br>Immunofluorescence analysis: NIS-Elements Viewer 5.21<br>Histopathological image analysis: NDP.view2 software v2.7.52 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq, bulk RNA-seq and ATAC-seq data generated in this study are available in the Gene Expression Omnibus (GEO) database (<http://www.ncbi.nlm.nih.gov/gds>) under the accession number GSE195982 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195982>]. Human scRNA-seq data generated by Vento-Tormo et al were under accession number E-MTAB-6701. All other data are available in the main text or the Supplementary Information. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen based on preliminary data demonstrating statistically significant differences for each specific assay.                                                                       |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                              |
| Replication     | The experimental findings were reliably reproduced. The replication numbers were described in the corresponding figure legends.                                                                       |
| Randomization   | Age-matched female mice were assigned randomly to experimental and control groups. Other experimental allocation is random.                                                                           |
| Blinding        | Experimental analyses of mice samples were obtained by automated method (flow cytometry, qRT-PCR, et al.) and the investigators were blinded to allocation during experiments and outcome assessment. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

## Flow cytometry:

anti-mouse NK1.1 APC-eFluor™ 780, Thermo Fisher Scientific, Cat No 47-5941-82, clone PK136  
 anti-mouse CD137 (4-1BB) PE/Cyanine7, Thermo Fisher Scientific, Cat No 25-1371-82, clone 17B5  
 anti-mouse EOMES eFluor™ 450, Thermo Fisher Scientific, Cat No 48-4875-82, clone Dan11mag  
 anti-mouse Ki-67 Alexa Fluor™ 700, Thermo Fisher Scientific, Cat No 56-5698-82, clone SolA15  
 anti-mouse CD11b eFluor™ 450, Thermo Fisher Scientific, Cat No 48-0112-82, clone M1/70  
 anti-mouse CD16/32, Biolegend, Cat No 101319, clone 93  
 anti-mouse CD3e FITC, Biolegend, Cat No 100306, clone 145-2C-11  
 anti-mouse CD19 FITC, Biolegend, Cat No 115506, clone 6D5  
 anti-mouse CD5 FITC, Biolegend, Cat No 100606, clone 53-7.3  
 anti-mouse Ly-6G/Ly-6C FITC, Biolegend, Cat No 108406, clone RB6-8C5  
 anti-mouse CD11c FITC, Biolegend, Cat No 117323, clone N418  
 anti-mouse CD45.2 Brilliant Violet 785™, Biolegend, Cat No 109839, clone 104  
 anti-mouse CD45.2 FITC, BioLegend, Cat No 109806, clone 104  
 anti-mouse CD49a PE, BioLegend, Cat No 142604, clone HMα1  
 anti-mouse IL-21R APC, BioLegend, Cat No 131910, clone 4A9  
 anti-mouse CXCR6 Brilliant Violet 711™, BioLegend, Cat No 151111, clone SA0511D1  
 anti-mouse I-A/I-E Brilliant Violet 650™, BioLegend, Cat No 107641, clone M5/114.152  
 anti-mouse F4/80 PE/Cyanine7, BioLegend, Cat No 157308, clone QA17A29  
 anti-mouse CD3e PE/Cyanine7, BioLegend, Cat No 100320, clone 145-2C11  
 anti-mouse NKp46 Biotin, Biolegend, Cat No 137616, clone 29A1.4  
 anti-mouse CD19 Biotin, BioLegend, Cat No 115504, clone 6D5  
 Brilliant Violet 785™ Streptavidin, BioLegend, Cat No 405249  
 anti-mouse p-STAT3(pY705) Pacific Blue™, BD Biosciences, Cat No 560312, clone 4/P-STAT3  
 BUV737 Streptavidin, BD Biosciences, Cat No 564293  
 anti-mouse CD55 FITC, Sino Biological, Cat No 50468-R076-F, clone 076  
 Fixable Viability Dye eFluor™ 506, Thermo Fisher Scientific, Cat No 65-0866-14  
 Immunohistochemistry:  
 anti-mouse CD55 PE, Sino Biological, Cat No 50468-R076-P, clone 076  
 anti-mouse NKp46, R&D, Cat No AF2225-SP, Polyclone  
 Donkey anti-goat IgG H&L-Alexa Fluor 488, Abcam, Cat No ab150129  
 anti-mouse α-SMA, BOSTER, Cat No BM0002, clone 1A4  
 Goat anti-rabbit IgG H&L-HRP, Abcam, Cat No ab6721

## Validation

All antibodies are commercially available and have validated by the manufacturers. Specific validation information can be found on their respective website as below:  
 anti-mouse NK1.1 APC-eFluor™ 780: <https://www.thermofisher.cn/cn/zh/antibody/product/NK1-1-Antibody-clone-PK136-Monoclonal/47-5941-82>  
 anti-mouse CD137 (4-1BB) PE/Cyanine7: <https://www.thermofisher.cn/cn/zh/antibody/product/CD137-4-1BB-Antibody-clone-17B5-Monoclonal/25-1371-82>  
 anti-mouse EOMES eFluor™ 450: <https://www.thermofisher.cn/cn/zh/antibody/product/EOMES-Antibody-clone-Dan11mag-Monoclonal/48-4875-82>  
 anti-mouse Ki-67 Alexa Fluor™ 700: <https://www.thermofisher.cn/cn/zh/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/56-5698-82>  
 anti-mouse CD11b eFluor™ 450: <https://www.thermofisher.cn/cn/zh/antibody/product/CD11b-Antibody-clone-M1-70-Monoclonal/48-0112-82>  
 anti-mouse CD16/32: <https://www.biolegend.com/en-us/products/trustain-fcx-anti-mouse-cd16-32-antibody-5683>  
 anti-mouse CD3e FITC: <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd3epsilon-antibody-23>  
 anti-mouse CD19 FITC: <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd19-antibody-1528>  
 anti-mouse CD5 FITC: <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd5-antibody-159>  
 anti-mouse Ly-6G/Ly-6C FITC: <https://www.biolegend.com/en-us/products/fitc-anti-mouse-ly-6g-ly-6c-gr-1-antibody-458>  
 anti-mouse CD11c FITC: <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd11c-antibody-1815>  
 anti-mouse CD45.2 Brilliant Violet 785™: <https://www.biolegend.com/en-us/products/brilliant-violet-785-anti-mouse-cd45-2-antibody-8924>  
 anti-mouse CD45.2 FITC: <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd45-2-antibody-6>  
 anti-mouse CD49a PE: <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd49a-antibody-7535>  
 anti-mouse IL-21R APC: <https://www.biolegend.com/en-us/products/apc-anti-mouse-il-21r-antibody-5521>  
 anti-mouse CXCR6 Brilliant Violet 711™: <https://www.biolegend.com/en-us/products/brilliant-violet-711-anti-mouse-cd186-cxcr6>

antibody-15094  
 anti-mouse I-A/I-E Brilliant Violet 650™: <https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-i-a-i-e-antibody-12085>  
 anti-mouse F4/80 PE/Cyanine7: <https://www.biolegend.com/en-us/products/pecyanine7-anti-mouse-f480-recombinant-antibody-18757>  
 anti-mouse CD3e PE/Cyanine7: <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd3epsilon-antibody-1899>  
 anti-mouse Nkp46 Biotin: <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd335-nkp46-antibody-7898>  
 anti-mouse CD19 Biotin: <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd19-antibody-1527>  
 Brilliant Violet 785™ Streptavidin: <https://www.biolegend.com/en-us/products/brilliant-violet-785-streptavidin-10344>  
 anti-mouse p-STAT3(pY705) Pacific Blue™: <https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pacific-blue-mouse-anti-stat3-py705.560312>  
 BUV737 Strptavidin: <https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-streptavidin.612775>  
 anti-mouse CD55 FITC: <https://www.sinobiological.com/antibodies/mouse-cd55-daf-50468-r076-p>  
 Fixable Viability Dye eFluor™ 506: <https://www.thermofisher.cn/order/catalog/product/65-0866-14?SID=srch-srp-65-0866-14>  
 anti-mouse CD55 PE: <https://www.sinobiological.com/antibodies/mouse-cd55-daf-50468-r076-f>  
 anti-mouse Nkp46: [https://www.rndsystems.com/cn/products/mouse-nkp46-ncr1-antibody\\_af2225](https://www.rndsystems.com/cn/products/mouse-nkp46-ncr1-antibody_af2225)  
 Donkey anti-goat IgG H&L-Alexa Fluor 488: <https://www.abcam.cn/donkey-goat-igg-hl-alexa-fluor-488-ab150129.html>  
 anti-mouse α-SMA: [http://www.boster.com.cn/home/product/anti-sma-antibody-monoclonal-1a4\\_bm0002.html](http://www.boster.com.cn/home/product/anti-sma-antibody-monoclonal-1a4_bm0002.html)  
 Goat anti-rabbit IgG H&L-HRP: <https://www.abcam.cn/products/secondary-antibodies/goat-rabbit-igg-hl-hrp-ab6721.html>

## Animals and other research organisms

Policy information about [studies involving animals](#); ARRIVE guidelines recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 mice (8 to 12 weeks old) were purchased from Department of Laboratory Animal Science, Peking University Health Science Center (Beijing100191, China). Il21r <sup>-/-</sup> mice were purchased from the Jackson Laboratory (stock no. 019115). In all matings, female mice were bred with fertility-proven male mice, and the timing of conception was determined by detection of a copulation plug as gd0.5. All animals were bred and maintained in a specific-pathogen-free facility with a 12 h light/12 h dark cycle, an ambient temperature of 20–24 °C, and humidity of 30–70%. |
| Wild animals            | This study did not involve the use of wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | All the data were collected from female mice to study on the uterine NK. Male mice were used for mating. The anogenital distance and visible nipples are used to assign sex for young mice. About two hundred female mice were sacrificed for the study.                                                                                                                                                                                                                                                                                                                                       |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | The animal study protocols used were approved by the Ethics Committee of Peking University Health Science Center.                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | For uterus digestion, the tissues were harvested from virgin or pregnant mice. Then, they were opened longitudinally, cut into small pieces (~5 mm <sup>2</sup> ), and incubated for 40 min at 37 °C in RPMI 1640 containing 1mg/mL collagenase type IV (Sigma-Aldrich), 0.1 mg/mL DNase I (Roche), and 5% FBS. The digested tissues were strained through a 40 µm filter, and washed with PBS containing 2% FBS, followed by antibody staining. |
| Instrument                | Flow cytometry data were collected by LSRFortessa (BD Biosciences) and FACSAria™ III (BD Biosciences)                                                                                                                                                                                                                                                                                                                                            |
| Software                  | Flow cytometry data were collected by BD FACSDiva Software and analyzed by Flowjo V10                                                                                                                                                                                                                                                                                                                                                            |
| Cell population abundance | The purities of the sorted uterine trNK were more than 95%                                                                                                                                                                                                                                                                                                                                                                                       |

#### Gating strategy

For immune cells, first we gated the lymphocytes based on the FSC-A and SSC-A. Singlets were gated according to the pattern of FSC-H vs FSC-W and SSC-H vs SSC-W. The specific cell population was gated on the indicated markers as described in the manuscript

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

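Read counts of 34 bulk RNA-seq libraries of mouse uterine trNK cells and UMI counts of 1 pooled set of single cells were analysed. The bulk libraries form 4 experiments with 2 libraries per group: trNK cells of virgin, gd6.5 and gd8.5 mice, the sorted subsets trNK-V, trNK-D and trNK-T at gd8.5, a 72 h culture without IL-21, with IL-21 and with IL-21 and the STAT3 inhibitor, and a time course at 0, 6, 24 and 72 h with and without IL-21. The cultures used trNK-V cells of gd6.5 mice. Conditions and replicate numbers were taken from the sample labels. Libraries from gd11.5, cNK cells, Il21r knockout mice and the chromatin accessibility assays were not analysed here.

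For the bulk libraries, the authors made cDNA with the SMART-Seq HT kit and libraries with the NEBNext Ultra kit, sequenced them on the NovaSeq platform, aligned the reads to mm10 with HISAT2 and, by the methods, quantified them with RSEM. The values the authors deposited are raw counts, whole numbers per gene without normalization, beside exon positions, strand and gene length on GRCm38 (mm10). This is the layout that featureCounts writes, and the methods do not name that tool. The paper names limma for the comparisons and does not give the scale of its input. A legend of 1 supplementary figure gives a fold change above 2 and a p below 0.05, with no adjustment named. For the single cells, the authors deposited UMI counts per cell and gene from the BD Rhapsody WTA pipeline on GRCm39, without normalization. The count files analysed here carry no sample tag for each cell.

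From the bulk counts, RPKM were computed with the gene lengths given beside the counts. In each experiment, genes with an RPKM above 10 in both libraries of any group were kept. Counts were scaled by TMM and compared with edgeR 4.0.16 (quasi-likelihood test, 1 fit over all groups of the experiment, no covariates) in R 4.3.3, with Benjamini-Hochberg adjustment and calls at an adjusted p below 0.05 and a fold change above 2. Standard errors of log2 fold changes were derived from the fold change and its F statistic. The common biological coefficient of variation was 0.254 for the gestation libraries, 0.248 for the subsets, 0.359 for the 72 h culture and 0.414 for the time course, so replicate spread, and not read depth, set the precision. A group with 0 counts in both libraries was taken as 3 counts per library for a lower bound of a fold change. The comparison was tested on simulated data for 6 of the comparisons, each with 200 genes changed 4-fold. It found from 96% of them for gd8.5 against virgin down to 48.5% for IL-21 at 72 h in the time course, and at most 6.97% of its calls were of unchanged genes. The simulated libraries were independent, with the same spread per gene in all groups of an experiment, and no weakly expressed gene was changed. They do not cover a library that departs from its replicate, such as those of virgin mice.

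Gene lists for DNA replication, cytolysis, lymphocyte apoptosis and the response to endoplasmic reticulum stress were written from general knowledge before the data were examined, since no GO annotation was used here. They were tested with camera (limma 3.58.1) on voom values with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 9 list tests. The numbers of list genes higher or lower and their medians are those of the voom values unless edgeR is named, and those of single genes are from edgeR. Principal components and Spearman correlations used log2(RPKM + 1). Lists of heat shock, oxidative stress, plasma cell, erythrocyte and macrophage genes served the tests of technical explanations.

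The genes named in the text were chosen by a rule set before the data were examined: every mouse gene the paper names for a comparison, the genes of the lists, and for each comparison the 5 largest rises and the 5 largest falls among called genes whose libraries do not overlap between the groups. Where the passages name fewer of the largest changes, the rest are among the other observations, and some genes are not reported here.

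The single-cell counts were processed in Python 3.11.15 with scanpy 1.11.5, leidenalg 0.10.2 and igraph 0.11.9. The limits of 200 and 2500 were read as UMIs per cell by a rule set before the data were examined, which would have turned to genes per cell had under 50% of the paper's number of cells remained. Cells with a mitochondrial share below 10% were kept, clustered on 20 components of 2000 variable genes with 20 neighbours and a resolution of 0.8, and named from marker lists. Marker genes of a class counted at 3-fold above the other cells with at least 10 UMIs, and the 4 trNK genes at 2-fold above B-like cells with at least 10 UMIs. These naming thresholds and the rule for ILC1-like cells were set after the clusters had been seen. On simulated cells mixed as in the data, at least 98.3% of each class received its own name, whereas in a mixture with equal numbers of each class all ILC1-like cells were named trNK-like, so the naming depends on the mix. Since cells carry no sample tag here, the stages were defined over all trNK-like cells and not over those of gd8.5 alone as had been designed, and the designed comparisons of gd8.5 with virgin cells were not made. The deconvolution used non-negative least squares on the 50 genes with the largest ratio for each stage. In 100 simulated mixtures its largest error had a median of 0.923 and a maximum of 3.86 percentage points. Under the limits on genes these were 1.88 and 9.76. These errors hold for simulated mixtures only. With 50 genes per stage under the limits on UMIs, the fits to the sorted libraries correlated at 0.28 to 0.67, so the errors do not give the accuracy for those libraries. Scores used 24 bins of expression and 50 control genes.

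The alternatives tried were RLE size factors, DESeq2 1.42.0, no gene filter, edgeR's filterByExpr, unadjusted p values, limma on log2(RPKM + 1), fits of the compared groups alone, the replicate number as a block, no fold change threshold, a fold of 1.5 with the inhibitor, fry and camera with an estimated correlation, a pseudocount of 0.1, log2 CPM for the principal components, each library left out in turn, the limits read as genes, no upper limit, a mitochondrial limit of 20%, removal of Scrublet doublets, resolutions of 0.4 and 1.2, 3000 variable genes, 30 components, named genes kept in the clustering, unthinned cells, at least 2 UMIs, terciles of the first component and 20 or 100 genes per stage. The rules that sort the alternatives into same, weaker, stronger and moved, and the pairing of named genes with comparisons, were written after the first results had been seen. Coordinates are those of mm10. Trac, Csf1r, Lyz2, Bcl2 and Ifitm2 were not analysed in the single cells.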

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

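The interaction terms and the tests of single genes in this part were planned, and every test of an explanation below was chosen only after the result it concerns had been seen.

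The effect of IL-21 differed between time points, a difference between groups tested by the interaction term of the edgeR fit over all 16 libraries. At 72 h it differed from that at 24 h for 148 genes (127 with a higher effect at 72 h and 21 with a lower one), from that at 6 h for 146 (126 and 20) and from that at 0 h for 135 (111 and 24). Without replicate 1 of the 72 h culture without IL-21 these counts were 655 and 147 (higher and lower), 774 and 933, without its replicate 2 they were 328, 338 and 335, without replicate 1 of the 72 h culture with IL-21 they were 234, 239 and 155, and without its replicate 2 they were 277, 287 and 481. Leaving out 1 of the earlier libraries gave 64 to 94, 70 to 106 and 77 to 102. Among genes the paper names, the log2 difference of the effects was 7.30 for Gzmd, 12.67 for Gzme and 3.57 for Ccl5 against 24 h. Against 6 h it was 2.14 for Gzmc, 7.83 for Gzmd, 13.59 for Gzme, 1.78 for Ccl5, 2.05 for Klrg1 and -1.06 for Icos, and against 0 h 1.85 for Gzmc, 10.00 for Gzmd and 15.08 for Gzme, with adjusted p from edgeR between 0.00015 and 0.0435. Gzme had 0 counts in both 72 h libraries without IL-21 and Gzmd 0 and 14, so their fitted values depend on the prior count.

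For this pattern, counts lost at random in the 72 h libraries without IL-21, with the same chance for each gene, are argued against. Of 2687 genes over 10 RPKM at 24 h, 149 fell more than 4-fold in both libraries, where independent losses would give 37.3. Technical losses that strike the same genes in both libraries, such as weakly expressed ones, could also give shared falls, and this test cannot exclude them. A lower library total is argued against as well, since the mean total without IL-21 was 1.08 times that with it. Fewer genes had a count without IL-21 (10728 and 11671) than with it (14004 and 12004), and lower library complexity as a source of the lost genes was not tested. Of the 230 genes called higher with IL-21 at 72 h, 211 had fallen more than 2-fold from 24 h to 72 h without IL-21, with a median log2 change of -2.66, while the median with IL-21 was -0.82 and 9 rose more than 2-fold. The difference may therefore come mostly from genes that fell in culture without IL-21 and less from genes that rose with it. Ccl5 is an exception, at 980 RPKM at 24 h and 3100 at 72 h without IL-21. The mitochondrial share of the 72 h counts was 8.44% and 11.77% without IL-21 and 4.37% and 5.73% with it, and whether poorer survival without IL-21 or regulation by IL-21 lowered these genes was not tested.

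In the 72 h culture, genes outside those the paper discusses were far higher with the STAT3 inhibitor than with IL-21 alone. The log2 fold change was 9.64 for Hspa1a (standard error 1.08, adjusted p = 0.00774 from edgeR), 8.79 for Hspa1b (standard error 1.05, adjusted p = 0.0103 from edgeR), 5.79 for Hsph1 (standard error 0.36, adjusted p = 0.00115 from edgeR), 5.22 for Tnfrsf23 (standard error 0.69, adjusted p = 0.0136 from edgeR) and 4.08 for Dnajb1 (standard error 0.47, adjusted p = 0.00878 from edgeR). For each gene both inhibitor libraries lay above both libraries with IL-21 alone. The calls of Hspa1a, Hspa1b and Dnajb1 were lost without either inhibitor library (adjusted p from edgeR between 0.0557 and 0.075) and with filterByExpr, and that of Hsph1 held in each of these. The replicate libraries were not compared for Tnfrsf23 in this way.

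Of 13 further heat shock genes among those tested, on a list written before their values were seen, 9 were called higher with the inhibitor (median log2 fold change 2.68), and without the gene filter 11 of 15. A heat shock response in the inhibitor libraries may explain these genes. The inhibitor libraries held 1.9 times the counts of those with IL-21 alone. Depth is argued against, since after 20 random thinnings of all libraries of the culture to the lowest total at least 9 of the 13 genes were still called higher (median log2 fold change 2.67). This thinning replaced a comparison of the totals, which cannot exclude depth. Of 6 further oxidative stress genes, all were more than 2-fold higher, from 1.2 for Txnrd1 to 3.19 for Srxn1 on the log2 scale, and 3 were called (median 2.24). Without the gene filter 4 of 7 were called (median 2.22). Hmox1, outside that list, was also called higher (3.05, adjusted p = 0.022 from edgeR). By the rule written for the list, over 50% of its genes called, the result depends on the fit, so an oxidative stress response and its absence cannot be told apart. Both lists were first counted in the fit without the gene filter and then in the filtered fit, a change made after the values were seen. No library held the inhibitor without IL-21, so an effect of the compound or its dose apart from STAT3, and an effect of STAT3 itself on these genes, both stay open and were not tested.

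Igkc, which is outside the genes the paper discusses, stood at 21100 RPKM in trNK-D replicate 2 and at most at 30.4 in the other 5 subset libraries. Of 12 further plasma cell genes, 8 were over 1 RPKM and more than 5-fold above the other libraries there, among them Igha at 4530 RPKM against at most 6.67, Jchain at 1700 against at most 3.46 and Mzb1 at 18.0 against 0. Plasma cells, or their RNA, in that library are a candidate source. Ighm, at 238 RPKM against up to 298 elsewhere, Derl3, Ighg1 and Ighg2c did not set the library apart, and 4 of the 12 genes were over 1 RPKM in another subset library. No biological explanation was tested.

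Hba-a1, also outside the genes the paper discusses, stood at 82.2 RPKM in virgin replicate 2 and 493 in gd8.5 replicate 2, against at most 1.40 in the other 4 gestation libraries. Of 4 further erythrocyte genes, 3 (Hbb-bt, Hbb-bs and Hba-a2) were over 1 RPKM and more than 5-fold above the other 4 libraries in both, and Alas2 was not. Hbb-bs, the most abundant of these 3, was at 94.5 and 200 RPKM in the 2 libraries and at most 10.0 elsewhere. Erythrocyte RNA in these libraries is a candidate source, and no biological explanation was tested.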

How the results depend on the processing

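The alternatives were set before the data were examined, except those for the interaction terms, genes of equal length in both gene lists, the principal components with a library left out, the STAT3-dependent share under unadjusted p and limma, the score with the list from limma or without thinning, and the readings on genes per cell of the Tnfrsf9 and Cd55 shares, the score, the named genes by stage, the stage composition, the highest Mki67 level and the correlations with its cluster, and all alternatives for the virginal-like share, which were chosen after the results were seen. Where a value moved, the cause was not tested unless it is given. Where a group was left with 1 library, that library was assumed to vary like the other groups.

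RLE size factors kept all 26 results they were tried on within their limits. For gd6.5 against virgin, 280 genes became 462 by DESeq2, 919 without the gene filter, 5 with filterByExpr, 491 at the unadjusted p, 471 by limma at the unadjusted p, 425 with no fold change threshold and 0 in a fit of only the 2 groups compared. For gd8.5 against virgin, 17 became 164, 502, 5, 213 and 203 under the first 5 of these. For gd8.5 against gd6.5, 0 genes by edgeR became 221 by DESeq2, 452 without the gene filter, 261 at the unadjusted p, 3 by limma, 223 by limma at the unadjusted p and 252 with only the 2 groups compared, and stayed at 0 with filterByExpr. With a library left out these counts ranged from 0 to 907, 0 to 597 and 0 to 0.

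For trNK-D against trNK-V, 15 genes became 187 by DESeq2, 471 without the gene filter, 1 with filterByExpr, 265 at the unadjusted p, 9 by limma, 252 by limma at the unadjusted p and 6 with only the 2 groups compared. For trNK-T against trNK-D, 82 became 326, 587, 11, 430, 37, 399 and 33 in that order. For trNK-T against trNK-V, 992 became 2022 without the gene filter and 1625 with no fold change threshold, and stayed within 1.5-fold, from 958 to 1105, in the other fits of all libraries. With a library left out the ranges were 0 to 18, 0 to 37 and 363 to 922.

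For IL-21 in the 72 h culture, 12 genes became 162 by DESeq2, 146 without the gene filter, 0 with filterByExpr, 298 at the unadjusted p, 57 by limma and 341 by limma at the unadjusted p. For the inhibitor, 123 became 445 by DESeq2, 461 without the gene filter, 1 with filterByExpr, 665 at the unadjusted p and 675 by limma at the unadjusted p. With a library left out the ranges were 2 to 19 and 1 to 30. The STAT3-dependent share of 58.3% ranged from 37.5% to 100% with a library left out.

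In the time course at 0 h, 0 genes by edgeR became 3 without the gene filter, 47 at the unadjusted p and 43 by limma at the unadjusted p, and stayed 0 by DESeq2, limma and with any library left out (0 to 0). At 6 h, 69 became 127 by DESeq2, 10 with filterByExpr, 207 at the unadjusted p, 202 by limma at the unadjusted p and 233 with only the 2 groups compared. At 24 h, 58 became 145, 1, 246, 237 and 310 in that order. At 72 h, 283 became 475 by DESeq2, 1518 without the gene filter, 755 with filterByExpr, 565 at the unadjusted p, 610 by limma at the unadjusted p and 0 with only the 2 groups compared. With a library left out the ranges were 0 to 19, 1 to 5 and 242 to 1029. The interaction counts of 148, 146 and 135 became 338, 345 and 351 by DESeq2, 840, 873 and 1013 without the gene filter, 361, 367 and 383 with filterByExpr, 542, 519 and 609 at the unadjusted p, 512, 504 and 646 by limma at the unadjusted p, and the first 2 became 70 and 90 by limma. With a library left out they ranged from 64 to 8.0e2 (655 with a higher effect and 147 with a lower one), 70 to 774 and 77 to 933. The IL-21 effects of the cultures correlated at 0.19, at 0.03 without the gene filter and between 0.11 and 0.27 with a library left out.

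Whether the replicate numbers pair the samples was not settled, and the main fits did not use them. Correlations of the deviations of same-numbered libraries lay between -0.31 and 0.11 in the gestation libraries, -0.01 and 0.39 in the subsets, -0.43 and 0.54 in the 72 h culture and -0.34 and 0.41 in the time course. With the replicate block, the counts were 2 for gd6.5 against virgin, 0 by edgeR for gd8.5 against virgin (213 at the unadjusted p without the block, 164 by DESeq2, 25 by limma), 25 for trNK-D against trNK-V, 142 for trNK-T against trNK-D, 1 for IL-21 in the 72 h culture and 8 for the inhibitor, and the STAT3-dependent share was 100%, from that 1 gene. The block moved no other gene count by over 1.5-fold and changed no call of a list. For trNK-D against trNK-V, trNK-T against trNK-D and trNK-T against trNK-V, the block raised the counts from 15, 82 and 992 to 25, 142 and 1048. The deviations of trNK-D and trNK-T correlated at 0.39. A pairing of the subset libraries is therefore not excluded.

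Of the list tests with camera, the adjusted p for DNA replication was 1.12e-08 for gd6.5 against virgin, 0.435 with the estimated correlation and between 9.33e-09 and 5.28e-07 with a library left out. For gd8.5 against gd6.5 it was 3.6e-07, 0.0697 by fry, 0.435 with the estimated correlation and between 1.34e-10 and 4.77e-05. For trNK-T against trNK-V it was 0.000185, 0.2 by fry, 0.528 with the estimated correlation and between 3.01e-05 and 0.00292. For cytolysis in trNK-T against trNK-V it was 0.0157, 0.435 with the estimated correlation and between 0.00151 and 0.0468 with a library left out. Cytolysis at gd8.5 against gd6.5 went from 0.199 to 0.022 with filterByExpr and ranged from 0.0819 to 0.46, at gd6.5 against virgin from 0.209 to 0.99, and at gd8.5 against virgin from 0.029 to 0.639. Apoptosis at gd8.5 ranged from 0.113 to 0.434. Endoplasmic reticulum stress at gd8.5 went from 0.0811 to 0.0337 with filterByExpr and ranged from 0.000326 (without virgin replicate 2) to 0.817. With filterByExpr more genes of a list are tested.

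PC1 explained 49.9% of the variance, 35.7% without the gene filter and 49.6% to 60.8% with a library left out. The correlation of virgin replicate 2 with the gd8.5 libraries minus that with virgin replicate 1 was 0.0445 and, without the gene filter, -0.001. The cells kept went from 4338 to 8907 with the limits on genes and 13084 without an upper limit. The trNK-like share of 32.9% became 36.8% and 44.5% under these, 29.5% with a mitochondrial limit of 20%, 38.3% and 34.4% at resolutions of 0.4 and 1.2, and 41.3% with 30 components. In these first 2 settings 1923 cells (21.6%) and 3315 cells (25.3%) stayed unnamed, against 363 (8.37%), so the shares depend on how such cells are named. The virginal-like share of 57.0% became 25.4% with 3000 variable genes, 40.7% and 42.0% at resolutions of 0.4 and 1.2, 43.1% without an upper limit, 45.2% with a mitochondrial limit of 20%, 47.6% with named genes kept in the clustering and 48.1% with 30 components. The terminal-like share of 21.3% became 15.2% with the limits on genes, 17.1% without an upper limit, 29.2% at a resolution of 0.4 and 28.3% with 30 components. With the limits on genes, the median was 4720 UMIs in terminal-like and 2450 in virginal-like cells, so the upper UMI limit fell unevenly on the stages. The shares of cells with Tnfrsf9, Cd55 and both UMIs went from 36.6%, 14.7% and 7.01% to 48.2%, 21.5% and 13.3% without thinning, 13.0%, 2.10% and 0.624% for at least 2 UMIs, and 48.9%, 18.2% and 12.3% with the limits on genes. Depth therefore limits what these shares mean. The count of 15 named genes more than 2-fold higher in terminal-like cells stayed between 13 and 17. The highest Mki67 level of a trNK-like cluster went from 276 to 455 CPM with the limits on genes, and the lowest correlation of a trNK-like cluster with the cluster of highest Mki67 from 0.588 to 0.864. The score difference of 0.48 became 0.24 with the list from limma at the unadjusted p, chosen after the results were seen.

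The stage composition also moved. With 20 genes per stage, 100 genes per stage and the limits on genes, the virginal share of trNK-V went from 64.4% to 100%, 31.1% and 100%, the other share of trNK-D from 97.4% to 40.0%, 60.1% and 26.2%, its terminal share from 2.58% to 38.4%, 39.9% and 0%, and the terminal share of trNK-T from 39.8% to 100%, 100% and 0%. Under the limits on genes with 20 and 100 genes per stage, the virginal share of trNK-V was 100% each time, the other share of trNK-D 14.6% and 30.1%, and its terminal share 0% each time. For the stage composition, terminal share of trNK-T, they gave 81.2% (62.6% and 99.8% in its libraries) and 0%. Under the limits on genes, a cluster of 1013 cells with Scin, Epas1 and Ctsg among its leading genes stayed unnamed and was not part of the stages. These genes were called higher in trNK-T than in trNK-D, so a terminal share of 0% under those limits cannot be read against a match.

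Among the named genes, 1502 alternatives left the call as it was, 307 lost it, 94 gained it and 2 changed sign with a call. Further alternatives of genes near 0, such as Gzma at gd8.5 against virgin, changed sign without a call. Gzmc at gd6.5 against virgin, at -0.25 with all libraries, ranged from -1.23 without virgin replicate 1 to 7.36 without virgin replicate 2, and Gzma at gd8.5 against virgin, at -0.26, from -1.15 to 2.83 in the same way. filterByExpr, which tests more genes of low counts, lost the calls of 55 of 133 named results, and RLE size factors of none. The shares of stages in virgin and gd8.5 cells, the named genes and the size of the change in gd8.5 over virgin cells, and their alternatives were not run, because the sample tag of each cell was not used here. No interaction was tested with only the 2 groups compared, since it needs 4.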

Differences from the paper's values

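No test was made for this part, and the alternatives named were set before the data were examined unless said otherwise. The paper's gene counts come from limma, with no adjustment of p named, and those here from edgeR at an adjusted p.

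The paper states 400 genes higher at gd6.5 than in virgin trNK, and 145 were called here. The value lies within 1.5-fold of the paper's without the gene filter (524), by limma at the unadjusted p (300), without virgin replicate 1 (276) and without virgin replicate 2 (476), and not with RLE size factors (140), DESeq2 (226), filterByExpr (0 by edgeR), the unadjusted p (243), limma (210), only the 2 groups compared (0 by edgeR), the replicate number as a block (0 by edgeR), no fold change threshold (231) or without either gd6.5 library (0 by edgeR). For genes lower at gd6.5, the paper's value is about 300 in Supplementary Fig. 1h, read by eye, against 135. It is met by DESeq2 (236), without the gene filter (395), at the unadjusted p (248), without virgin replicate 1 (202) and without virgin replicate 2 (431), and not by RLE size factors (139), filterByExpr (5), limma (103), limma at the unadjusted p (171), only the 2 groups compared (0 by edgeR), the block (2), no fold change threshold (194) or without either gd6.5 library (0 by edgeR).

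At gd8.5, the paper's counts are about 170 higher and about 250 lower in Supplementary Fig. 1h, read by eye, against 1 and 16 here. Both are met without the gene filter (191 and 311) and without virgin replicate 2 (253 and 344). Neither is met by RLE size factors (1 and 18), DESeq2 (35 and 129), filterByExpr (1 and 4), the unadjusted p (54 and 159), limma (5 and 20), limma at the unadjusted p (84 and 119), only the 2 groups compared (1 and 15), no fold change threshold (1 and 16), without virgin replicate 1 (18 and 61), or by edgeR with the block or without either gd8.5 library (0 and 0).

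The paper kept 8019 cells, and 4338 were kept here. With the limits on genes per cell 8907 were kept, within 1.5-fold of the paper's number. The other settings were not: no upper limit (13084), a mitochondrial limit of 20% (5069), Scrublet doublets removed (4336), and both resolutions, 3000 variable genes, 30 components and named genes kept in the clustering (4338 each). The paper's 4594 trNK cells compare with 1427, with 3276 under the limits on genes and 5821 without an upper limit as the settings within 1.5-fold, and 1497, 1415, 1662, 1493, 1431, 1791 and 1427 for the mitochondrial limit of 20%, Scrublet, resolutions of 0.4 and 1.2, 3000 variable genes, 30 components and named genes kept. The paper's 58.0% trNK cells compare with 32.9%, with 44.5% without an upper limit and 41.3% with 30 components within 1.5-fold, and 36.8% (limits on genes), 29.5%, 32.6%, 38.3%, 34.4%, 33.0% and 32.9% for the rest in that order. The cells left unnamed were 8.37%, 21.6% with the limits on genes and 25.3% without an upper limit.

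The other classes, read by eye from Supplementary Fig. 2d, are about 12% cNK cells against 19.4% (11.2% with the limits on genes, within 1.5-fold), about 16% ILC1 against 8.21% (6.80%, still apart), about 1.8% T cells against 4.43% (2.93%, still apart), about 2.0% B cells against 5.33% (3.36%, still apart) and about 0.7% erythrocytes against 1.41% (0.988%, within 1.5-fold). The shares read by eye and the paper's trNK share together exceed 100%, so these comparisons are rough. The classes were named by other rules here and the denominators are not the same.

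By the paper's deconvolution, trNK-V is 100% virginal and 0% differentiating, trNK-D 45% virginal, 34.4% differentiating and 20.6% terminal, and trNK-T 0% virginal, 16.1% differentiating and 83.9% terminal. Here trNK-V had 64.4% virginal-like and 35.6% other, trNK-D 0.00236% virginal-like, 97.4% other and 2.58% terminal-like, and trNK-T 2.97% virginal-like, 57.2% other and 39.8% terminal-like. By the rule used here, a share differs when it is more than 1.5-fold from the paper's and by more than the SD of the 2 libraries. With 20 genes per stage the values for trNK-V (100% and 0%), for other (40.0%) in trNK-D, and for virginal (0%) and terminal (100%) in trNK-T no longer differ, while terminal in trNK-D (38.4%) and other in trNK-T (0%) do. Virginal in trNK-D (21.6%) remains over 1.5-fold below the paper's and is not counted as differing only because its libraries lie far apart, at 0.428% and 42.8%. With 100 genes per stage, virginal (0%) and terminal (100%) in trNK-T no longer differ, and the rest do: 31.1% and 68.9% in trNK-V, 0%, 60.1% and 39.9% in trNK-D, and 0% other in trNK-T.

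The paper states that Prf1, Gzm genes, Ifitm genes and Spp1 rise at gd8.5 over virgin trNK, with the effector feature at its peak then. None of Prf1, Gzma, Gzmb, Gzmc, Gzmd, Gzme, Gzmf, Gzmg, Ifitm1, Ifitm2, Ifitm3 and Spp1 was called, and Prf1 was higher at gd6.5 (782 RPKM) than at gd8.5 (382). All 12 were called higher without virgin replicate 2, with Gzmd at 17.57, Gzme at 17.26, Gzmf at 17.02 and Gzmg at 15.86, fitted values that depend on the prior count. Gzmb, Gzmd, Gzme, Gzmf, Gzmg, Ifitm1, Ifitm2 and Ifitm3 were called without the gene filter, Gzmd, Gzme, Gzmf, Gzmg, Ifitm1 and Ifitm2 by limma at the unadjusted p, and Gzme (1.78) and Gzmf (2.62) without virgin replicate 1. The paper describes the gestation libraries as set apart from those of virgin mice, and virgin replicate 2 correlated at 0.911 and 0.918 with the gd8.5 libraries and at 0.87 with virgin replicate 1 (0.875, 0.863 and 0.87 without the gene filter).

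The paper states that IL-21 raises Gzma and Gzmb through STAT3. Gzma was not called in either comparison, and was in both by DESeq2, without the gene filter, at the unadjusted p and by limma at the unadjusted p. Gzmb was called higher with IL-21 and fell by 0.98 with the inhibitor on the log2 scale, not called and below 2-fold, and it was called lower by limma at the unadjusted p (-1.08).

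The paper reports 3 subgroups of trNK cells with Mki67, and a single cluster stood apart by it here. Under the limits on genes per cell it was again 1 trNK-like cluster, and a cluster of 131 cells led by Ube2c, Rrm2 and Pclaf stayed unnamed and was not counted. The upper UMI limit left out most cells of both clusters and most cells named terminal-like under the limits on genes. Differences from the paper in Mki67 and in the regulators under the limits on UMIs therefore cover only the remaining cells. It reports rises of Eomes, Nfil3, Runx3, Id2 and Prdm1 along the differentiation, and 2 of the 5 had a ratio above 1 between terminal-like and virginal-like cells here, with overlapping intervals, while Eomes was lower (0.618). By terciles of the first component, set before the data were examined, Id2 (1.02), Nfil3 (1.12) and Prdm1 (1.45) were above 1 with overlapping intervals, and Runx3 (0.825) and Eomes (0.568) were below. Under the limits on genes per cell, added after the values were seen, Id2 (1.21) and Prdm1 (1.56) were higher with intervals apart and Eomes was lower (0.791). By terciles under those limits Id2 was higher (1.07, intervals apart) and Prdm1 (0.9), Runx3 (0.711) and Eomes (0.6) were below 1.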

Other observations

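In this part, the tests of the gene lists of virgin replicate 1 and of overlapping genes were set before their result was seen, and the tests of a mislabelled or mixed library, of library preparation and of macrophage genes were chosen only after it.

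Over the kept genes, the virgin libraries differ from each other (Spearman 0.87) more than the replicates at gd6.5 and gd8.5 (0.961 each), and without the gene filter the values are 0.87, 0.895 and 0.871. Of 47 genes more than 4-fold above virgin replicate 1 in all 4 libraries from pregnant mice, 46 lay nearer those libraries in virgin replicate 2, and 6 lay above all 4 of them. Of 17 genes more than 4-fold below virgin replicate 1 in those libraries, 9 stayed nearer virgin replicate 1 in virgin replicate 2 and 8 did not. Of the 17, 8 lay more than 4-fold above all 4 libraries from pregnant mice, where at most 2 did so in a gd library held out, among them Lamp1 at 94.8 RPKM (98.5 in virgin replicate 1 and at most 11.8 at gd) and Rac1 at 76.3 (70.9 and at most 8.14). A library of gd6.5 or gd8.5 trNK prepared like those 4 is thereby argued against, by a rule written after the 8 genes were known. Others lay near the gd level, such as Klrc1 at 75.4 RPKM (575 in virgin replicate 1 and 48.4 to 59.4 at gd). The other gene list of virgin replicate 1 is argued against, since 89.7% of the 466 genes more than 2-fold apart have the same length in both lists, against 93.1% of all genes tested. Virgin replicate 2 may still be a mislabelled or mixed sample with trNK cells of a pregnant uterus, prepared with the virgin libraries. This cannot be told apart from a difference between virgin mice, since for the largest falls at gd8.5, those of Lamp1 and Rac1 among them, an effect of preparation is itself open (below), and no further library of virgin trNK was analysed.

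In virgin replicate 1, 7 genes had 0 counts and were over 10 RPKM in the other 5 gestation libraries: Gzmd, Gzme, Gzmf, Gzmg, Avil, Tmem273 and Ptprcap, the last at 830 RPKM or more elsewhere. Genes found only in the list of that library, which could take their reads by overlap, are argued against, since 0 of the 7 overlap such a gene, against 1.15% of the genes tested (Fisher's exact p = 1). Another cause in the counting stays open and was not tested.

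A library preparation that differed between virgin and gd libraries might lower genes at gd8.5. Of the 16 genes called lower at gd8.5, 14 were also higher in trNK-V than in trNK-T, which were both sorted at gd8.5 and have no virgin library among them, against 39.3% of all genes tested, with a median log2 fold change of -0.95 and 4 of them called. This argues against preparation as the cause for the set. The falls were smaller than those at gd8.5, and those of Lamp1 (-0.54), Rac1 (-0.35) and Ppp2ca (-0.42) were not called, while Lcn4 rose (3.17, not called). Of the 7 genes more than 8-fold lower at gd8.5, 1 was called (median -0.54), so for these genes preparation and biology cannot be told apart. These counts come from the fit without the gene filter. That fit was used first, then the filtered fit, then the first again, each after the values were seen, and for a time the verdict on the 16 genes was set by hand before the rule written for it was restored. The filtered fit gives 6 of 6 genes, 1 called, with a median of -1.04, and 0 of 1 for the falls above 8-fold.

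The cultures with IL-21 at 72 h share no library. Over 2846 genes, their log2 fold changes with IL-21 correlated at 0.19 (Spearman 0.13), across genes, which are not independent replicates. Of 9 genes called in the 72 h culture, all moved the same way in the time course, of 208 genes called in the time course 59.1% moved the same way in the 72 h culture, where 53.7% of all genes did, and 6 were called in both.

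The list for the response to endoplasmic reticulum stress, which the paper scores in single cells, held 31 genes. In bulk trNK at gd8.5 against virgin, 24 were tested and 19 were higher, with a median log2 fold change of 0.23 by voom, and camera (limma) gave an adjusted p of 0.0811 (0.000326 without virgin replicate 2). No gene of it was called by edgeR, adjusted over the list alone or over all genes tested. In trNK-T against trNK-V, Bcl2 was lower by a log2 fold change of -1.69 (standard error 0.24, adjusted p = 0.00524 from edgeR), a call that held with any library left out, and Bid changed by 0.38 (standard error 0.27, adjusted p = 0.306 from edgeR).

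Further genes with the largest changes called were Gm47283 (2.57) and Gm21887 (2.46) higher and Ramp1 (-3.99) and Ifi27l2a (-3.81) lower at gd6.5, Dapk3 (-3.54) lower at gd8.5, and Zbtb32 (8.26), Mt1 (3.92) and AA467197 (2.61) higher and Klrc2 (-1.71), Fam189b (-1.63) and Klrc1 (-1.49) lower in trNK-D against trNK-V. In trNK-T, Ccl1, Mcpt8 and Ier3 had 0 counts in trNK-V, and Gm45778 and Ifitm6 had 0 counts in trNK-T. Between trNK-T and trNK-V, Gm15854 (-8.35) and Gm20743 (-6.77) were also lower. Against trNK-D, Epas1 (4.19), Gzme (3.53) and Scin (2.33) were higher and H2-Aa (-6.17), Cd74 (-6.14) and H2-Ab1 (-5.64) lower in trNK-T, Ctsg was at least 486-fold higher and Cox6a2 at least 130-fold lower, and Anxa3 was at least 23-fold higher in trNK-D than in trNK-V, with a group at 0 taken as 3 counts per library. Log2 values in parentheses are from edgeR.

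H2-Aa, Cd74 and H2-Ab1, lower in trNK-T than in trNK-D, are genes of antigen presenting cells. Of 11 further macrophage genes, on a list written before the data were examined, 4 (Csf1r, C1qc, Lyz2 and Apoe) were over 1 RPKM in both trNK-D libraries and more than 5-fold above both trNK-T libraries. Lyz2 stood at 212 and 303 RPKM in trNK-D, 19.3 and 269 in trNK-V and 1.97 and 4.61 in trNK-T. Macrophages in the trNK-D libraries may lower these genes in the comparison, but with 4 of 11 genes they and expression by trNK cells cannot be told apart. Cd3d stood at 50.1 and 44.9 RPKM in trNK-V and at 3.58 and 0.743 in trNK-T. How many of the genes called lower in trNK-T come from other cells in the trNK-V or trNK-D libraries was not tested.

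With the inhibitor, Timp1 was at least 205-fold lower than with IL-21 alone, and Galk1 (-9.66) and Spaca9 (-8.86), with 1 count in the inhibitor libraries, and 5830468F06Rik and Gm26517, with 0, were also lower. At 6 h with IL-21, Muc1 (4.82), Gm19705 (2.57), Gadd45g (2.41) and Lilr4b (2.14) were higher and Phactr3 (-3.95), 2900041M22Rik (-2.95), Qpct (-2.84) and Ypel3 (-2.70) lower, and Gm32772 had 0 counts with IL-21. At 24 h, Ly6a (8.01), Bzw2 (2.13) and Lilr4b (1.89) were higher and Fhit (-3.12), Ighd (-3.09), Cd7 (-3.08), Klrb1 (-2.79) and Acyp1 (-2.59) lower. At 72 h, Ccnb2 was at least 708-fold higher, Gnpda1 and Tnfsf4 had 0 counts without IL-21, and AI597479 (-6.65), Acyp1 (-3.76), Ddx10 (-2.84), Mterf1b (-2.66) and Gm29243 (-2.65) were lower.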
